# The *Drosophila* Duox maturation factor is a key component of a positive feedback loop that sustains regeneration signaling

**DOI:** 10.1371/journal.pgen.1006937

**Published:** 2017-07-28

**Authors:** Sumbul Jawed Khan, Syeda Nayab Fatima Abidi, Andrea Skinner, Yuan Tian, Rachel K. Smith-Bolton

## Abstract

Regenerating tissue must initiate the signaling that drives regenerative growth, and sustain that signaling long enough for regeneration to complete. How these key signals are sustained is unclear. To gain a comprehensive view of the changes in gene expression that occur during regeneration, we performed whole-genome mRNAseq of actively regenerating tissue from damaged *Drosophila* wing imaginal discs. We used genetic tools to ablate the wing primordium to induce regeneration, and carried out transcriptional profiling of the regeneration blastema by fluorescently labeling and sorting the blastema cells, thus identifying differentially expressed genes. Importantly, by using genetic mutants of several of these differentially expressed genes we have confirmed that they have roles in regeneration. Using this approach, we show that high expression of the gene *moladietz* (*mol*), which encodes the Duox-maturation factor NIP, is required during regeneration to produce reactive oxygen species (ROS), which in turn sustain JNK signaling during regeneration. We also show that JNK signaling upregulates *mol* expression, thereby activating a positive feedback signal that ensures the prolonged JNK activation required for regenerative growth. Thus, by whole-genome transcriptional profiling of regenerating tissue we have identified a positive feedback loop that regulates the extent of regenerative growth.

## Author summary

Regenerating tissue must initiate the signaling that drives regenerative growth, and then sustain that signaling long enough for regeneration to complete. *Drosophila* imaginal discs, the epithelial structures in the larva that will form the adult animal during metamorphosis, have been an important model system for tissue repair and regeneration for over 60 years. Here we show that damage-induced JNK signaling leads to the upregulation of a gene called *moladietz*, which encodes a co-factor for an enzyme, NADPH dual oxidase (Duox), that generates reactive oxygen species (ROS), a key tissue-damage signal. High expression of *moladietz* induces continuous production of ROS in the regenerating tissue. The sustained production of ROS then continues to activate JNK signaling throughout the course of regeneration, ensuring maximal tissue regrowth.

## Introduction

The capacity to regenerate damaged or lost organs or limbs is significantly greater in some animals than others. The use of model organisms with varying degrees of regenerative capacity, from whole-body regeneration in planaria and hydra, to limb regeneration in amphibians, organ and fin regeneration in zebrafish, and the limited tissue regeneration that occurs in mammalian models, has advanced our understanding of this process [reviewed in 1]. The complementary tools available in different model organisms has enabled identification of conserved mechanisms and signaling pathways that are used in many regeneration contexts, such as WNT signaling [2–8], Receptor Tyrosine Kinase (RTK) signaling [9–16], Hippo signaling [17–22], and Jun N-terminal Kinase (JNK) signaling [23–25], as well as clear differences in regenerative mechanisms among organisms and tissues [26,27].

Assessing changes in gene expression in regenerating tissue is a powerful approach to identifying essential regeneration genes. Model organisms that are amenable to mutagenesis, transgenics, or RNAi-mediated gene knockdown also enable functional studies based on the results of transcriptional profiling. For example, analysis of the transcriptome of the cricket leg blastema identified upregulation of components of the Jak/STAT signaling pathway, which, when knocked down by RNAi, resulted in impaired leg regeneration [28]. The transcriptome from the anterior of the planarian *Procotyla fluviatilis*, which is capable of regeneration after amputation, was compared to the transcriptome from posterior areas of the planarian body that are incapable of regeneration, identifying upregulation of several WNT ligands and receptors after amputation in the tissue that does not regenerate. RNAi knockdown of the WNT effector β-catenin restored regenerative capacity to the posterior of the animal [29]. In zebrafish, genes regulating anterior-posterior patterning during fin regeneration were identified through transcriptional profiling of anterior and posterior portions of the blastema. Overexpression of one of these genes, *hand2* (SO:0000704), affected patterning but not growth during regeneration [30]. Thus, transcriptional profiling followed by functional analysis is an effective approach to identification and validation of regeneration genes.

*Drosophila melanogaster* is one of the most powerful model organisms for genetic and functional analysis of genes. Furthermore, *Drosophila* imaginal discs, the epithelial structures in the larva that will form the adult animal during metamorphosis, have been an important model system for tissue repair and regeneration for over 60 years [reviewed in 31]. This structure is a simple epithelium that contains complex patterning and determined cell fates. While classic imaginal disc regeneration experiments involved removal of the tissue from the larva before wounding and culturing in the abdomen of an adult host, the development of systems that use genetic tools to induce tissue ablation *in situ* has enabled high-throughput experimental approaches such as genetic screens [6,32]. In both methods of inducing damage, the tissue undergoes wound closure and forms a regeneration blastema, or zone of proliferating cells near the wound [6,32–35]. In addition, both methods of inducing damage activate signaling through the Wingless and JNK pathways [6,23,32,36–38].

Previous studies have identified genes differentially expressed during imaginal disc regeneration. Blanco et al. cut imaginal discs and then cultured them in the abdomens of adult female flies, before recovering the discs at various time points during regeneration for microarray analysis [39]. This study used the entire imaginal disc for the microarrays, including tissue not contributing to the blastema. To restrict their analysis to cells near the wound site that were contributing to regeneration, Katsuyama et al. similarly cut and cultured discs, but used GFP-labeling of cells with activated JNK signaling to mark the regeneration blastema for dissection prior to microarray profiling [40]. Together these studies used transcriptional profiling to identify several regeneration genes and mechanisms. However, they used relatively small numbers of cells from few regenerating discs due to the technical challenges inherent in the culture technique. Furthermore, culturing itself may induce high levels of stress in the tissue that may alter the transcriptional profile.

We sought to generate a complete and accurate transcriptional profile of regenerating imaginal disc tissue using deep-sequencing techniques and avoiding *ex vivo* culture and microdissections. Induction of tissue ablation using genetic tools enables regeneration to proceed *in vivo* as it would if the tissue were to be damaged by a predator or parasite in the wild. Furthermore, use of a genetic tissue-ablation system facilitates ablation and regeneration of hundreds of imaginal discs simultaneously, enabling collection of sufficient material for mRNA-seq without needing amplification. Finally, functional validation of the differentially expressed genes can be carried out by quantifying the extent and quality of regeneration after *in situ* tissue ablation in mutants.

Here we report the transcriptional profile of the regeneration blastema after ablation of the wing pouch in the *Drosophila* wing imaginal disc during the peak of regenerative growth. We have used a method that optimizes our ability to isolate fluorescently labeled blastema cells rapidly and efficiently from the disc [41], enabling collection of material for mRNA-seq. Furthermore, we have functionally validated several of the genes that are differentially expressed during regeneration as novel regulators of regeneration. Importantly, we have identified the mechanism through which regeneration signaling is sustained to ensure regrowth. This mechanism involves a positive feedback loop that requires the DUOX-maturation factor NIP, which is encoded by the gene *moladietz* (*mol*) (FBgn0086711) [42]. The JNK signaling pathway, which is essential for regeneration [23] and is activated by ROS at the damage site [43], also upregulates *mol*, which activates Duox, thereby sustaining production of ROS and JNK signaling. This positive feedback loop sustains the regenerative response for several days after tissue damage. Thus, by whole-genome transcriptional profiling of regenerating tissue we have identified the changes in gene expression that control a key regulatory mechanism of regenerative growth.

## Results

### Isolation of marked blastema cells

We induced ablation of most of the primordial wing by expressing the pro-apoptotic gene *reaper (rpr)* (FBgn0011706) [44] in the expression domain of the wing-patterning gene *rotund (rn)* (FBgn0267337) [45], which comprises most of the wing pouch region of the wing imaginal disc, via *rnGAL4*, *UASrpr* [6](Fig 1A and 1B). To control the onset and completion of tissue ablation temporally, we used temperature shifts to regulate the temperature-sensitive repressor *Gal80*^*ts*^ [46]. We expressed *rpr* in the wing primordium for 24 hours at the beginning of the third larval instar, which removed most of the *rn*-expressing cells by the end of ablation to a reproducible extent (Recovery time 0 hrs or R0) (Fig 1B)(S1 Fig). Wing pouch cells express the wing determinant *nubbin (nub)* (FBgn0085424) during both normal development and regeneration [6,47]. Thus, *nub* expression was a convenient way to label blastema cells in these damaged discs as well as control cells in undamaged discs.

**Fig 1:**
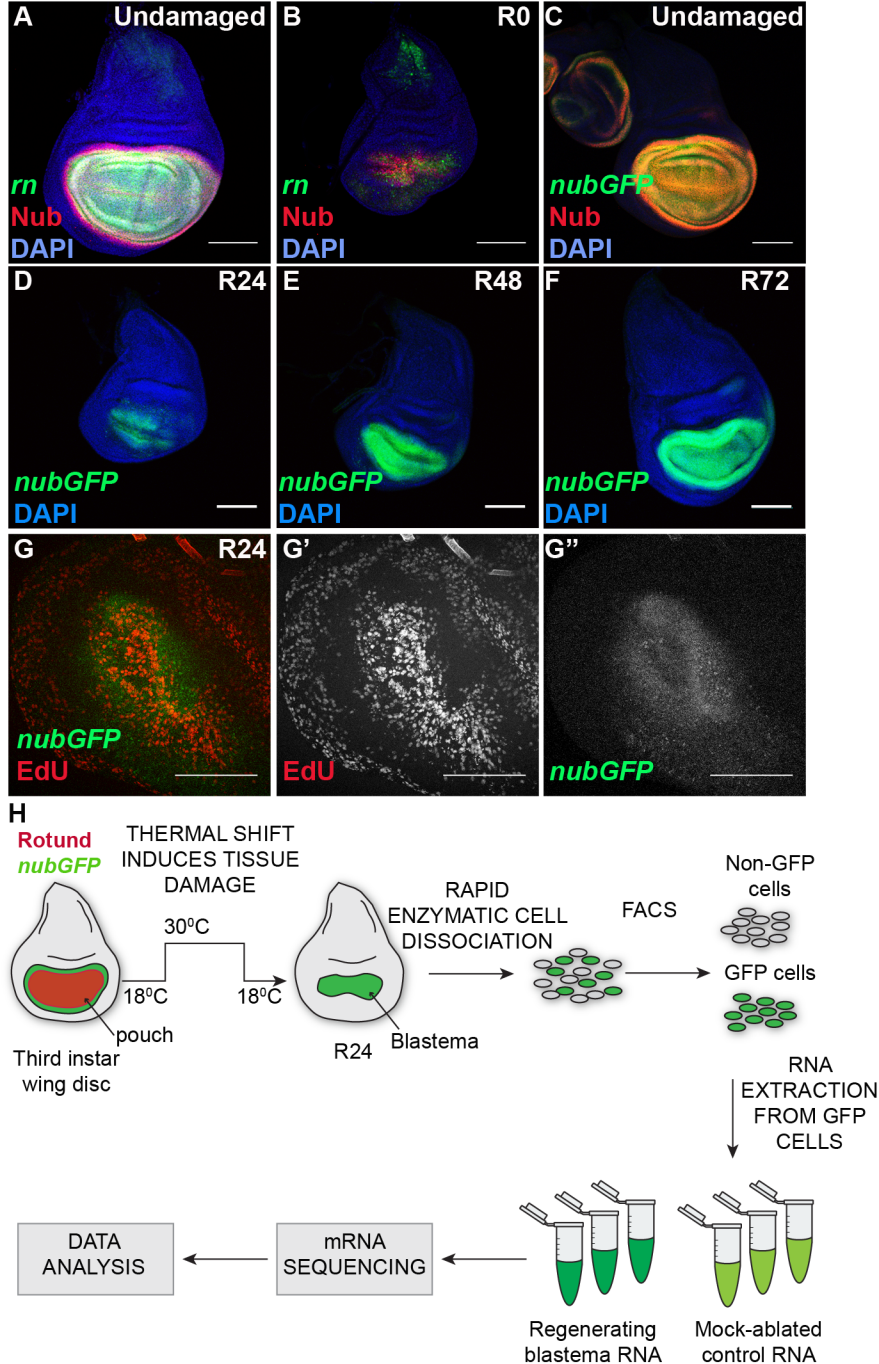
Labeling and isolating regeneration blastema cells. **(**A-B) Wing imaginal discs that are undamaged (A) or ablated and at 0 hrs recovery (R0) (B). Green = *rnGal4*, *UAS-EGFP*. Red = anti-Nub. Blue = DAPI. (C) Wing imaginal disc showing overlap of anti-Nub immunostaining (red) and expression of the *nub-GFP* MiMIC enhancer trap (green). (D-F) *nub-GFP* marks the wing pouch at 24 hrs (D) 48 hrs (E) and 72 hrs (F) after ablation. (G) *nub-GFP* (green) coincides with the regeneration blastema as defined by a zone of high EdU incorporation (red). (H) Schematic of the mRNA-seq procedure, from tissue ablation through cell dissociation and sort to sequencing and data analysis. Scale bars are100 μm.

To label the regeneration blastema cells, we identified a publicly available MiMIC transposon insertion that expresses GFP under the control of the *nub* locus [48]. Expression of GFP via this insertion occurs in the same cells that are immunostained with an anti-Nub antibody (Fig 1C) [41,47]. The wing primordium continues to express the *nub-GFP* after ablation and throughout different stages of regeneration (Fig 1D–1F). The GFP-expressing cells also encompass the regeneration blastema at R24 as marked by EdU incorporation (Fig 1G), confirming its suitability as a marker for blastema and control wing pouch cells.

To identify the differentially expressed genes in the blastema, we carried out transcriptional profiling of the GFP-labeled and isolated blastema cell population from R24 wing imaginal discs (Fig 1H). The R24 time point was chosen as it shows a clear blastema, whereas at earlier time points some discs had not yet formed the blastema, and at later time points some discs were beginning to repattern the regrown tissue. Dissociation and fluorescence–activated cell sorting (FACS) of imaginal disc cells is a well-established but lengthy procedure that may affect gene expression and cell viability [49,50]. We therefore optimized our cell dissociation process so that it was rapid and gentle, taking approximately 15 minutes, to minimize changes in transcription and loss of cell viability due to the manipulation of the tissue [41]. We have previously confirmed the accuracy of the sorting by using qPCR to measure expression of pouch and non-pouch genes in the sorted cells [41]. After using this protocol to dissociate and sort regeneration blastema cells and control wing pouch cells, mRNA was prepared and pooled such that each biological replicate produced sufficient mRNA for deep sequencing (Fig 1H).

### Identifying differentially expressed genes in the blastema

To identify genes that are differentially expressed during imaginal disc regeneration, we collected three independent samples of *nub-GFP*-expressing blastema cells from regenerating discs and three independent samples of *nub-GFP*-expressing cells from undamaged ‘mock-ablated’ control discs after 24 hours of recovery from the thermal shift (R24). 

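Wing pouch cells carrying nub-GFP, a transposon insertion that makes GFP where nubbin is expressed, were profiled in a control group of 3 replicates and an ablated group of 3 replicates. Larvae were reared at 18 °C, and a shift to 30 °C for 24 h let rn-Gal4 drive the cell death gene rpr in the wing primordium of the ablated group. Cells were collected after 24 h of recovery at 18 °C. By the paper's methods, each control replicate pooled 120 discs, about 106500 sorted cells and 1000 ng of RNA, and each ablated replicate pooled about 600 discs, 86000 sorted cells and up to 900 ng of RNA. The paper gives a depth of about 27000000 reads per replicate. The values analysed here carry no read counts, so the depth behind a single gene is unknown, and the FPKM of all genes summed to 1081834 in the control group and 889990 in the ablated group. The authors aligned the reads with Tophat2, allowing at most 2 mismatches and introns of 20 to 150000 bp, and estimated FPKM (fragments scaled by transcript length and by library size) with correction for sequence bias and for reads that map to several places. Cuffdiff then normalized the libraries geometrically, combined the 3 replicates of each group into 1 FPKM per gene, and tested each gene. The resulting table has 14239 genes. Cuffdiff tested 9320 of them, left 4855 untested for lack of reads, and gave no test for 59 genes with too little data and 5 genes with too many reads. An FPKM listed at 0 can be a failed estimate, since Ef1alpha48D and RpL15 are listed at 0 in both groups. From these values the log2 fold change of each gene was computed as the log2 ratio of ablated to control FPKM, with no pseudocount, and the p-values of the tested genes were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is the one implied by Cuffdiff's test statistic, which rests on its own model of the spread between replicates. Values of single replicates were not used here, so no spread between them is given.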

While the mock-ablated controls were taken through the thermal shift, they lacked *UAS-rpr* so did not ablate any tissue. Through deep sequencing we obtained approximately 27 million reads per replicate. Reads were aligned using Tophat2 [51,52] against the *Drosophila melanogaster* genome (NCBI, build 5.41). 

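Across the 9320 genes that Cuffdiff tested, 3798 had an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment of its p-values, which is 40.8% of them. Of these, 1858 were higher in the regeneration blastema and 1940 were lower. The smallest p-value in the authors' deposited table is 5e-05, and 1703 genes share it, with an adjusted p of 0.000274 by the Benjamini-Hochberg method. Genes at this floor cannot be ordered by p-value. The choice that moved the number most was the source of the p-value. When each gene's test statistic was read as a two-sided normal deviate instead, 1844 genes had an adjusted p-value under 0.05, and 1792 of them were among the 3798. Of the 3798 genes, 1136 had a test statistic under 1.96 in size, and the median size of their log2 fold change was 0.37.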

A total of 3,798 differentially expressed genes (p<0.05) were identified using Cuffdiff [51], with a false discovery rate of 0.05.

While a log2 fold change of 1.5 is often set as an arbitrary cutoff threshold for differentially expressed genes, our transcriptional profile showed a log2 fold change of 1.3 for the gene *puckered* (FBgn0243512), which is the phosphatase that is both a target and a negative regulator of JNK signaling in the regeneration blastema [23,53], prompting us to set our cutoff at 1.3. Thus, by selecting a cutoff of log2 fold change ≥ 1.3 or ≤ -1.3, p<0.05, we have identified 660 statistically significant differentially expressed genes, 504 of which are upregulated and 156 of which are downregulated in the regeneration blastema (S1 and S2 Tables).

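The gene puc lies on chromosome 3R from 3931057 to 3948023 in build 5.41. Its FPKM was 9.65 in the control group and 24.7 in the ablated group, a log2 fold change of 1.35 with a standard error of 0.22 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Among the genes with a mean FPKM of at least 1, puc stood at percentile 36.0 of expression in the control group and at percentile 61.1 in the ablated group. Its log2 fold change was 1.27 with a pseudocount of 1 FPKM added to both groups and 1.39 after centring on the median of all genes. In alternatives chosen after the values were seen, it was 1.39 after subtraction of the median of genes of similar mean FPKM and 1.08 with locus length matched as well. At the log2 fold change of puc itself, 463 called genes were at least as strongly upregulated and 148 were downregulated by at least as much. The paper reasons from this gene, a target and regulator of JNK signaling in the blastema, to the threshold of 1.3 that it applies to all genes.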

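Of the 3798 called genes, 504 had a log2 fold change of at least 1.3 and 156 of at most -1.3, together 660 genes, of which 76.4% were upregulated. The upregulated genes were expressed at a lower level than the downregulated genes: their median FPKM in the ablated group was 2.38, and 105 of them stayed under 1 FPKM there, whereas the downregulated genes had a median control FPKM of 20.6. The control FPKM of 8 upregulated genes is listed at 0, as is the ablated FPKM of 1 downregulated gene. The pseudocount moved the number of upregulated genes most. With 1 FPKM added to both groups, 147 genes were upregulated and 118 downregulated past the threshold. With a mean FPKM of at least 1 required, 306 and 140 genes remained. Centring the log2 fold changes on their median gave 536 and 150. After subtraction of the median log2 fold change of genes of similar mean FPKM, an alternative chosen after the values were seen, 327 genes were upregulated and 170 downregulated, 65.8% upregulated, and with locus length matched as well 314 and 177, 64.0% upregulated. A threshold of 1.5 gave 381 and 132 genes and a threshold of 1.0 gave 745 and 211. Among called genes with a finite log2 fold change and at least 1 FPKM in the higher group, the 5 largest rises were those of CG14059, chinmo, Cg25C, vkg and CG9572, the last with a log2 fold change of 4.93 from 0.054 FPKM in the control group. The 5 largest falls were those of Obp46a (log2 fold change -6.14), Optix (-5.96), Hr46, CG32372 (-5.40) and Tsp42Ei (-4.92).

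**Figure D1:**
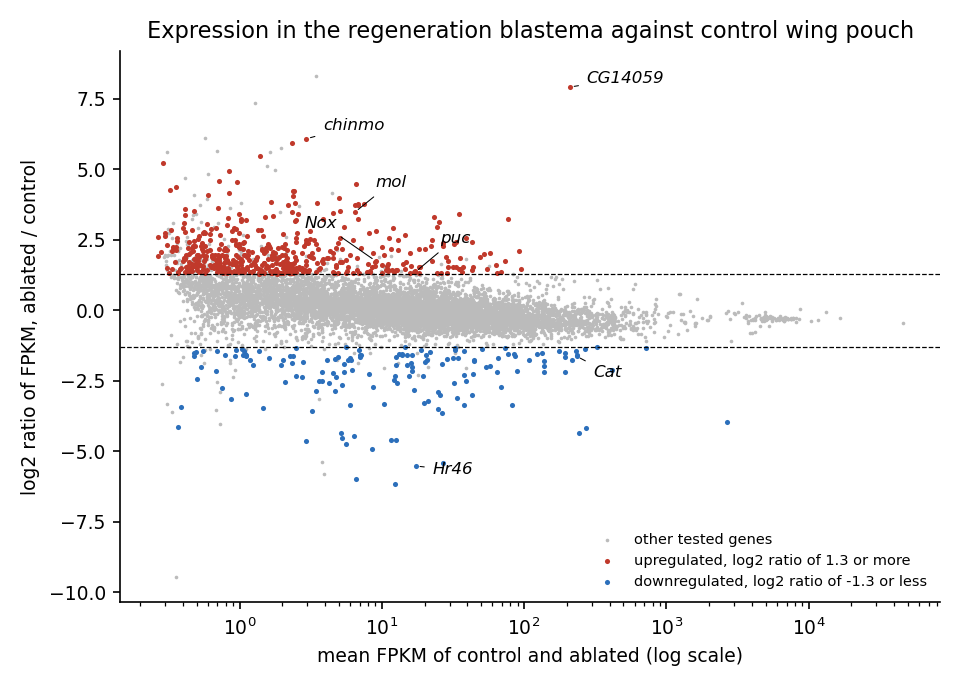
Log2 fold change of each tested gene with a finite value (vertical axis) against its mean FPKM over the 2 groups (horizontal axis, log scale). Red points are the upregulated and blue points the downregulated genes past the threshold of 1.3 (dashed lines), grey points are all other tested genes, and the red points lie mostly at low FPKM.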

Several genes previously identified as imaginal disc regeneration genes were upregulated in our transcriptional profile, including *dilp8* [54], *rgn* and *mmp1* [55], *puckered* [23], and *myc* [6]. In addition, we found some overlap between our gene list and the differentially regulated genes noted in two previously reported transcriptional profiles of regenerating imaginal discs (S2 Fig) [39,40]. 

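The gene for dilp8, listed as CG14059 (chromosome 3L, 17020621 to 17025180, build 5.41), had the largest finite rise among called genes, from 1.74 FPKM in the control group to 420 FPKM in the ablated group, a log2 fold change of 7.92 with a standard error of 0.60. It shares its locus with CG7730, which was not called. The FPKM of rgn rose from 22.7 to 91.9, a log2 fold change of 2.02 with a standard error of 0.25, and the locus holds 3 other genes, of which none was called. Mmp1, which overlaps Pof, rose from 27.2 to 56.7 FPKM, and myc, listed as dm, from 17.9 to 31.7 FPKM. Their log2 fold changes of 1.06 (standard error 0.23) and 0.82 (standard error 0.22) were called but lie under the threshold of 1.3. All 4 genes were at the smallest adjusted p of the authors' Cuffdiff test with Benjamini-Hochberg adjustment. Whether reads were assigned by strand is not stated, so the values of overlapping genes are uncertain.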

We compared the genes that were at least log2 1.3-fold up- or down-regulated in our dataset and those similarly at least 1.3-fold up- or down-regulated in the microarray analysis of posterior regenerating tissue 24 hours after damage presented in Katsuyama et al., in which they cut and cultured imaginal discs, and used GFP-labeling of cells with activated JNK signaling to mark the regeneration blastema for dissection prior to microarray profiling [40]. There were 32 differentially expressed genes in common with this report (S2 Fig). This profile led them to explore the role of JAK-STAT signaling in disc regeneration [40]. Importantly, we also identified the JAK/STAT signaling ligand *upd/os* (FBgn0004956) as highly upregulated in the regenerating blastema. 

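The ligand gene os (chromosome X, 18199377 to 18203021, build 5.41) rose from 1.82 FPKM in the control group to 5.87 FPKM in the ablated group, a log2 fold change of 1.69 with a standard error of 0.35 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Among all called genes with a finite rise it ranked 283. The related ligand upd3 rose from 0.44 to 1.70 FPKM, a log2 fold change of 1.96 with a standard error of 0.53, and upd2 from 1.55 to 3.73 FPKM, a log2 fold change of 1.27 with a standard error of 0.37 (adjusted p = 0.000948 from the authors' test, adjusted in the same way), just under the threshold. The standard errors of the 3 values overlap, so their order is not resolved.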

We also compared the genes that were at least log2 1.3-fold up- or down-regulated in our dataset and those listed as similarly up- or down-regulated in the figures and tables reporting the microarray analysis of whole regenerating discs 24 hours after damage presented in Blanco et al., as the whole list of 1,183 genes they identified as differentially expressed was not published [39]. There were 10 differentially expressed genes in common with this report (S2 Fig). For this analysis, they cut and cultured imaginal discs, and used whole discs for microarray profiling [39]. The minimal overlap with previous studies may be due to several factors, including differences in method of wounding (cut vs. tissue ablation), the discs used (leg vs. wing), regeneration conditions (culture vs. *in situ*) and method of transcriptional profiling (microarray using few discs/blastemas vs. mRNA-seq using cells isolated from hundreds of blastemas). Furthermore, we have set a 1.3-fold threshold to define differentially expressed genes, and a reduction in this threshold would identify more overlap among these three studies. Strikingly, only one gene was upregulated in all three transcriptional profiles when using the 1.3-fold threshold: *yellow-*b (FBgn0032601), which is a target of JNK signaling during dorsal closure [56]. Therefore, the current transcriptional profile will enable the study of previously unidentified regeneration genes and pathways.

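The gene yellow-b (chromosome 2L, 16754336 to 16758283, build 5.41) had 4.98 FPKM in control wing pouch cells and 15.1 FPKM in the regeneration blastema. The log2 fold change was 1.60 with a standard error of 0.25, more than 1 standard error above the threshold of 1.3 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). No other gene shares its locus.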

To confirm that our transcriptional profile identified genes that were indeed differentially regulated in the imaginal disc blastema, we used antibodies, enhancer-trap lines, and protein-trap lines to visualize gene expression in undamaged and damaged wing discs. The “undamaged” control discs depict the expression of these genes during normal development. Of the 22 genes we tested, 16 (73%) were differentially expressed as predicted. Validated upregulated genes were *Alkaline phosphatase* 4 (*Alp4/Aph4*) (FBgn0016123) [57], *Atf3/A3-3* (FBgn0028550) [58], *chronologically inappropriate morphogenesis (chinmo)* (FBgn0086758) [59], *Ets21C* (FBgn0005660) [60], and *moladietz (mol)* [42](Fig 2A–2E). Other genes had expression patterns that changed from ubiquitous to restricted to the blastema, such as *fruitless (fru)* (FBgn0004652) [61], *LaminC* (FBgn0010397) [62], *AdoR* (FBgn0039747) [63], and *kayak (kay)* (FBgn0001297) [64] (Fig 2F and 2G, S3 Fig). A third class of genes showed strong upregulation around the blastema and slight upregulation in the blastema including *pickled eggs (pigs)* (FBgn0029881) [65] and a reporter for *Stat92E* (FBgn0016917) activity that reflects *upd*-stimulated signaling [66](Fig 2H and 2I). The genes *Thor* (FBgn0261560) [67], *corto* (FBgn0010313) [68], *Nlaz* (FBgn0053126) [69], *twist (twi)* (FBgn0003900) [70], and *zfh1* (FBgn0004606) [71] showed upregulation in the transcriptional profile but did not show elevated expression with antibody staining (*twist*) or enhancer-trap expression (*zfh1*, *Thor* and *Nlaz*) or protein-trap expression (*corto)* (S3 Fig). 

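All 5 genes were called as higher in the blastema, at different levels of expression. Thor rose from 7.35 FPKM in the control group to 32.9 FPKM in the ablated group, a log2 fold change of 2.16 with a standard error of 0.23. The FPKM of corto rose from 10.8 to 26.0, and its log2 fold change of 1.27 (standard error 0.19) lies just under the threshold of 1.3. NLaz rose from 0.48 to 1.61 FPKM, a log2 fold change of 1.75 with a standard error of 0.62, and was the least certain (adjusted p = 0.0101 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). The FPKM of twi was 0.25 in the control group and 4.62 in the ablated group, a log2 fold change of 4.23 with a standard error of 0.68. For zfh1 the FPKM was 0.077 and 0.87, and its log2 fold change of 3.51 (standard error 0.78) became 0.80 with a pseudocount of 1 FPKM.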

Some of these genes may be upregulated in the transcriptional profile if, in the course of regeneration, hinge cells convert to pouch cells and begin expressing *nub* while still expressing some hinge-specific genes such as *zfh1*. Such hinge-to-pouch conversion has been reported during compensatory proliferation [72,73], and gene expression in these transitioning cells may still be important for regeneration.

**Fig 2:**
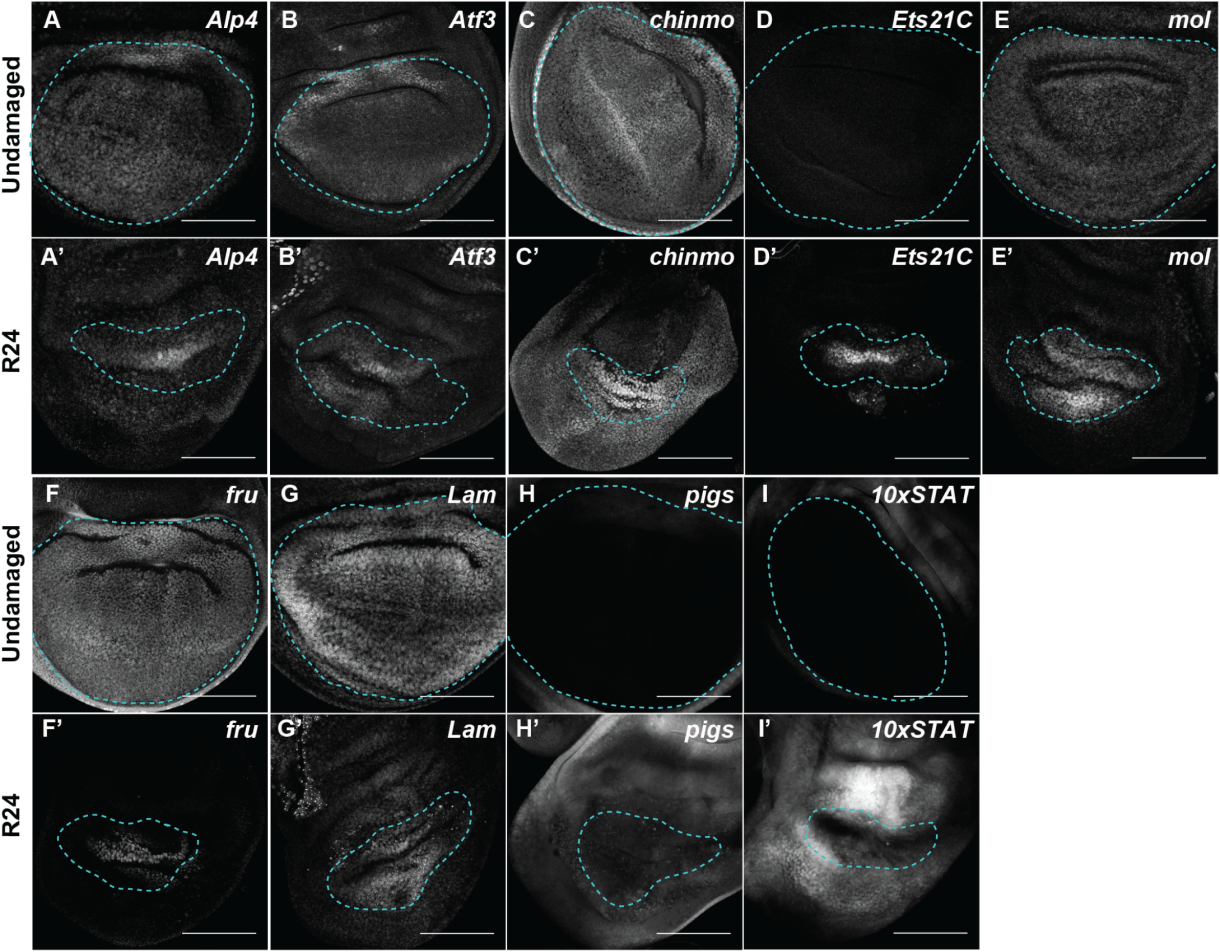
Validation of genes identified as upregulated in the regeneration blastema. Undamaged (A-I) and regenerating (R24) (A’-I’) wing discs. (A-A’) *Alp4-lacZ* enhancer trap. (B-B’) Atf3-GFP protein trap. (C-C’) *chinmo-lacZ* enhancer trap. (D-D’) Ets21C-GFP protein trap. (E-E’) *mol-lacZ* enhancer trap. (F-F’) *fru-lacZ* enhancer trap. (G-G’) Lamin-GFP protein trap. (H-H’) *pigs-GFP* enhancer trap. (I-I’) 10xSTAT92E-GFP reporter for STAT activity. Blue dashed line outlines the wing primordium. Scale bars are 100μm.

We also confirmed three of the upregulated genes using qPCR of whole wing discs (S3 Fig). While whole-disc qPCR often fails to detect differences in expression that occur only in the blastema, because the blastema consists of very few cells relative to the rest of the disc, changes in expression of genes that are largely not expressed in the disc prior to damage, such as *puckered*, can be observed [74]. Thus, we further validated the upregulation of *Ets21C*, *mol*, and *Nox* as representatives of the differentially expressed genes (S3 Fig).

Validated downregulated genes were *defective proventriculus (dve)* [75], *Hormone receptor 78 (Hr78)* (FBgn0015239) [76], *NC2β* (FBgn0028926) [77], *smooth (sm)* (FBgn0003435) [78], and *Catalase (Cat)* (FBgn0000261) [79] (Fig 3). Thus, this transcriptional profile successfully identified genes that are differentially expressed in the regeneration blastema that forms after mass tissue ablation.

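In the profile itself, the imaged genes moved in the directions given, with changes of very different size. The largest rise was that of chinmo (chromosome 2L, 1651260 to 1698617, build 5.41), from 0.086 FPKM in the control group to 5.82 FPKM in the ablated group, a log2 fold change of 6.08 with a standard error of 0.71. The log2 fold change was 3.97 (standard error 0.38) for pigs, listed as CG3973, 3.82 (standard error 0.61) for Aph-4, 3.32 (standard error 0.22) for fru and 3.15 (standard error 0.40) for Atf3, listed as A3-3. Aph-4 was at 0.32 FPKM and A3-3 at 0.50 FPKM in the control group, while fru rose from 4.27 to 42.7 FPKM and had the third largest positive test statistic of the called genes. LamC rose by 2.37 (standard error 0.33). It shares its locus with CG30076 and with ttv, which was not called. For kay the log2 fold change was 1.61 (standard error 0.21), from 31.4 to 95.7 FPKM. AdoR, at 0.26 and 0.76 FPKM, had a log2 fold change of 1.56 with a standard error of 0.58 (adjusted p = 0.00441 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Stat92E itself, which was examined through a reporter of its activity, rose from 44.5 to 58.6 FPKM, a log2 fold change of 0.40 with a standard error of 0.20, and it was no longer called when its test statistic was read as a normal deviate. Among the genes imaged as downregulated, sm fell from 9.79 to 0.48 FPKM, a log2 fold change of -4.34 (standard error 0.56), and dve from 37.9 to 4.11 FPKM, a log2 fold change of -3.21 (standard error 0.23). NC2beta fell by 0.58 on the log2 scale (standard error 0.18, adjusted p = 0.00155 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment), which is under the threshold, and it shares its locus with CG4103. In the paper, most but not all of the genes tested by staining or reporters in discs changed as predicted. Its qPCR of whole discs also showed Ets21C, mol and Nox upregulated. From this evidence the paper concludes that the profile identified genes that are differentially expressed in the blastema.

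**Figure D2:**
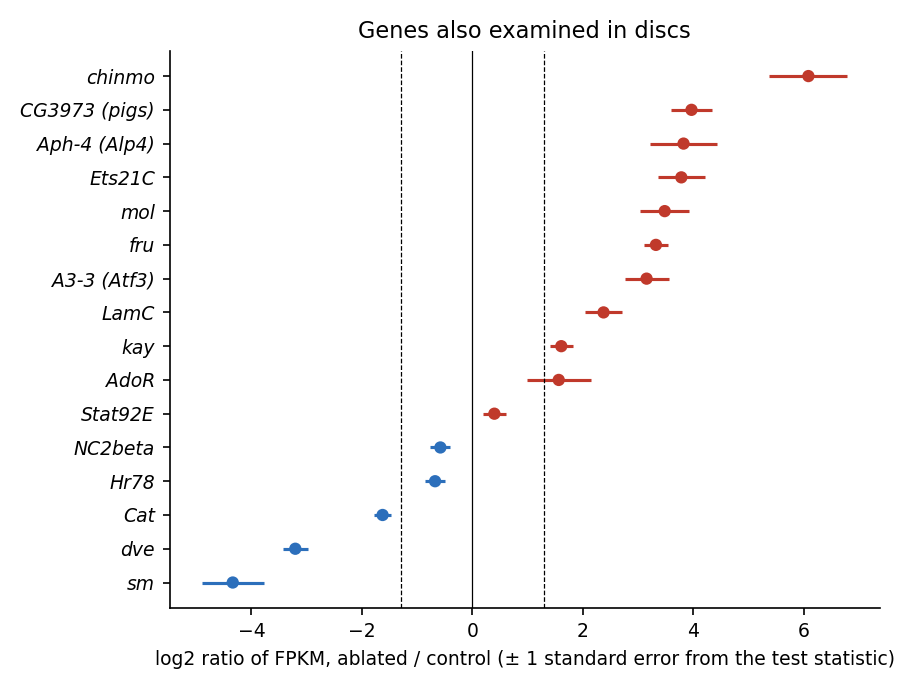
Log2 fold change of FPKM, ablated over control, of 16 genes that the paper also examined in discs, for Stat92E through a reporter of its activity. Points are the values, bars are 1 standard error from the test statistic, dashed lines mark the threshold of 1.3, and Stat92E, NC2beta and Hr78 lie inside it.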

**Fig 3:**
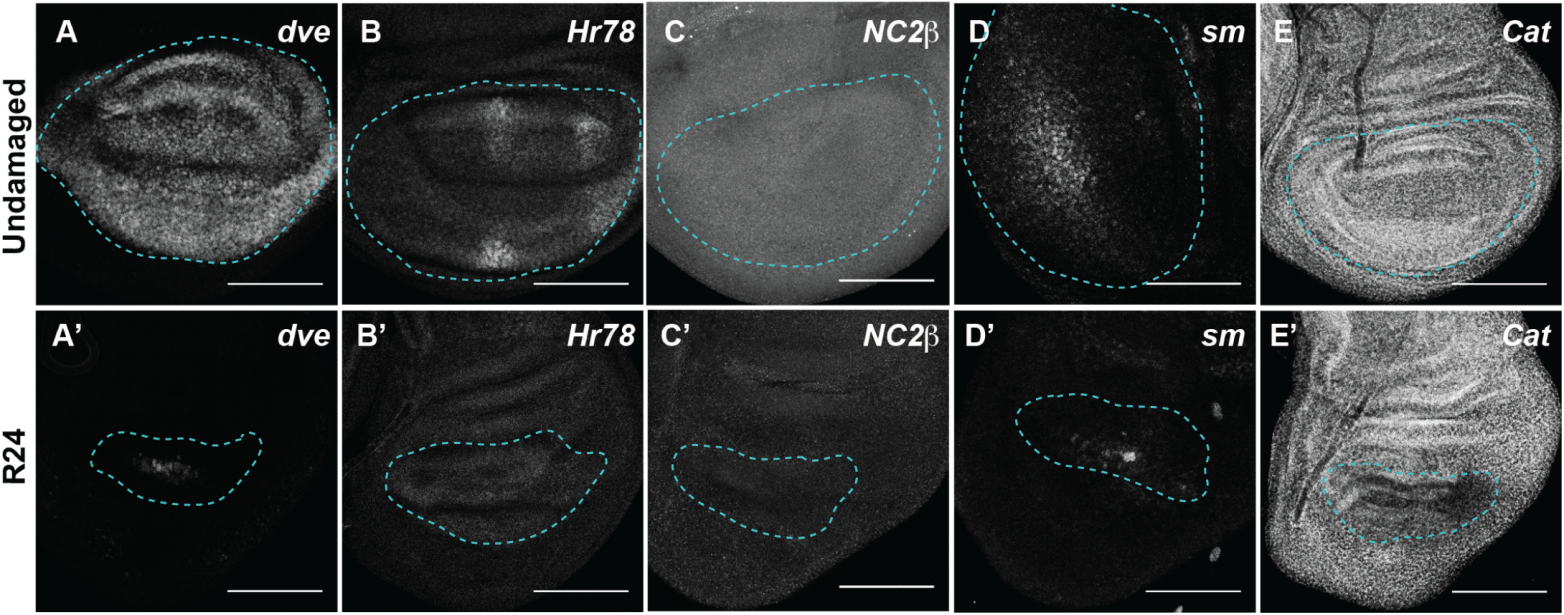
Validation of genes identified as downregulated in the regeneration blastema. Undamaged (A-E) and regenerating (R24) (A’-E’) wing discs. (A-A’) *dve-lacZ* enhancer trap. (B-B’) Hr78-GFP protein trap. (C-C’) NC2β-GFP protein trap. (D-D’) *sm-lacZ* enhancer trap. (E-E’) *Cat-GFP* enhancer trap. Blue dashed lines outline the wing primordium. Scale bars are 100 μm.

### Identification of novel regeneration genes

A strong advantage to using a genetically tractable model organism is the ability to assess the functional role of genes of interest that are identified in a transcriptional profile. To assess regenerative capacity in the *Drosophila* imaginal wing, we induced tissue ablation as described above in animals that were heterozygous mutant for the gene in question. The regenerating animals were then allowed to develop to adulthood, and wing size was measured to assess the extent of regeneration. To measure a population of these wings efficiently, they were sorted into classes that were approximately <25%, 25%, 50%, 75%, and 100% the size of a normal wing (Fig 4A). The distribution of mutant regenerated wings in these classes was then compared to the distribution of regenerated wings generated by control animals. With our system, we observe some heterogeneity in the extent of regeneration within a genotype and also between control experiments conducted at different times. The variation within each genotype was due to variation in each individual animal’s time to pupariation, with animals that had longer to regenerate having larger wings (S1 Fig)[6]. Variation between experiments was due to changes in environmental conditions such as humidity and food quality [74,80,81]. Despite this apparent heterogeneity, we find reproducible differences between mutant and control animals using this method of screening and have successfully identified genes that regulate specific aspects of regeneration [6,74,81,82]. Using this method, we tested available mutants in genes that were strongly upregulated after tissue damage. 

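Several of the genes tested were among the largest rises. Ranked by log2 fold change among called genes with finite values, Cg25C was number 3, vkg number 4, htl number 7, CG9336 number 9 and Ets21C number 21. Cg25C and vkg, which encode collagen chains and lie next to each other on chromosome 2L, rose from 0.075 to 4.61 FPKM and from 0.062 to 2.73 FPKM, log2 fold changes of 5.93 (standard error 0.68) and 5.46 (standard error 0.64). CG9336 (chromosome 2L, 20859169 to 20861017, build 5.41) rose from 0.56 to 12.7 FPKM, a log2 fold change of 4.49 with a standard error of 0.57. Ets21C (chromosome 2L, 547414 to 552454) rose from 1.02 to 14.0 FPKM, a log2 fold change of 3.78 with a standard error of 0.43. For htl the FPKM was 0.057 in the control group and 1.38 in the ablated group, a log2 fold change of 4.59 with a standard error of 1.09. These rises start from low values, and with a pseudocount of 1 FPKM the log2 fold change of htl was 1.17, that of Cg25C 2.38 and that of Ets21C 2.89. The 5 genes were at the smallest adjusted p of the authors' Cuffdiff test with Benjamini-Hochberg adjustment.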

Twelve out of 16 or 75% of the genes we tested showed a regeneration phenotype, which is unsurprising given that not all important regeneration genes will have a phenotype when only heterozygous mutant, and not all differentially expressed genes will be essential for regeneration. One example of an upregulated gene that was required for regeneration is *Ets21c*, which encodes a transcription factor that is a known target of JNK signaling and is important for JNK activity in the innate immune response [83], during tumor formation [84,85] and at epidermal wounds [86]. After ablation and regeneration of the imaginal tissue, adult wings in *Ets21c*^*f03639*^*/+* animals were smaller than controls (Fig 4B). A second example of an upregulated gene that was required for regeneration is *CG9336* (FBgn0032897), which is annotated in the *Drosophila* genome and has closely related homologs in other *Drosophila* species but not in vertebrates, and does not appear to have protein domains of known function. After ablation and regeneration of the wing primordium in *CG9336*^*MI03849*^*/+* animals, the resulting adult wings were smaller than controls, indicating a requirement for this gene during regeneration (Fig 4C). Additional genes required for regeneration included *alkaline phosphatase 4* (*Alp-4*) [57], the 4E-BP gene *Thor* [67], *moladietz (mol)* [42], as well as the collagen components *Collagen type IV alpha 1 (Col4a1/Cg25C)* (FBgn0000299)[87] and *viking (vkg)* (FBgn0016075)[88](Fig 4D–4G).

**Fig 4:**
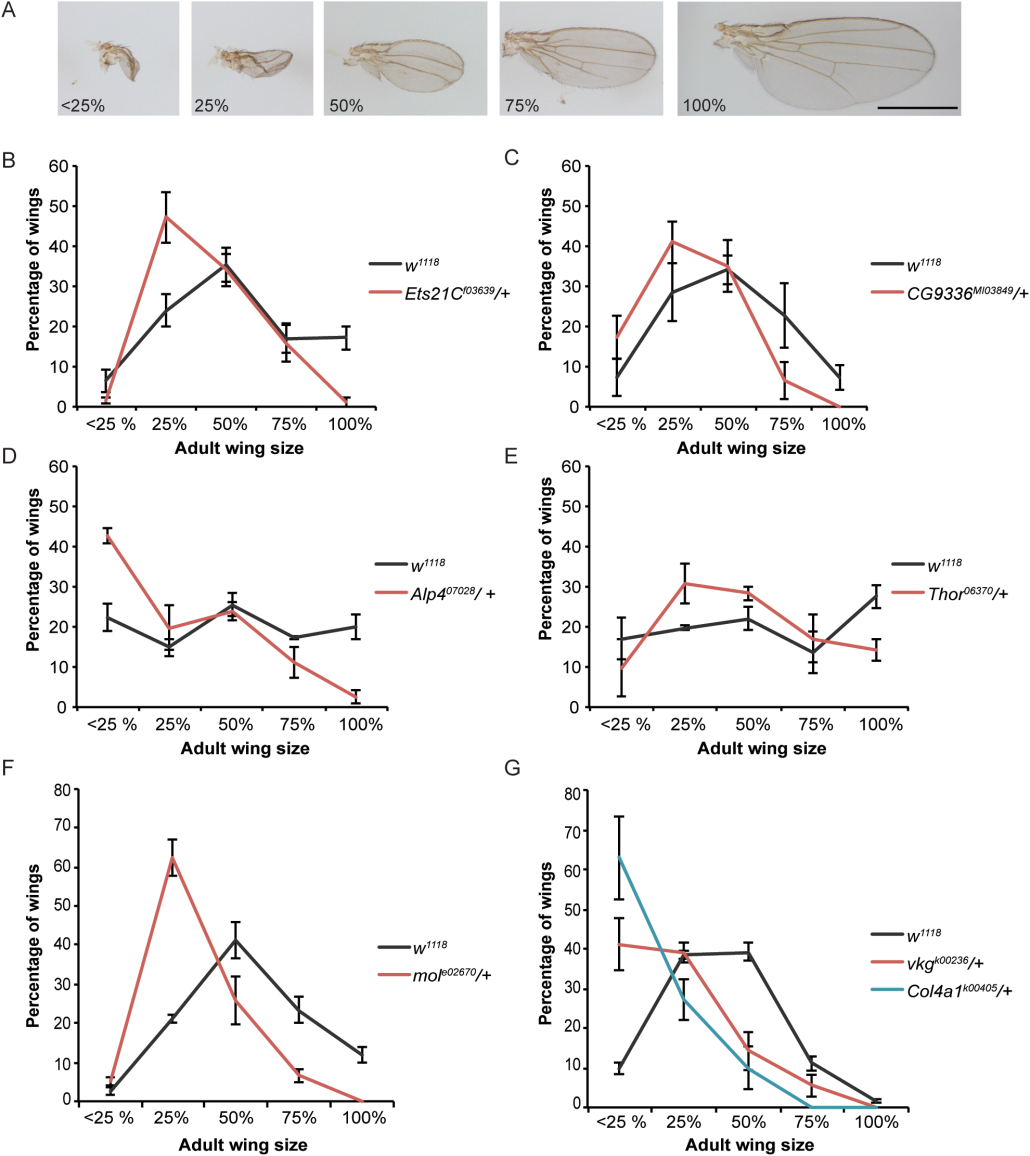
Genetic assays demonstrating that differentially expressed genes have functional roles in regeneration. **(**A) Representative examples of wings from damaged discs that are approximately <25%, 25%, 50%, 75%, and 100% of a normal wing. Scale bar is 1mm. (B-G) Sizes of adult wings after regeneration in control (*w*^*1118*^) and heterozygous mutant animals. Three independent experiments each, error bars are SEM. (B) Sizes of adult wings after regeneration in *w*^*1118*^ and *Ets21C*^*f03639*^*/+* animals. *w*^*1118*^ n = 318 wings, *Ets21C*^*f03639*^*/+* n = 255 wings, p<0.0001 using a chi-squared test. (C) Sizes of adult wings after regeneration in *w*^*1118*^ and *CG9336*^*MI03849*^*/+* animals. *w*^*1118*^ n = 374 wings, *CG9336*^*MI03849*^*/+* n = 215 wings, p<0.0001 by a chi-squared test. (D) Sizes of adult wings after regeneration in *w*^*1118*^ and *Alp4*^*07028*^*/+* animals. *w*^*1118*^ n = 239 wings, *Alp4*^*07028*^*/+* n = 217 wings, p<0.0001 by a chi-squared test. (E) Sizes of adult wings after regeneration in *w*^*1118*^ and *Thor*^*06270*^*/+* animals. *w*^*1118*^ n = 224 wings, *Thor*^*06270*^*/+* n = 146 wings, p = 0.0021 by a chi-squared test. (F) Sizes of adult wings after regeneration in *w*^*1118*^ and *mol*^*e02670*^*/+* animals. Three independent experiments, *w*^*1118*^ n = 356 wings, *mol*^*e02670*^*/+* n = 183 wings, p = 0.00001 by a chi-squared test. (G) Sizes of adult wings after regeneration in *w*^*1118*^, *Col4a1*^*k00405*^*/+*, and *vkg*^*k00236*^*/+* animals. *w*^*1118*^ n = 320 wings, *Col4a1*^*k00405*^*/+* n = 71 wings, and *vkg*^*k00236*^*/+* n = 134 wings, p<0.0001 by a chi-squared test.

Interestingly, several of the mutants tested did not have the predicted effect on regeneration. Rather than leading to poor regeneration, mutations in a subset of upregulated genes enhanced regeneration when heterozygous. These genes included *heartless (htl)* (FBgn0010389) [89], and *fru* [61] when assessed in males (S4 Fig). After ablation and regeneration, wing sizes in these mutants were larger than control wings. The mechanisms through which these genes restrict regeneration are not yet understood.

### Biological processes affected during regeneration

To identify the biological processes that might be affected during regeneration we carried out gene ontology (GO) enrichment analysis. Transcripts that were significantly upregulated or downregulated were analyzed according to GO categories using DAVID v6.7 [90,91]. Representative GO terms from the most significantly enriched GO clusters describing biological processes are listed in Table 1. Terms that were enriched among the upregulated genes included imaginal disc development and imaginal disc pattern formation, likely because the regenerating tissue was rebuilding what had been ablated. The enrichment of GO terms cell morphogenesis, tissue morphogenesis, cell adhesion, morphogenesis of an epithelium, and cell migration may occur because the cells at the wound edge change shape in order to close the wound [32]. In addition, discontinuity in marked clones in regenerating tissue suggests that cells intercalate and shift relative to each other during imaginal disc regeneration [92]. The GO term regulation of transcription likely contains transcription factors necessary for carrying out the regeneration program, as well as the development and patterning of the regenerating tissue. 

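Genes with known roles in tracheal development changed in both directions. From a list of 20 such genes, 13 had a mean FPKM of at least 1. Their median log2 fold change was 0.41, at percentile 99.7 among 10000 random gene lists of the same size matched on mean FPKM, whose median was -0.07. This percentile describes the values of the groups and is not a test across replicates. With Benjamini-Hochberg adjustment over all tested genes, 7 of the 13 were called as higher and 3 as lower, and adjustment over the list alone gave the same numbers. The FGF receptor gene btl rose from 1.07 FPKM in the control group to 3.33 FPKM in the ablated group, a log2 fold change of 1.64 with a standard error of 0.55, and it shares its locus with another gene. Osi14 rose by 3.41 on the log2 scale. The tracheal transcription factor gene trh fell by 2.58, from 21.8 to 3.64 FPKM, with a standard error of 0.23. Without the genes of the S1 and S2 Tables the median of the remaining 7 genes was 0.09, at percentile 87.1 of matched lists. Leaving out these genes removes members by the size of their own change.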

Interestingly, the GO term open tracheal system development was highly enriched. Two possible reasons for this apparent enrichment include contamination of our sorted cells with tracheal cells, or upregulation in the blastema of the same RTK signaling pathway genes that play critical roles in tracheal system morphogenesis, as has been observed in compensatory proliferation [93]. Another highly enriched GO cluster included the terms negative regulation of cell differentiation, regulation of cell fate commitment, and regulation of cell fate specification. Interestingly, we and others have shown that imaginal disc damage causes a transient loss of markers of cell-fate specification [6,94].

**Table 1:** Gene ontology (GO) analysis for enrichment of biological process terms.

GO Term	No. of genes
**Upregulated genes**	
Imaginal disc development	126
Regulation of transcription	195
Cell morphogenesis	117
Tissue morphogenesis	85
Imaginal disc pattern formation	39
Cell adhesion	55
Morphogenesis of an epithelium	73
Cell migration	52
Open tracheal system development	54
Negative regulation of cell differentiation	27
**Downregulated genes**	
Mitochondrial ATP synthesis coupled electron transport	43
Intracellular transport	104
Protein catabolic process	71
Regulation of catabolic process	17
Vesicle-mediated transport	108
Cell redox homeostasis	25
RNA processing	72
Acetyl-CoA metabolic process	16
Aerobic respiration	14
Protein folding	35

Many of the biological process GO terms enriched among the downregulated genes describe general cellular processes, including intracellular transport and vesicle-mediated transport, RNA processing, and catabolism. 

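Genes of the mitochondrial respiratory chain and ATP synthase were mostly lower in the blastema, by a small amount. Of 60 such genes with a mean FPKM of at least 1, 59 were lower and 53 were called as lower with Benjamini-Hochberg adjustment over all tested genes (55 with adjustment over the list alone). No gene of the list was called as higher. The median log2 fold change was -0.47, with a range from -0.91 to 0.04, so none passed the threshold of 1.3. Genes with a high FPKM tended to be lower in the blastema in general: 10000 random gene lists matched on mean FPKM had a median of -0.31. The respiratory chain list lay at percentile 0.05 of these lists, at percentile 0.16 of lists matched on mean FPKM and locus length, and at percentile 2.40 of lists matched on mean FPKM and exon length, an alternative chosen after the values were seen. Of 17 genes of the tricarboxylic acid cycle, 12 were called as lower and 1 as higher over all tested genes, and 16 and 1 with adjustment over the list alone. Their median log2 fold change was -0.36, at percentile 22.9 of lists matched on mean FPKM and percentile 0.59 of lists with no matching.

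**Figure D3:**
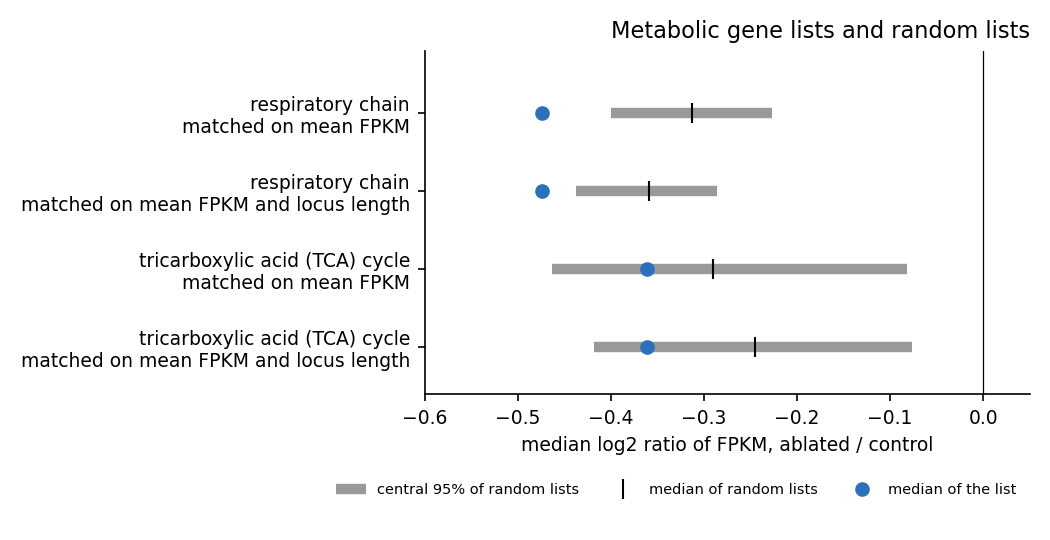
Median log2 fold change of FPKM, ablated over control, of the respiratory chain and TCA cycle gene lists (blue points) beside the central 95% (grey bars) and the median (black ticks) of 10000 random gene lists. The respiratory chain point lies to the left of both of its bars, and the TCA cycle point lies within its bars.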

Interestingly, several classes of genes that affect cellular metabolism were downregulated, including the GO terms mitochondrial ATP synthesis coupled electron transport, acetyl-CoA metabolic process, tricarboxylic acid cycle, and aerobic respiration. While a transcriptional profile of the *Xenopus tropicalis* tadpole tail regenerative bud has similarly suggested changes in cellular metabolism after tissue damage [95], a broad, functional role for cell-autonomous changes in oxidative phosphorylation, glycolysis or other cellular energetics during regeneration has yet to be demonstrated.

### Regulators of reactive oxygen species are differentially expressed during regeneration

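Among 22 genes that produce or remove ROS or control redox state and had a mean FPKM of at least 1, 9 were called as lower and 4 as higher in the blastema with Benjamini-Hochberg adjustment over all tested genes (10 and 4 with adjustment over the list alone). The median log2 fold change of the 22 genes was -0.20, at percentile 46.0 of random lists matched on mean FPKM. The peroxiredoxin gene Jafrac2 fell from 146 to 84.8 FPKM, by 0.79 on the log2 scale, and Prx5037 by 0.41. The thioredoxin gene Trx-2 fell from 724 to 542 FPKM, by 0.42 on the log2 scale, and Trxr-1 by 0.34. Jafrac1, at 533 FPKM in the control group, had a log2 fold change of 0.00 (adjusted p = 0.98 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Keap1 rose by 0.45 (standard error 0.26, adjusted p = 0.00539 from the authors' test, adjusted in the same way). Its test statistic was 1.70, under 1.96, so Keap1 is not called when the statistic is read as a normal deviate.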

An additional downregulated GO category was cell redox homeostasis, suggesting changes in levels of enzymes that regulate Reactive Oxygen Species (ROS) in the regeneration blastema. Indeed, ROS provide important signaling in other model systems of wound healing and regeneration [reviewed in 96]. For example, ROS serve as an attractant for immune cells in larval zebrafish tails after amputation [97] and in *Drosophila* cuticle wounds [98], and are required for proliferation and regeneration after *Xenopus* tadpole tail amputation [99] as well as fin and axon regrowth after zebrafish tail amputation [100,101]. Furthermore, ROS stimulate JNK signaling in regenerating zebrafish fins and *Drosophila* imaginal discs [43,102,103]. During wing imaginal disc regeneration ROS are released by the dying cells, and then taken up by the living cells at the wound edge immediately after physical damage or induction of tissue ablation [43]. However, the extent to which ROS are produced and propagated in the regeneration blastema, as well as the mechanism that underlies ROS production in the regrowing tissue, are unclear.

We examined the expression of genes that regulate ROS production and removal in our transcriptional profile of the imaginal disc regeneration blastema, and found that in addition to the downregulated genes identified by the GO analysis, there were also ROS-regulating factors among the upregulated genes (Table 2). *Drosophila* has two NADPH oxidases that produce ROS, NADPH Oxidase (Nox) (FBgn0085428) and Dual oxidase (Duox) (FBgn0283531) [104–107]. Interestingly, *Nox* expression was upregulated, while *Duox* expression remained unchanged. However, the Duox-maturation factor DUOXA/NIP, which is encoded by the gene *moladietz (mol)* [42], showed a high level of induction after damage, representing one of the strongest hits in the profile. 

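Nox (chromosome 2R, 12197072 to 12203725, build 5.41) rose from 4.15 FPKM in the control group to 14.0 FPKM in the ablated group, a log2 fold change of 1.75 with a standard error of 0.21 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Duox (chromosome 2L, 2815970 to 2830236) had 38.7 and 42.0 FPKM, a log2 fold change of 0.12 with a standard error of 0.18 (adjusted p = 0.373 from the authors' test, adjusted in the same way). The difference in Duox is smaller than its standard error, and relative to other genes it depended on the match, 0.30 against genes of similar mean FPKM and -0.0040 against genes of similar mean FPKM and locus length. Duox shares its locus with CG3123, which was at 1.44 and 3.10 FPKM. Duox remained the more highly expressed oxidase gene in both groups.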

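The gene mol (chromosome 2L, 14975747 to 14997556, build 5.41) had 1.06 FPKM in the control group and 11.9 FPKM in the ablated group, a log2 fold change of 3.48 with a standard error of 0.44 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). Among called genes with finite values it ranked 31 by log2 fold change, and by test statistic it ranked 63 among the called genes that rose. Within the genes with a mean FPKM of at least 1, it moved from percentile 4.7 of expression in the control group to percentile 39.6 in the ablated group. No other gene shares its locus. The pseudocount moved the value most, to 2.64 when 1 FPKM was added to both groups, and after subtraction of the median of genes of similar mean FPKM and locus length it was 3.11.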

To reduce ROS, superoxide and hydrogen peroxide are scavenged by superoxide dismutases (Sods) and Catalase (Cat), respectively. Expression of the CuZn-dependent cytoplasmic *Sod1* (FBgn0003462)[108] and the Mn-dependent mitochondrial *Sod2* (FBgn0010213)[109] was reduced in the regeneration blastema, while the extracellular *Sod3* (FBgn0033631)[110] remained unchanged. Furthermore, expression of *Cat* [79] was strongly reduced. Thus, generation and propagation of ROS in the regeneration blastema could be explained in part by transcriptional upregulation of Nox and *mol*/NIP, and downregulation of Sod1, Sod2, and Cat.

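Sod1, listed as Sod (chromosome 3L, 11105381 to 11106838, build 5.41), fell from 707 FPKM in the control group to 450.4 FPKM in the ablated group, by 0.65 on the log2 scale with a standard error of 0.11. Sod2 (chromosome 2R, 12660421 to 12661413) fell from 209 to 148 FPKM, by 0.50 with a standard error of 0.14. Both had an adjusted p of 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment, and both falls are smaller than the threshold of 1.3 in size. Relative to genes of similar mean FPKM the log2 fold change of Sod was -0.32 and that of Sod2 -0.14. Relative to genes of similar mean FPKM and locus length they were -0.21 and -0.0060. The fall of Sod2 was thus close to that of genes matched on both, and larger than that of genes matched on mean FPKM alone. Sod3, listed as CG9027, had 300.0 and 264 FPKM, a log2 fold change of -0.18 with a standard error of 0.19 (adjusted p = 0.145 from the authors' test, adjusted in the same way). Its small difference changed sign, to 0.14, relative to genes of similar mean FPKM.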

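Cat (chromosome 3L, 18815706 to 18821294, build 5.41) fell from 353 FPKM in the control group to 114 FPKM in the ablated group, a log2 fold change of -1.63 with a standard error of 0.15 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). It ranked 109 among the falls of called genes. After subtraction of the median of genes of similar mean FPKM, the log2 fold change was -1.30.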

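From the rises in Nox and mol and the falls in Sod, Sod2 and Cat, the paper proposes a partial explanation for the generation and propagation of ROS in the blastema. The levels themselves differ widely between these genes: mol and Nox stayed the least expressed of the 7 genes in both groups, and Sod the most expressed.

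**Figure D4:**
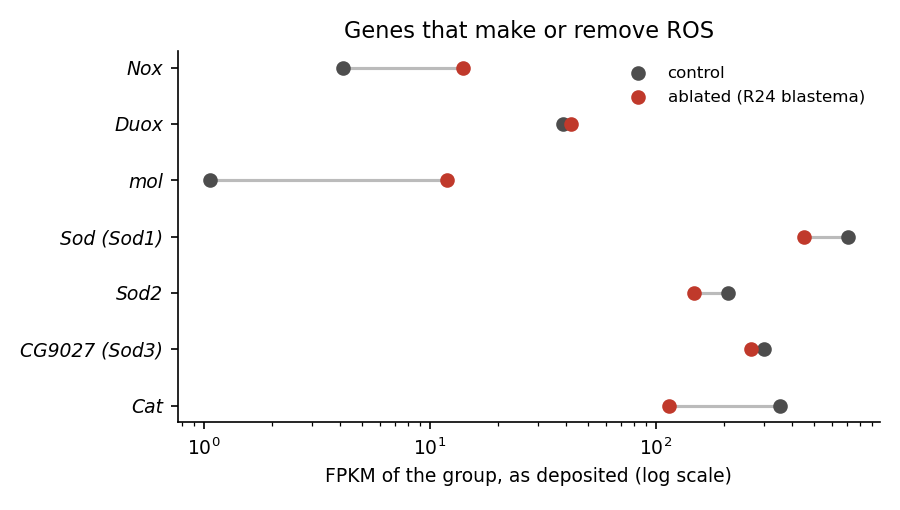
FPKM of 7 genes that make or remove ROS (horizontal axis, log scale) in the control group (grey points) and the ablated group (red points), as deposited for each group of 3 replicates. The points of Duox and CG9027 nearly coincide, and the largest gaps are those of mol, Nox and Cat.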

**Table 2:** List of reactive oxygen species (ROS) regulating genes.

Gene symbol	Gene name	log2 Fold Change
*mol*	*moladietz*	3.48106
*Nox*	*NADPH oxidase*	1.75023
*Sod2*	*Superoxide dismutase 2*	-0.499425
*Sod1*	*Superoxide dismutase 1*	-0.649951
*Cat*	*Catalase*	-1.62505

### ROS is required to sustain regeneration signaling

While regenerating zebrafish tails exhibit ROS production for at least 24 hours after amputation [102], and Xenopus tadpole tails produce ROS for days after amputation [99], ROS production in damaged wing discs has only been assessed for 30 minutes after physical damage and 11 hours after induction of tissue ablation [43]. To determine whether ROS persist in regenerating wing discs, we used dihydroethidium (DHE) staining to detect ROS. Importantly, we observed DHE fluorescence in the cellular debris and in the regeneration blastema at R24 (Fig 5A and 5B) and R48 (Fig 6F). We confirmed this finding with the ROS detector H_2_DCFDA (S6 Fig). Thus, ROS persist in the living, regenerating cells for at least 24 hours after the completion of tissue ablation, suggesting an active mechanism that sustains the production of ROS in the regenerating tissue.

**Fig 5:**
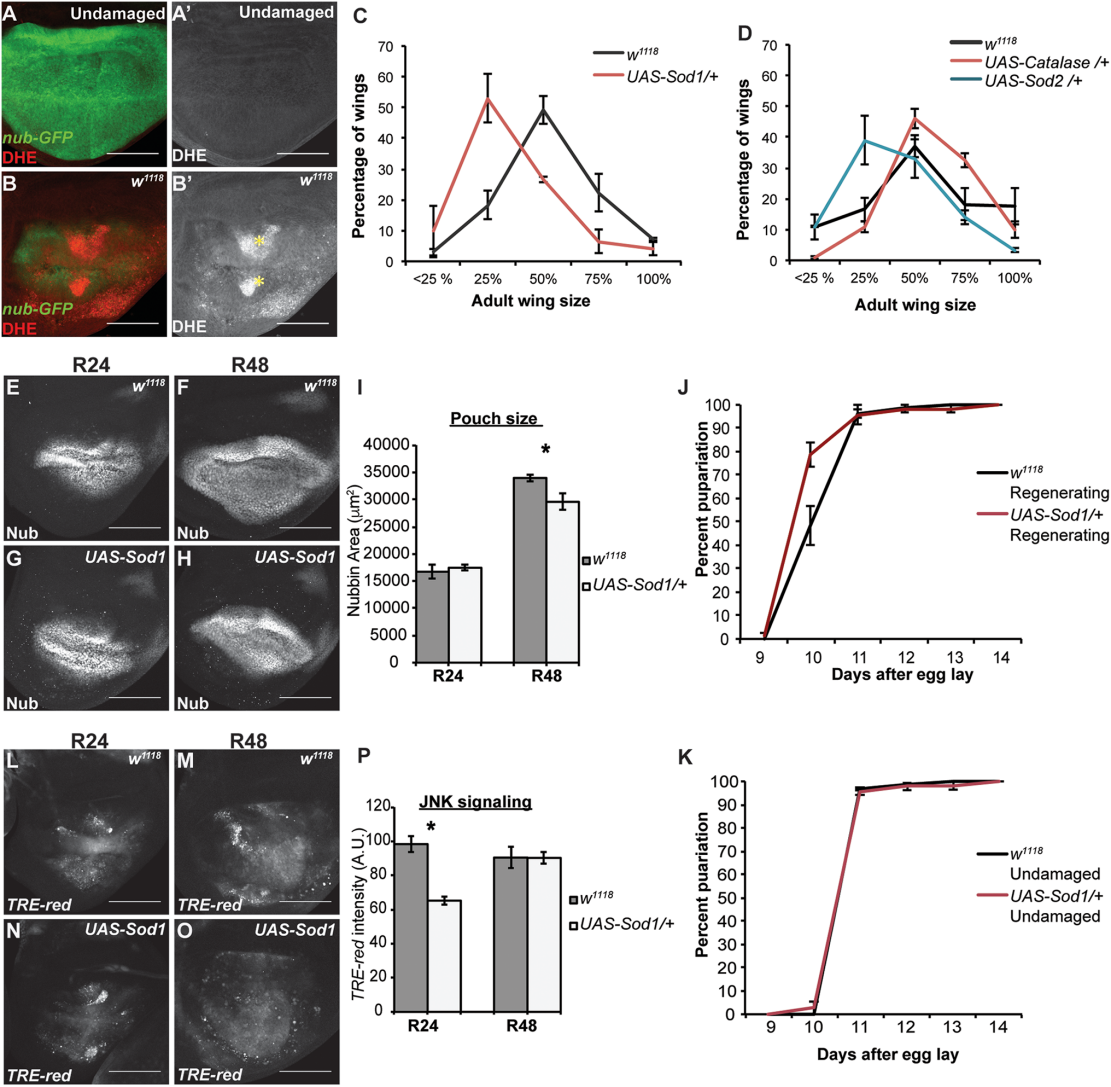
ROS persist in the regeneration blastema and are required for regeneration. (A-B) DHE staining (red) to detect ROS. The wing pouch is marked with *nub-GFP* (green). Yellow asterisks mark pockets of cellular debris. (A) Undamaged disc. (B) Regenerating disc at R24. (C-D) Genetic regeneration assays using adult wing size to assess extent of regenerative growth in the imaginal discs. Three independent experiments for each. (C) Sizes of adult wings after regeneration in *w*^*1118*^ and *UAS-Sod1/+* animals. *w*^*1118*^ n = 375 wings, *UAS-Sod1/+* n = 166 wings, p<0.0001 using a chi-squared test. (D) Sizes of adult wings after regeneration in *w*^*1118*^, *UAS-Sod2/+*, and *UAS-Cat/+* animals. *w*^*1118*^ n = 327 wings, *UAS-Sod2/+* n = 332 wings, *UAS-Cat/+* n = 361 wings, p<0.0001 using a chi-squared test. (E-H) Anti-Nub marks the wing primordium of *w*^*1118*^ (E,F) and *UAS-Sod1* (G,H) regenerating discs at R24 and R48. (I) Quantification of area of the wing primordium as marked by anti-Nub at R24 and R48. *w*^*1118*^ R24 total n = 12 discs, *UAS-Sod1* R24 n = 15 discs, *w*^*1118*^ R48 n = 5 discs, *UAS-Sod1* R48 n = 10 discs. At R48, p = .0248. (J-K) Pupariation rates. Note that because of the temperature shifts in the ablation protocol the regenerating and undamaged pupariation times cannot be compared to each other. (J) Pupariation timing after regeneration. Three independent experiments, control n = 213 pupae, *UAS-Sod1* n = 107 pupae. (K) Pupariation timing during normal development. Three independent experiments, control n = 173 pupae, *UAS-Sod1* n = 201 pupae. (L-O) Expression of the *TRE-red* reporter indicates JNK signaling activity in *w*^*1118*^ (L,M) and *UAS-Sod1* (N,O) regenerating discs at R24 and R48. (P) Quantification of *TRE-red* fluorescence at R24 and R48. *p < .00002. *w*^*1118*^ R24 n = 10 discs, *UAS-Sod1* R24 n = 14 discs, *w*^*1118*^ R48 n = 10 discs, *UAS-Sod1* R48 n = 14 discs. Scale bars are 100 μm. Error bars are SEM.

**Fig 6:**
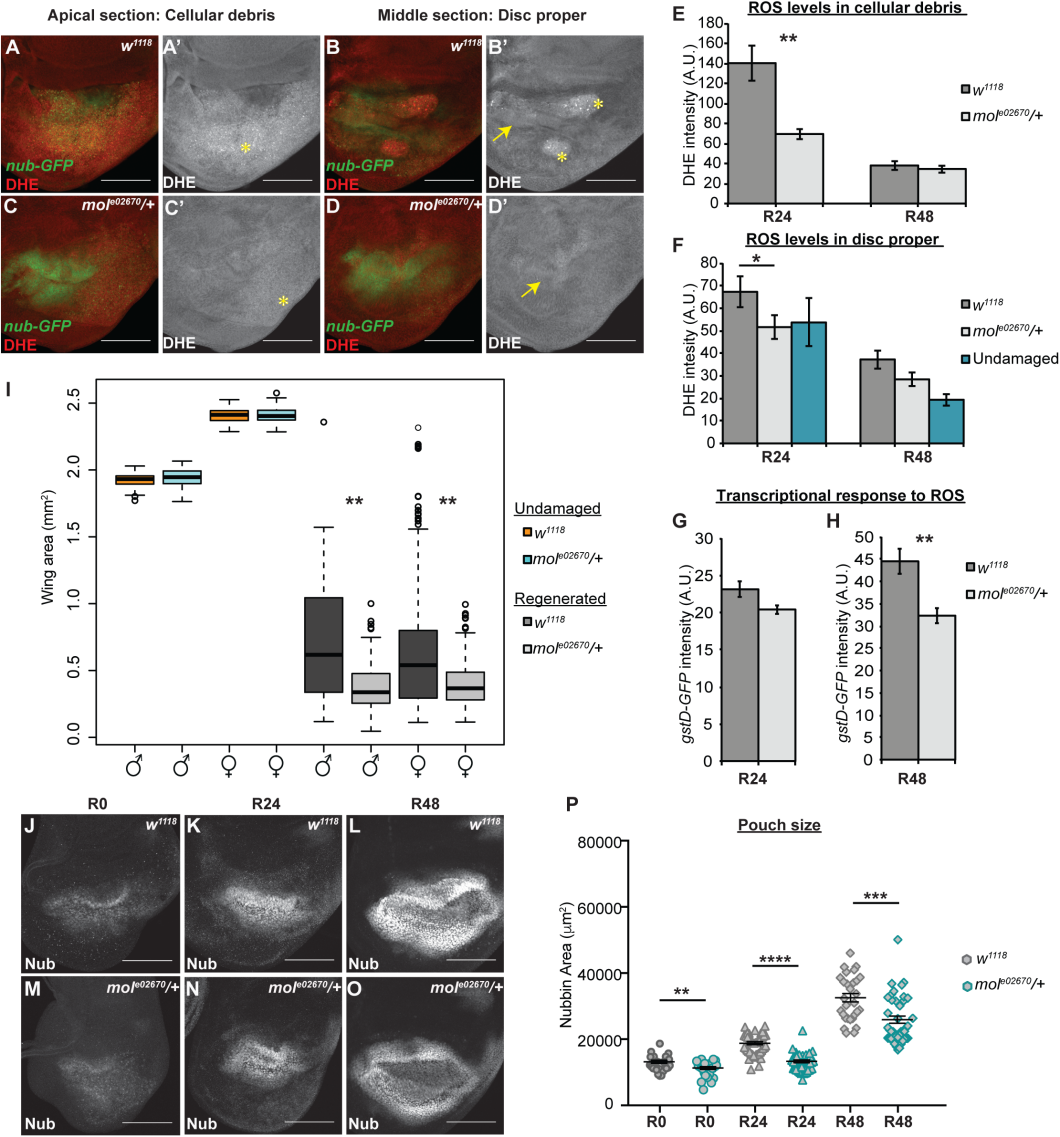
*moladietz* is required for wing disc regeneration. **(**A-D) DHE fluorescence (red) indicates the presence of ROS. *nub-GFP* (green) marks the regenerating wing pouch. (A-B) Confocal slices of a *w*^*1118*^ regenerating disc through the debris field (A,A’) and the disc epithelium (B,B’). Asterisks mark cellular debris in the debris field and in a few folds in the epithelium. Arrow points to the position of the regenerating wing pouch. (C-D) Confocal slices of a *mol*^*e02670*^*/+* regenerating disc through the debris field (C,C’) and the regenerating epithelium (D,D’). Asterisk and arrow same as above. (E-F) Quantification of DHE fluorescence intensity in the debris fields of *w*^*1118*^ and *mol*^*e02670*^*/+* regenerating discs (E) and in the regenerating epithelia of *w*^*1118*^ and *mol*^*e02670*^*/+* regenerating discs and control undamaged discs (F). For R24, three independent experiments, for a total *w*^*1118*^ regenerating n = 12 discs, *mol*^*e02670*^*/+* regenerating n = 18 discs, *w*^*1118*^ undamaged n = 11 discs. For R48, three independent experiments for a total *w*^*1118*^ regenerating n = 30 discs, *mol*^*e02670*^*/+* regenerating n = 25 discs, *w*^*1118*^ undamaged n = 10 discs. (G,H) Quantification of GFP fluorescence from a *gstD-GFP* reporter for ROS-regulated transcription in regenerating *w*^*1118*^ and *mol*^*e02670*^*/+* discs. For R24, *w*^*1118*^ n = 12 discs, *mol*^*e02670*^*/+* n = 20 discs. For R48, *w*^*1118*^ n = 12 discs, *mol*^*e02670*^*/+* n = 10 discs. (I) Adult wing area in *w*^*1118*^ and *mol*^*e02670*^*/+* male and female wings from undamaged discs and after disc regeneration. Three independent experiments. Undamaged: *w*^*1118*^ females n = 125 wings, *w*^*1118*^ males n = 132 wings, *mol*^*e02670*^*/+* females n = 82 wings, *mol*^*e02670*^*/+* males n = 73 wings. Regenerated: *w*^*1118*^ females n = 226 wings, *w*^*1118*^ males n = 134 wings, *mol*^*e02670*^*/+* females n = 128 wings, *mol*^*e02670*^*/+* males n = 133 wings. (J-O) Anti-Nub marks the regenerating wing primordium at R0, R24 and R48 in *w*^*1118*^ and *mol*^*e02670*^*/+* discs. (P) Quantification of the size of the regenerating wing primordium at R0, R24 and R48. R0 *w*^*1118*^ n = 26 and *mol*^*e02670*^*/+* n = 29, R24 *w*^*1118*^ n = 42 and *mol*^*e02670*^*/+* n = 41, R48 *w*^*1118*^ n = 29 and *mol*^*e02670*^*/+* n = 42. Scale bars are 100 μm. Error bars are SEM. **p<0.05, *p<0.005, ***p<0.0002, ****p<0.0001.

To determine the extent to which changes in ROS levels impact regeneration, we overexpressed Sod1, Sod2, or Cat in ablated discs using a *UAS-Sod1* [111], *UAS-Sod2* [112], or *UAS-Cat* [113] transgene under the control of *rn-GAL4*, which induced expression in the ablated tissue as well as in the few surviving *rn*-expressing cells that contributed to the blastema. This limited overexpression was intended to reduce ROS levels in the debris and partially reduce ROS levels in the blastema, as not all blastema cells expressed the transgenes. According to a prior report, similar overexpression of Sod1 or Cat individually or together reduced the ability of wing discs to recover from tissue ablation [43]. In our ablation system, overexpression of Sod1 or Sod2 during ablation similarly led to smaller adult wings compared to controls, although overexpressing Cat alone did not, confirming that manipulation of levels of ROS-regulating enzymes impact regeneration (Fig 5C and 5D). This reduction in regeneration was likely due to a combination of reduced regenerative growth, as *UAS-Sod1* regenerating wing primordia lagged behind controls in size (Fig 5E–5I), and reduced time for regeneration, as *UAS-Sod1* regenerating animals failed to delay pupariation in response to the tissue damage as long as the controls (Fig 5J and 5K). The damaged discs with transiently overexpressed Sod1 also had reduced JNK signaling at R24, as observed by expression of the *TRE-red* transcriptional reporter for JNK pathway activity [114] (Fig 5L–5P).

In damaged eye imaginal discs, ROS recruit hemocytes to the site of damage, which then stimulate JNK signaling in the recovering epithelium [103]. To determine whether hemocytes are recruited to the wing disc in response to ablation of the *rn*-expressing domain, we observed hemocytes using Hemolectin-RFP (FBgn0029167) [115] and anti-Nimrod (FBgn0259896) [116]. In control discs, small clusters of hemocytes were observed in the folds of 1 of 15 discs (S5 Fig). In damaged and regenerating tissue, clusters of hemocytes were observed in 4 of 15 discs along the peripodial epithelium. These hemocytes were present in close proximity to the debris, but were not in direct contact with the debris, which was trapped between the two epithelial layers (S5 Fig). Thus, in contrast to the eye disc, recruiting hemocytes is unlikely to be the main mechanism through which ROS induce JNK signaling in the wing disc.

### The DUOX maturation factor *moladietz/*NIP is required for ROS production in the regeneration blastema

The striking upregulation of *mol* in the regeneration blastema by R24 and its continued expression through R48 (Fig 2E, S8 Fig) suggested that its protein product NIP may have an important role in regulating regeneration. Importantly, *mol* is normally expressed at low levels in the wing disc during development (Fig 2E, S6 Fig). The vertebrate homolog of NIP, DUOX maturation factor (DUOXA) (HGNC:26507), is essential for moving DUOX through the endoplasmic reticulum and the golgi to the cell surface [117]. Once at the cell surface, DUOXA remains in a stable complex with DUOX and enhances the rate and specificity of ROS production [118]. Thus, transcriptional regulation of *mol* could have a profound effect on ROS production in the regenerating epithelium.

To determine the extent to which the transcriptional upregulation of *mol* promotes ROS production in the blastema, we assessed ROS levels in heterozygous *mol* null mutant animals. Duox can produce both hydrogen peroxide and superoxide [118]. As DHE was the reagent that worked best in imaginal discs (Fig 5A and 5B, S6 Fig), we used it as a representative assay for overall ROS levels. Interestingly, production of ROS in both the cellular debris and the regeneration blastema was significantly reduced in the *mol*^*e02670*^*/+* damaged discs (Fig 6A–6F), indicating that *mol* is required for overall ROS production after tissue damage. To confirm that the response to ROS is reduced in the *mol*^*e02670*^*/+* regenerating tissue, we assessed expression of a reporter transgene, *gstD1-GFP* (FBgn0001149), that responds to ROS-induced activation of transcription [119]. Interestingly, *gstD1-GFP* expression was significantly reduced in the mutant regeneration blastemas, but not until two days after tissue damage (Fig 6G and 6H; S6 Fig).

Our initial genetic assay showed that NIP was required for regeneration (Fig 4F). To quantify the effect of reduction of NIP further, we measured adult wing size in *mol*^*e02670*^*/+* females and males after imaginal disc ablation and regeneration. Importantly, while normal wings were the same size in controls and *mol*^*e02670*^*/+* animals, regenerated *mol*^*e02670*^*/+* wings were significantly smaller than regenerated controls, indicating that regeneration in these *mol*^*e02670*^*/+* animals was impaired (Fig 6I). To confirm the requirement for *mol* we also quantified regeneration using discs expressing *molRNAi* in the regenerating wing pouch using a *UAS-molRNAi* transgene. While such RNAi expression was limited temporally and spatially, we have found it to be effective at generating phenotypes in our system [74], possibly due to the propagation of knockdown after limited RNAi expression observed in imaginal discs [120]. Importantly, discs expressing *molRNAi* also regenerated worse than controls as assessed by adult wing size (S6 Fig).

To understand how reduced expression of *mol* impairs regeneration, we monitored regrowth of the ablated tissue by measuring the area of the wing primordium at specific times after the completion of ablation. We found that *mol*^*e02670*^*/+* regenerating discs were slightly smaller than controls beginning in early regeneration, and significantly lagged behind controls in size by two days after tissue damage (Fig 6J–6P).

### The DUOX maturation factor *moladietz/*NIP is required for sustained JNK signaling during regeneration

Given that the difference in regrowth was more apparent later in regeneration, we speculated that reduction of NIP levels might be particularly important for the later stages of regeneration. Indeed, expression of the growth-promoter Myc (FBgn0262656), which is important for regenerative growth [6] was comparable to controls at R24 but reduced at R48 (S6 Fig). Because ROS stimulate JNK signaling in damaged imaginal discs [43], we examined JNK signaling levels in *mol*^*e02670*^*/+* regenerating discs. Importantly, expression of the JNK signaling reporter *TRE-red*, which reflects the activity of the AP-1 transcriptional complex, was slightly reduced during early and mid regeneration (R0, R24, and R48) and markedly reduced during the late stages of regeneration in *mol*^*e02670*^*/+* discs (R72) (Fig 7A–7J). To determine whether increasing JNK signaling could compensate for the reduction of NIP levels and ROS production, we examined adult wings after damage and regeneration in animals heterozygous mutant for both *mol* and the negative regulator of JNK signaling *puckered* (*puc*) [53]. These *mol*^*e02670*^*/+; puc*^*E69*^*/+* regenerated wings were significantly larger than the *mol*^*e02670*^*/+* regenerated wings, indicating that increased JNK signaling could bypass the requirement for *mol* and rescue the poor regeneration phenotype of the *mol*^*e02670*^*/+* mutants (Fig 7K). Thus, upregulation of *mol* is required for ROS propagation in the regeneration blastema and for sustaining JNK signaling, particularly during the later stages of regeneration.

**Fig 7:**
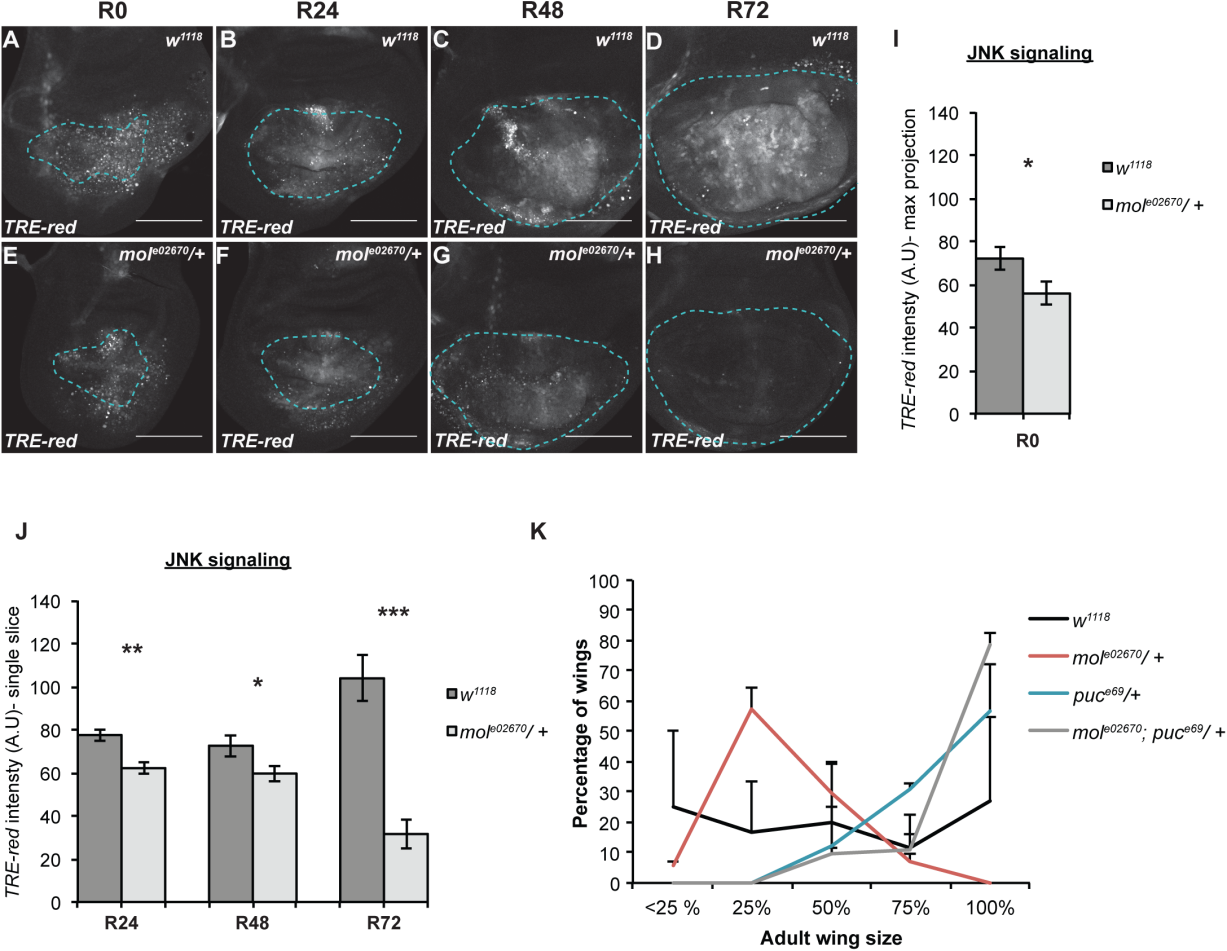
NIP is required to sustain JNK signaling during late regeneration. **(**A-H) Confocal images of fluorescence from the *TRE-red* reporter for JNK signaling in *w*^*1118*^ (A-D) and *mol*^*e02670*^*/+* (E-H) regenerating discs at R0 (A,B), R24 (B,F), R48 (C,G) and R72 (D,H). (I) Quantification of fluorescence intensity of the *TRE-red* reporter in max projections of the confocal images at R0, because at this time point the epithelium cannot be distinguished from the debris. *w*^*1118*^ n = 10 discs, *mol*^*e02670*^*/+* n = 14 discs. (J) Quantification of fluorescence intensity of the *TRE-red* reporter in single slices of the confocal images through the regenerating epithelium at R24, R48, and R72. R24 *w*^*1118*^ n = 11 discs, *mol*^*e02670*^*/+* n = 11 discs. R48 *w*^*1118*^ = 14 discs, *mol*^*e02670*^*/+* n = 15 discs. R72 *w*^*1118*^ n = 11 discs, *mol*^*e02670*^*/+* n = 11 discs. (K) Regeneration assays using adult wing size to assess extent of regenerative growth in the imaginal discs in *w*^*1118*^, *mol*^*e02670*^*/+*, *puc*^*E69*^*/+*, and *mol*^*e02670*^*/+;puc*^*E69*^*/+* animals. Two independent experiments, thus error bars are SD. *w*^*1118*^ n = 26 wings, *mol*^*e02670*^*/+* n = 83 wings, *puc*^*E69*^*/+* n = 99 wings, and *mol*^*e02670*^*/+;puc*^*E69*^*/+* n = 95 wings. p<0.0001 for all comparisons using a chi-squared test. Dashed blue line outlines the wing primordium. Scale bars are 100 μm. Error bars are SEM unless otherwise noted. *p<0.05, **p<0.001, ***p<0.0001.

The importance of the Duox-maturation factor in regeneration implies that Duox itself is also important for regeneration, even though it is not transcriptionally upregulated according to our profile. To assess the importance of Duox, we quantified regeneration in *UAS*-*DuoxRNAi* animals. Indeed, wing discs expressing *DuoxRNAi* regenerated poorly compared to control animals (S7 Fig).

Another important regulator of ROS that was upregulated in the transcription profile is the NADPH oxidase Nox. To determine whether Nox is also required for wing disc regeneration, we compared adult wings after damage and regeneration in control animals and animals heterozygous for a *Nox* mutant (*Nox*^*MI15634*^) or expressing *NoxRNAi*. Interestingly, both the *Nox* mutation and the *NoxRNAi* caused improved regeneration as assessed by adult wing size (S7 Fig). To understand why reduction of Nox led to enhanced regeneration, we assessed pouch size throughout regeneration and rate of pupariation. Interestingly, wing discs with reduced Nox regrew at the same rate as control discs through R48, and pupariation timing was not altered (S7 Fig). Thus, the constraint Nox places on regeneration must occur after R48, possibly during the pupal phase. These results suggest that the ROS produced by Nox and by the Duox/NIP complex are likely functionally, spatially, or temporally different, with Nox-produced ROS acting to inhibit regeneration during the pupal phase.

### JNK signaling is required for the upregulation of *mol* expression after tissue damage

Given that *mol* upregulation after tissue damage was important for ROS production in the regenerating epithelium and sustained regenerative signaling, we wanted to identify the upstream signal that regulates *mol* expression. We hypothesized that regeneration signaling itself, specifically JNK signaling, could induce the upregulation of *mol*. Canonical JNK signaling acts through the transcription factor AP-1, which is a heterodimer of Jun (FBgn0001291) and Fos (FBgn0001297)[121]. Downstream genes are regulated through AP-1 binding to the conserved TPA-responsive element (TRE) sequence (TGAC/GTCA) [122]. Indeed, there are three consensus TRE sites at the *mol* locus: one 2 Kb upstream of the transcription start site, one in the first intron, and one in the fifth intron (Fig 8A).

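In the release 6 annotation, mol lies on the minus strand of chromosome 2L from 14975747 to 14997559, a span of 21813 bp, with 5 annotated transcripts. The canonical transcript has 8 exons, and 3 of the 5 transcripts have that number. Exon 1 runs from 14996714 to 14997559, so that the transcription start is at the higher coordinate. The first intron spans 2678 bp, from 14994036 to 14996713, and the fifth intron spans 6303 bp, from 14977647 to 14983949. The longest intron is the third, with 8053 bp. The paper does not name the transcript by which it numbers introns, so its numbering may differ. The positions of the TRE sites were not analysed here.

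**Figure D5:**
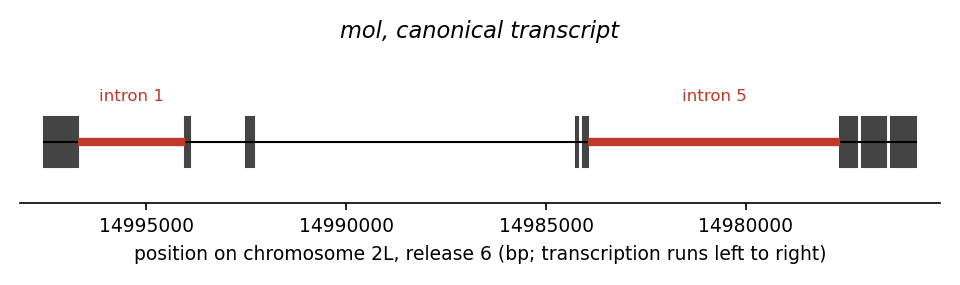
Exons (dark boxes) and introns (lines) of the canonical mol transcript in release 6 coordinates, drawn to scale with transcription from left to right. Introns 1 and 5, which the paper names, are in red.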

**Fig 8:**
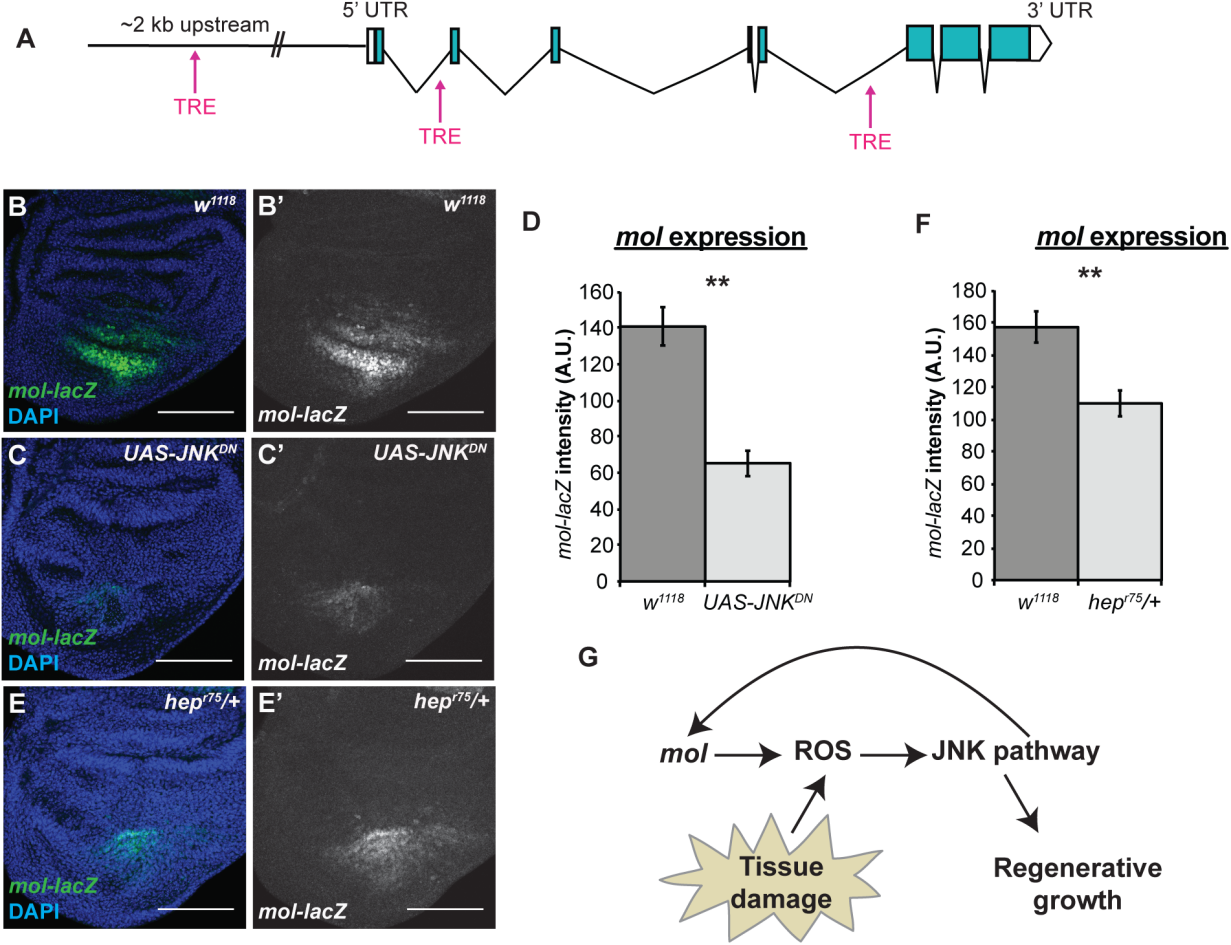
Expression of *mol* is regulated by JNK signaling. (A) Schematic of the *mol* locus showing the relative positions of three canonical TRE sites. (B,C) Anti-β-galacosidase immunostaining showing expression of the *mol-lacZ* (green) reporter in control (B) and *UAS-JNK*^*DN*^ (C) R24 discs. (D) Quantification of *mol-lacZ* fluorescence from the immunostaining. *w*^*1118*^ n = 10 discs, *UAS-JNK*^*DN*^ n = 10 discs. (E) Anti-β-galacosidase immunostaining showing expression of the *mol-lacZ* reporter in a *hep*^*r75*^*/+* R24 regenerating disc. (F) Quantification of *mol-lacZ* fluorescence from the immunostaining. *w*^*1118*^ n = 7 discs, *hep*^*r75*^*/+* n = 8 discs. Scale bars are 100 μm. Error bars are SEM. **p<0.002.

To determine the extent to which JNK signaling is required for *mol* expression after tissue damage, we inhibited JNK signaling by expressing a dominant-negative JNK (*UAS-JNK*^*DN*^) (FBgn0000229)[123] under the control of *rn*-GAL4 during wing pouch ablation. Interestingly, expression of the reporter *mol-lacZ* was significantly decreased upon reducing JNK signaling through *UAS-JNK*^*DN*^ (Fig 8B–8D), suggesting that JNK signaling is important for *mol* upregulation after tissue damage. To confirm this finding, we also examined *mol-lacZ* expression in regenerating wing discs that were heterozygous mutant for *hemipterous (hep)* (FBgn0010303), which encodes a JNK kinase [124]. Expression of the *mol-lacZ* reporter was also significantly decreased in female *hep*^*r75*^*/+* regenerating wing discs (Fig 8E and 8F). Thus, JNK regulation of *mol* expression constitutes a positive feedback loop that sustains JNK signaling.

ROS activates both JNK and p38a (FBgn0015765) in the regenerating wing disc [43]. To determine whether p38a signaling also induces a positive feedback loop through *mol*, we examined *mol-lacZ* expression in regenerating discs that were heterozygous mutant for *p38a*^*1*^. Interestingly, reduction of p38a did not affect *mol-lacZ* expression (S8 Fig). Thus, JNK signaling is required for upregulation of *mol* expression after tissue damage, which is in turn required for sustaining ROS production in the regenerating epithelium and maintaining JNK signaling during late regeneration (Fig 8G).

## Discussion

This work has identified a novel mechanism that sustains regeneration signaling and ensures that regrowth of damaged tissue continues beyond the initial burst of damage signaling. While elevated ROS levels are sustained in other regeneration models such as amputated zebrafish fins and *Xenopus* tails, where they promote signaling and the later stages of regenerative growth [99,100,102], the mechanism through which elevated ROS levels are maintained has remained elusive. Our work has provided insight into this puzzle in *Drosophila* by discovering a key positive feedback loop that uses JNK-induced upregulation of the Duox-maturation factor encoded by *mol* to sustain ROS production, JNK signaling, and late regeneration. Similar damage-induced regulation of the Duox-maturation factor may facilitate long-term regeneration signaling in many animals. We were able to identify this mechanism through generation of a transcriptional profile of actively regenerating tissue, made possible by our genetically induced tissue ablation system [6] and our technical advances enabling isolation of sufficient numbers of blastema cells [41].

This is the first report of upregulation of a Duox maturation factor as a key aspect of the regeneration response. Other cellular functions that are regulated by DUOXA/NIP have only recently been identified. For example, DUOXA/NIP affects differentiation in murine skeletal muscle myoblasts [125], murine thyroid hormone production and cerebellar development [126], and the response to bacterial infections in the murine gut [127], as well as development of the exoskeleton in *C*. *elegans* [128], and recruitment of hemocytes to wounds in the *Drosophila* embryo epidermis and neutrophils to airways in mice [129,130]. Here we describe a role for *mol* during wing disc regeneration and show that while *mol* is transcriptionally upregulated, Duox levels do not change according to our transcriptional profile, indicating that fine-tuning of ROS levels can be achieved by changes in expression of the maturation factor rather than the enzyme itself. This regulative strategy may be deployed in many other cases in which ROS act as crucial signaling molecules.

In addition to the transcriptional changes observed in regulators of ROS, many of the other changes in gene expression can be combined with our current understanding of tissue regeneration to identify novel and interesting relationships between developmental genes and signals and tissue regeneration. 

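In sorted cells, Hr78 (chromosome 3L, 21487119 to 21490585, build 5.41) fell from 95.1 FPKM in the control group to 59.6 FPKM in the regeneration blastema, a log2 fold change of -0.68 with a standard error of 0.19 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). The fall is over 3 standard errors from 0 and is smaller in size than the threshold of 1.3.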

For example, our data indicated downregulation of the hormone receptor Hr78 in regenerating tissue. The expression of Hr78 in the wing disc appeared to be in some of the pro-vein regions (Fig 3B). Tissue damage in the wing disc leads to a transient loss of cell-fate gene expression, including in the pro-veins, during regeneration [6,94]. Thus, Hr78 may be a novel wing vein fate gene whose expression is downregulated along with the other known vein fate genes after tissue damage.

As an additional example, we observed differential regulation of various nuclear hormone receptor genes that are transcriptionally regulated by the hormone ecdysone [131]. 

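Across a list of 28 ecdysone-response genes with a mean FPKM of at least 1, 14 were called as lower and 8 as higher in the blastema with Benjamini-Hochberg adjustment over all tested genes (15 and 9 with adjustment over the list alone). The median log2 fold change of the list was -0.26, at percentile 2.96 of random lists matched on mean FPKM. The 19 genes of this list that are in neither the S1 nor the S2 Table had a median of -0.14, at percentile 51.9 of matched lists, where members were taken out by the size of their own change. The full list was at percentile 0.27 of lists matched on mean FPKM and locus length.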

Regenerating animals delay metamorphosis to accommodate regrowth of the damaged tissue by regulating ecdysone signaling, which controls developmental transitions [132]. 

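Hr46 (chromosome 2R, 6092959 to 6124853, build 5.41) fell from 34.0 FPKM in the control group to 0.74 FPKM in the ablated group, a log2 fold change of -5.52 with a standard error of 0.39, and CG42527 fell from 24.2 to 1.01 FPKM, a log2 fold change of -4.58 with a standard error of 0.21. Eip78C fell from 19.9 to 5.18 FPKM, a log2 fold change of -1.94 with a standard error of 0.24. Among the falls of called genes these ranked 4, 10 and 77. Each was at the smallest adjusted p of the authors' Cuffdiff test with Benjamini-Hochberg adjustment. Hr46 shares its locus with CG12912, which was at 0.31 FPKM in the control group. A further entry, CG3600, whose symbol is a synonym of the same current gene as CG42527, also fell but was not called. Its deposited log2 fold change was -5.79.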

Ecdysone targets that we found downregulated in regenerating wing discs include *Hormone receptor 46* (*Hr46/Hr3*) (FBgn0000448), *Hormone receptor 4* (*Hr4/CG42527*) (FBgn0264562), and *Ecdysone-induced protein 78C* (*Eip78C*) (FBgn0004865) (S2 Table). 

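The FPKM of Cyp18a1 (chromosome X, 18582570 to 18586778, build 5.41) was 0.22 in the control group and 3.10 in the ablated group, a log2 fold change of 3.82 with a standard error of 0.62 (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment), rank 18 among finite rises. With a pseudocount of 1 FPKM it was 1.75.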

Interestingly, we also see upregulation of *Cyp18a1* (FBgn0010383), a cytochrome P450 enzyme that exerts negative feedback regulation on ecdysone signaling by decreasing intracellular levels of ecdysone [133]. Thus, *Cyp18a1* may be upregulated to ensure that ecdysone signaling stays low in the regenerating tissue to reinforce the developmental checkpoint induced by tissue damage.

Regeneration involves orchestration of various cellular processes to repair and replace the damaged body part. It requires coordination of proliferation, growth, patterning, and changes in cell architecture and movement in a highly regulated manner. These dramatic changes could be coordinated by key transcription factors. 

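The rise of AP-2 (chromosome 3L, 21591958 to 21606453, build 5.41) was from 0.11 FPKM in the control group to 1.31 FPKM in the ablated group, a log2 fold change of 3.63 with a standard error of 1.03. Blimp-1 (chromosome 3L, 5624083 to 5642049) fell from 6.01 to 0.51 FPKM, a log2 fold change of -3.57 with a standard error of 0.37, rank 19 among the falls of called genes. Both were at the smallest adjusted p of the authors' Cuffdiff test with Benjamini-Hochberg adjustment. Even in the ablated group AP-2 was only near 1 FPKM, and with a pseudocount of 1 FPKM its log2 fold change was 1.06.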

Several transcription factors are differentially expressed in our profile, including *chinmo*, *Ets21C*, *AP-2/TfAP-2* (FBgn0261953), *fru*, *Atf3*/*A3*-3, *dve* and *Blimp-1* (FBgn0035625). These transcription factors could lie at the center of regulatory networks that bring about key cellular changes. For example, Ets21C is a known downstream target of JNK signaling in wound healing [86], and EGFR signaling in the intestinal stem cells [134], and is also required as a co-factor for the JNK pathway transcription factor AP-1 in regulating transcriptional targets during tumor formation [84,85]. Thus, its expression in the regenerating wing disc could result from integration of multiple signals, and its requirement in regeneration may be due to its role in promoting expression of JNK targets. Further investigation into the mechanisms of these transcription factors will lead to a better understanding of regeneration.

Regeneration is a tightly controlled process, requiring a balance between positive and negative regulators so that growth is stimulated but not deregulated. Indeed, our functional analysis demonstrated that several of the upregulated genes, including *heartless* and *Nox*, serve to restrict regeneration, as regeneration improved in heterozygous mutant animals. Therefore, functional analysis is critical for interpretation of gene expression data, as drawing conclusions based on differential expression alone can be misleading. Indeed, it was through functional analysis that we identified *mol*, and not *Nox*, as the critical regulator that promotes sustained ROS production and JNK signaling, completing the positive feedback loop that sustains regeneration. Further functional analysis of differentially expressed genes will likely reveal additional mechanisms that control tissue regeneration.

## Materials and methods

### Ablation system

Tissue ablation was carried out as described previously [6,82] using *rnGal4*, *UAS-rpr*, and *tubGAL80*^*ts*^ to regulate cell death spatially and temporally, with a thermal shift from 18° to 30° C for 24 hours during the early third larval instar. To synchronize development, eggs were collected for four hours on grape juice plates, first-instar larvae were collected shortly after hatching at two days after egg laying and transferred to vials, and the vials underwent the thermal shift at 7 days after egg laying, which was determined to be just after molting by counting mouth hooks.

### Fly lines

Flies were reared on standard molasses medium at 25° C except during regeneration experiments. The following *Drosophila* lines were obtained from the Bloomington Stock Center or were gifts as noted: *w*^*1118*^*; rnGAL4*, *UAS-rpr*, *tubGAL80*^ts^/*TM6B*, *tubGAL80* and *w*^*1118*^*; rnGAL4*, *tubGAL80*^ts^/*TM6B* [6], *w*^*1118*^*; y*^*1*^,w*; Mi{MIC}nub^*MI05126*^ (BL37920)[48], *y*^*1*^,*w*^*67c23*^*; P{lacW}chinmo*^*k13009*^*/CyO* (BL10440)[135], *y*^*1*^, w* Mi{MIC}pigs^*MI11007*^ (BL56274)[48], *P{PZ}Alp4*^*07028*^, *ry*^*506*^ (BL12285)[135], *w*^*1118*^*; PBac{Ets21C-GFP*.*FLAG}VK00033/TM3*, *Sb*^*1*^ (BL38639), *P{PZ}osp*^*00865*^*; ry*^*506*^ *P{PZ}zfh1*^*00856*^*/TM3*, *ry*^*RK*^ *Sb*^*1*^ *Ser*^*1*^ (BL11515)[136], *y*^*1*^ *w*^*67c23*^*; P{lacW}mol*^*k11524a*^*/CyO* (BL12173)[135], *ry*^*506*^ *P{PZ}fru*^*3*^*/MKRS* (BL684)[135], *w;;pBAC[atf3*::*EGFP]/TM6B* (gift from M. Uhlirova)[137], *nlaZ*:*GFP[R2]* (gift from M. Ganfornina)[69], *w*^*1118*^*; P{10xStat92E-GFP}1* (BL26197)[66], *cn*^*1*^ *P{PZ}dve*^*01738*^*/CyO; ry*^*506*^ (BL11073)[135], *cn*^*1*^ *P{PZ}sm*^*05338*^*/CyO; ry*^*506*^ (BL11403)[78], *y*^*1*^ w*; P{PTT-GB}LamC^*CB04957*^ *ttv*^*CB04957*^*/SM6a* (BL51528)[138], *y*^*1*^ w*; Mi{PT-GFSTF.*1}AdoR*^*MI01202-GFSTF*.*1*^*/TM6C*, *Sb*^*1*^ *Tb*^*1*^ (BL60165)[139], *y*^*1*^ w*; P{lacW}Thor^*k13517*^ (BL9558)[67], *y*^*1*^ w*; Mi{PT-GFSTF.*0}kay*^*MI05333-GFSTF*.*0*^ (BL63175)[139], *w*^*1118*^*; PBac{corto-GFP*.*FPTB}VK00037* (BL42268), *w*^*1118*^*; PBac{Hr78-GFP*.*FLAG}VK00037* (BL38653), *w*^*1118*^*;PBac{NC2β-GFP*.*FPTB}VK00033* (BL56157), *y*^*1*^ w*; Mi{PT-GFSTF.0}Cat^MIO4522-GFSTF.0^ (BL60212)[139], *Hml*Δ*RFP* (gift from K. Bruckner)[115], *TRE-red* and *gstD-GFP* (gifts from D. Bohmann)[114], *Ets21C*^*f0369*^ (BL18678)[140], *y*^*1*^ w*; Mi{MIC}CG9336^*MI03849*^ (BL36397)[139], *y*^*1*^ *w*^*67c23*^*; P{lacW}Col4a1*^*K00405*^*/CyO* (BL10479)[135], *y*^*1*^ *w*^*67c23*^*; P{lacW}vkg*^*k00236*^ (BL10473)[135], *P{PZ}Thor*^*06270*^ *cn*^*1*^*/CyO; ry*^*506*^ (BL11481)[141], *w*^*1*^*; P{UAS-Sod1*.*A}B36* (BL24754), *w*^*1*^*; P{UAS-CatA}2* (BL24621), *w*^*1*^*; P{UAS-Sod2*.*M}UM83* (BL24494), *w*^*1118*^*; PBac{RB}mol*^*e02670*^*/CyO* (BL18073)[140], *y*^*1*^ sc^*^ *v*^*1*^*; P{TRiP*.*HMS02560}attP40 (UAS-mol*^*RNAi*^*)* (BL42867), *y*^*1*^ *v*^*1*^*; P{TRiP*.*GL00678}attP40* (*UAS*-*Duox*^*RNAi*^) (BL38907), *y*^*1*^ *v*^*1*^*; P{TRIP*.*GL00678}attP40 (UAS*-*Nox*^*RNAi*^*)* (BL32902), *y*^*1*^ w*; Mi{MIC}Nox^*MI15634*^*/SM6a* (BL61114)[139], *puc*^*E69*^ [53], *UAS*-*JNK*^*DN*^ [142], w* hep^*r75*^*/FM7C* (BL6761)[124], w*; P{neoFRT}82B p38a^*1*^ (BL8822)[143].

### Immunohistochemistry and microscopy

Immunostaining was carried out as previously described [6].

Anitbodies and dilutions used were Anti-Nubbin (1:500) (gift of S. Cohen) [47], mouse anti-βgal (1:100) (DSHB; 40-1a-s), rabbit anti-βgal (1:500) (MP Biomedicals), mouse anti-GFP (1:10)(DSHB 12E6), rabbit anti-Myc (1:500) (Santa Cruz Biotech d1-717 sc-28207), rabbit anti-PH3 (1:500) (Millipore), mouse anti-Nimrod (1:1000)(gift from I. Ando)[116] and anti-Twist (1:200) (gift from A. Stathopoulos)[144].

Alexa Fluor (AF) secondary antibodies from Molecular Probes were AF488, AF555 and AF633 (used at 1:500). Nuclei were labeled with DAPI (Sigma)(1:5000).

EdU incorporation was carried out using the click-it EdU Alexa Fluor 594 Imaging kit (Molecular Probes) as previously described [145]. Samples were mounted in Vectashield (Vector Labs).

Immunostained samples were imaged on a Zeiss LSM 700 confocal microscope and images were processed using ZenLite, Adobe Photoshop, and Image J software. Bright-field imaging of adult wings was done on an Olympus SZX10 microscope using the CellSens Dimension software, and images were processed using Image J.

### ROS detection

ROS were detected in imaginal discs using Dihydroethidium (DHE) (D11347, Molecular Probes) using the protocol described in Owusu-Ansah et al. [146], with slight modifications. Briefly, larvae were dissected in Schneider’s medium (SM). DHE was reconstituted in DMSO and then added to SM at a concentration of 30nM. Samples were incubated in this DHE solution for 5 minutes (mins) on a shaker followed by three quick washes in SM. The samples were then fixed in 7% paraformaldehyde made in 1X phosphate buffer saline (PBS) for 7 mins. Samples were rinsed once in 1X PBS and imaginal discs immediately dissected out to mount in Vectashield with DAPI. The samples were imaged on the confocal immediately to avoid oxidation of the DHE by the environment.

### Data quantification and statistical analysis

Fluorescence intensity analysis was performed using single confocal slices. Average intensity was calculated by measuring intensity values in three equal-sized boxes in the pouch region of the wing disc in Image J, except for the *gstD-GFP*, whose expression was not uniform and thus was quantified by measuring GFP intensity in the entire pouch area. Average intensities of multiple wing discs were combined to calculate the final average intensity plotted in the graphs. For measuring the pouch area, a maximum projection of all the confocal slices was taken and the Nubbin-expressing area measured in Image J. Graphs were plotted in Excel, R, and GraphPad Prism 7.0.

For imaginal disc measurements and immunofluorescence quantifications, the Welch’s t-test was performed using R and GraphPad Prism 7.0. For the adult wing size assay, chi-squared tests were performed using GraphPad online tools. Statistical analyses for adult wing measurements were performed using Welch’s t-test.

### Blastema cell isolation and RNA library preparation

The ablated regenerating discs had the genotype *nub-GFP/+; rn-Gal4*, *GAL80*^*ts*^, *UAS-rpr /+*, while the mock-ablated controls had the genotype *nub-GFP/+; rn-Gal4*, *GAL80*^*ts*^*/+*. Cells were isolated for the transcriptional profile as previously described [41]. Briefly, discs were dissected using teams of 4 researchers dissecting simultaneously to maximize the number of discs obtained per sample. TrypLE Select (Life Technologies) was used to achieve rapid dissociation of the disc cells. The GFP+ cells were sorted via FACS. mRNA from the isolated cells was prepared using an RNeasy Mini Kit (#74104, Qiagen). Multiple days of dissections and RNA preparation were pooled such that each biological replicate consisted of approximately 600 regenerating imaginal discs, 86,000 GFP+ cells, and up to 900ng RNA. The undamaged controls consisted of 120 discs per replicate, which produced approximately 106,500 GFP+ cells and 1000ng RNA. The accuracy of the sorting was previously confirmed [41]. RNA quality was confirmed using a Bioanalyzer (Agilent 2100). Library generation was carried out using Illumina's TruSeq Stranded RNA Sample Prep kit. Sequencing was carried out on a HiSeq2000 using a TruSeq SBS sequencing kit version 3. The Roy J. Carver Biotechnology Center at the University of IIlinois at Urbana-Champaign performed the library preparation and sequencing.

### Bioinformatics

Fastq reads were trimmed using FASTQ Quality Trimmer (v.1.0.0) and adaptor sequences were removed using Clip (v.1.0.1) in Galaxy [147]. Reads were aligned through Tophat2 (v.0.6) [51,52] against the *Drosophila melanogaster* genome (NCBI, build 5.41) with a maximum of 2 mismatches permitted. Intron length was set between 20 and 150,000, and a gene model was provided as GTF (NCBI, build 5.41). FPKM estimation was done using Cufflinks (v.0.0.7) [51], and both bias-correction and multi-read correction were performed. Differential expression analysis was performed using Cuffdiff [51], geometric library normalization was performed and the False Discovery Rate was set at 0.05. Furthermore, aligned reads were counted using HTSeq (v.0.3.2)[51]. All bioinformatics analysis was performed using the Galaxy suite [147]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [148] and are accessible through GEO Series accession number GSE101797 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101797).

## Supporting information

S1 Fig Wing disc ablation system characteristics. **(**A) Variation in the size of the wing pouch as marked by anti-Nub immunostaining in undamaged and ablated wing discs. Note the minimal variation in pouch size at R0, indicating consistency of ablation. Undamaged n = 8, regenerating n = 28. Error bars are SEM. (B) Quantification of percentage of regenerating animals that had pupariated by each day, showing the asynchronous progression to pupariation that occurred after tissue damage. Undamaged animals were *w*^*1118*^*;; rnGAL4*, *Gal80*^*TS*^*/+*, regenerating animals were *w*^*1118*^*;; rnGAL4*, *UAS-reaper*, *Gal80*^*TS*^*/+*, and both experienced the 24-hour temperature shift. Three independent experiments, total undamaged n = 144 pupae, regenerating n = 176 pupae. (C) Percentage of wings of different sizes on *w*^*1118*^*;; rnGAL4*, *UAS-reaper*, *Gal80*^*TS*^*/+* animals that eclosed on different days after egg laying due the asynchronous development induced by tissue damage. Note that the animals that eclosed first (day 18) had smaller wings than those that eclosed on day 19, and those that eclosed on day 20 had the largest wings. Thus, variation in wing size after disc regeneration is partly determined by length of time for regeneration. Three independent experiments, total n = 371 wings.
(TIF) Click here for additional data file.

S2 Fig Differentially expressed genes found in more than one transcription profile of wing disc regeneration. (A) Venn diagrams showing genes at least 1.3-fold upregulated or downregulated in three transcription profiles (this work, [39,40]) of regenerating wing discs generated using different methods. Note that the number of genes from the Blanco et al. study is an underrepresentation because the complete list of differentially expressed genes identified was not published. (B) Lists of differentially expressed genes (DEGs) in common between this study and each prior study, along with fold change in this study.
(TIF) Click here for additional data file.

S3 Fig Additional reporters tested for differential expression and qPCR validation. Undamaged (A-G) and regenerating (R24) (A’-G’) wing discs. (A-A’) *AdoR-GFP* MiMIC enhancer trap. (B-B’) Kayak-GFP protein trap. (C-C’) *Thor-lacZ* enhancer trap. (D-D’) Corto-GFP protein trap. (E-E’) *NLaz-GFP* MiMIC enhancer trap. (F-F’) anti-Twist. (G-G’) *zfh1-lacZ* enhancer trap. Blue dashed line outlines the wing primordium. Scale bars are 100 μm. (H) Quantification of upregulation of *mol*, *Nox*, and *Ets21C* expression using qPCR. Four biological replicates each. Error bars are SEM, *p<0.05.
(TIF) Click here for additional data file.

S4 Fig Some upregulated genes function to restrict regeneration. (A) Adult *fru*^*3*^*/+* males had larger wings after regeneration than controls. Three independent experiments, *w*^*1118*^ n = 112 wings, *fru*^*3*^*/+* n = 95 wings, p<0.001 by a chi-squared test. (B) Adult *htl*^*AB42*^*/+* animals had larger wings after regeneration than controls. Three independent experiments, *w*^*1118*^ n = 316 wings, *htl*^*AB42*^*/+* n = 223 wings, p<0.001 by a chi-squared test. Error bars are SEM.
(TIF) Click here for additional data file.

S5 Fig Hemocytes are associated with only a few damaged discs. **(**A-D) Hemolectin-RFP (Hml-RFP) (green) showing hemocytes near undamaged (A,B) and R24 (C,D) wing discs. (E,F) Anti-Nimrod (green) also showing hemocytes near an R24 wing disc, confirming the Hml-RFP results. (B), (D), and (F) are orthogonal slices with the columnar epithelium or the disc proper (DP) toward the bottom and the peripodial epithelium (PE) toward the top of the images. (G) Schematic of an undamaged and a regenerating epithelium showing the location of a hemocyte outside the PE.
(TIF) Click here for additional data file.

S6 Fig *mol* is required for late regeneration gene expression. (A) Expression of *molRNAi* caused smaller adult wings after regeneration of the imaginal discs than controls. Three independent experiments, *w*^*1118*^ n = 402 wings, *UAS-molRNAi* n = 221 wings, p<0.0001 by a chi-squared test. (B-C) Cellular debris is visually distinct from the regenerating epithelium. Regenerating *w*^*1118*^ (B) and *mol*^*e02670*^*/+* (C) discs at R24, expressing the *nub-GFP* enhancer trap and stained with DHE. The speckled, grainy GFP tissue is cellular debris, outlined with yellow. The smooth GFP tissue is the intact epithelium, outlined with blue. The side panels are zoomed-in views of debris and epithelium, to show that they are easily distinguished. (D,E) Undamaged and R24 *w*^*1118*^ discs stained with DAPI and the ROS detector H_2_DCFDA. (F-J) *gstD-GFP* expression in undamaged *w*^*1118*^ (F), and regenerating *w*^*1118*^ (G,H) and *mol*^*e02670*^*/+* (I,J) wing discs at R24 (G,I) and R48 (H,J). (K-O) Anti-Myc immunostaining in *w*^*1118*^ (K,L) and *mol*^*e02670*^*/+* (M,N) regenerating wing discs at R24 (K,M) and R48 (L,N). (O) Quantification of immunofluorescence in Myc staining. R24 *w*^*1118*^ n = 14 discs, *mol*^*e02670*^*/+* n = 12 discs. R48 *w*^*1118*^ n = 11 discs, *mol*^*e02670*^*/+* n = 14 discs. Scale bars are 100 μm. Error bars are SEM except where noted. *p<0.02.
(TIF) Click here for additional data file.

S7 Fig Effects of reduction of DUOX and NOX levels on regeneration. Regeneration assays using adult wing size to assess extent of regenerative growth in the imaginal discs. (A) Sizes of adult wings after disc regeneration in *w*^*1118*^ and *UAS-DuoxRNAi* animals. Three independent experiments. *w*^*1118*^ n = 390 wings, *UAS-DuoxRNAi* n = 200 wings, p = 0.0005 using a chi-squared test. (B) Sizes of adult wings after disc regeneration in *w*^*1118*^ and *UAS-NoxRNAi* animals. Two independent experiments, thus error bars are SD. *w*^*1118*^ n = 299 wings, *UAS-NoxRNAi* n = 257 wings, p<0.0001 using a chi-squared test. (C) Sizes of adult wings after disc regeneration in *w*^*1118*^ and *Nox*^*MI15634*^*/+* animals. Three independent experiments. *w*^*1118*^ n = 349 wings, *Nox*^*MI15634*^*/+* n = 180 wings, p<0.0001 using a chi-squared test. (D,E) qPCR showing effectiveness of *Duox* (D) and *Nox* (E) RNAi. The RNAi was expressed under *rn-GAL4* control in the pouch of normally developing wing discs for 24 hours before collecting for qPCR. Three biological replicates each, *p<0.05. (F) Total number of mitotic cells as identified by anti-phospho-Histone H3 staining in the wing pouch as identified by anti-Nub staining in the indicated genotypes. R0 *w*^*1118*^ n = 14 discs, *Nox*^*MI15634*^*/+* n = 15 discs, *UAS-NoxRNAi* n = 15 discs, R24 *w*^*1118*^ n = 12 discs, *Nox*^*MI15634*^*/+* n = 17 discs, *UAS-NoxRNAi* n = 15 discs, R48 *w*^*1118*^ n = 11 discs, *Nox*^*MI15634*^*/+* n = 18 discs, *UAS-NoxRNAi* n = 19 discs. (G) Area of the wing pouch as marked by anti-Nub staining was measured at R0, R24 and R48 for the indicated genotypes. R0 *w*^*1118*^ n = 14 discs, *Nox*^*MI15634*^*/+* n = 15 discs, *UAS-NoxRNAi* n = 15 discs, R24 *w*^*1118*^ n = 12 discs, *Nox*^*MI15634*^*/+* n = 17 discs, *UAS-NoxRNAi* n = 15 discs, R48 *w*^*1118*^ n = 11 discs, *Nox*^*MI15634*^*/+* n = 18 discs, *UAS-NoxRNAi* n = 19 discs. (H) Pupariation timing for regenerating animals of the indicated gentoypes. Three independent experiments. *w*^*1118*^ n = 204, *Nox*^*MI15634*^*/+* n = 113, *UAS-NoxRNAi* n = 206 (I) Pupariation timing for normally developing animals that did not experience the thermal shift and so did not ablate and regenerate the wing primordia. Note that because these animals did not experience the thermal shift, the pupariation timing cannot be compared directly to the pupariation timing in panel H, in which the animals did experience the thermal shift. *w*^*1118*^ n = 97, *Nox*^*MI15634*^*/+* n = 49, *UAS-NoxRNAi* n = 122. Error bars are SEM.
(TIF) Click here for additional data file.

S8 Fig *mol* expression is not regulated by p38a. (A-E) Anti-β-galacosidase immunostaining showing expression of the *mol-lacZ* reporter (green) in *w*^*1118*^ undamaged discs (A), and in regenerating wing discs at R0 (B), R24 (C) and R48 (D). (E) Quantification of *mol-lacZ* expression changes. Undamaged n = 3, R0 n = 7, R24 n = 10, R48 n = 10. **(**F,G) Anti-β-galacosidase immunostaining showing expression of the *mol-lacZ* reporter (green) in *w*^*1118*^ (F) and *p38a*^*1*^*/+* (G) R24 discs. (H) Quantification of the fluorescence from the immunostaining. Two independent experiments, for a total *w*^*1118*^ n = 10 discs, *p38a*^*1*^*/+* n = 12 discs. Scale bars are 100 μm. Error bars are SEM.
(TIF) Click here for additional data file.

S1 Table List of upregulated genes (log2 fold change ≥ 1.3, p<0.05). 

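The table gives for each gene its locus, the log2 fold change, the p-value and the q-value from Cuffdiff. It has 504 rows. Of these, 498 carry the symbol of a gene that was called as upregulated with a log2 fold change of at least 1.3 here, and the other 6 match such a gene by locus and log2 fold change. The log2 fold changes differed by at most 0.00498, which is rounding, and the largest adjusted p-value by the Benjamini-Hochberg method was 0.0493. The log2 fold change of 8 genes is infinite because their control FPKM is listed at 0. Of the 504 genes, 103 share their locus with another gene.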

(PDF) Click here for additional data file.

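The list of downregulated genes has the same columns and 156 rows, of which 155 carry the symbol of a gene called here with a log2 fold change of at most -1.3 and 1 matches such a gene by locus and log2 fold change. The largest adjusted p-value by the Benjamini-Hochberg method was 0.0494, and 33 of the genes share their locus with another gene.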

S2 Table List of downregulated genes (log2 fold change ≤ -1.3, p<0.05). (PDF) Click here for additional data file.

S1 Text Supplemental materials and methods. (DOCX) Click here for additional data file.

# Supplementary material for: The Drosophila Duox maturation factor is a key component of a positive feedback loop that sustains regeneration signaling
**Source:** PLoS Genet. 2017 Jul 28;13(7):e1006937. doi: 10.1371/journal.pgen.1006937
**Supplement:** S1 Table

**Table S1: List of Upregulated genes (log2 fold change  $\geq 1.3$ ,  $p < 0.05$ )**

| #  | gene_id      | gene         | locus                | log2(fold_change) | p_value    | q_value    |
|----|--------------|--------------|----------------------|-------------------|------------|------------|
| 1  | CG10513      | CG10513      | 3R:21101510-21102934 | inf               | 5.0000E-05 | 2.7364E-04 |
| 2  | CG12655      | CG12655      | X:19852421-19853421  | inf               | 5.0000E-05 | 2.7364E-04 |
| 3  | CG13067      | CG13067      | 3L:16264401-16265018 | inf               | 5.0000E-05 | 2.7364E-04 |
| 4  | CG32603      | CG32603      | X:14078573-14079840  | inf               | 5.0000E-05 | 2.7364E-04 |
| 5  | CG34330      | CG34330      | X:18962305-18962925  | inf               | 5.0000E-05 | 2.7364E-04 |
| 6  | CG5999       | CG5999       | 3R:8567679-8569402   | inf               | 5.0000E-05 | 2.7364E-04 |
| 7  | CG8193       | CG8193       | 2R:4929764-4932213   | inf               | 5.0000E-05 | 2.7364E-04 |
| 8  | MtnC         | MtnC         | 3R:16186029-16186356 | inf               | 5.0000E-05 | 2.7364E-04 |
| 9  | CG14059      | CG14059      | 3L:17020620-17025180 | 7.92              | 5.0000E-05 | 2.7364E-04 |
| 10 | chinmo       | chinmo       | 2L:1651259-1698617   | 6.08              | 5.0000E-05 | 2.7364E-04 |
| 11 | Cg25C        | Cg25C        | 2L:5029614-5037114   | 5.93              | 5.0000E-05 | 2.7364E-04 |
| 12 | vkq          | vkq          | 2L:5012143-5027412   | 5.46              | 5.0000E-05 | 2.7364E-04 |
| 13 | Lim1         | Lim1         | X:8651267-8699808    | 5.21              | 2.6000E-03 | 8.7988E-03 |
| 14 | CG9572       | CG9572       | X:20042158-20049547  | 4.93              | 5.5000E-04 | 2.3101E-03 |
| 15 | htl          | htl          | 3R:13870935-13878706 | 4.59              | 5.0000E-05 | 2.7364E-04 |
| 16 | CG9259       | CG9259       | 2L:21089564-21090999 | 4.55              | 4.1000E-03 | 1.2940E-02 |
| 17 | CG9336       | CG9336       | 2L:20859168-20861017 | 4.49              | 5.0000E-05 | 2.7364E-04 |
| 18 | CG9650       | CG9650       | X:7087108-7134453    | 4.39              | 5.5000E-04 | 2.3101E-03 |
| 19 | CG3690       | CG3690       | X:843322-845915      | 4.26              | 2.6000E-03 | 8.7988E-03 |
| 20 | alphaTub85E  | alphaTub85E  | 3R:5556937-5558970   | 4.24              | 5.0000E-05 | 2.7364E-04 |
| 21 | twi          | twi          | 2R:18933630-18935849 | 4.23              | 5.0000E-05 | 2.7364E-04 |
| 22 | CG6142       | CG6142       | 3R:21958875-21962870 | 4.15              | 5.0000E-05 | 2.7364E-04 |
| 23 | Cpr76Bc      | Cpr76Bc      | 3L:19514366-19520374 | 4.09              | 5.7000E-03 | 1.7192E-02 |
| 24 | pinta        | pinta        | 3R:18249026-18250447 | 4.05              | 5.0000E-05 | 2.7364E-04 |
| 25 | CG3973       | CG3973       | X:6494097-6546131    | 3.97              | 5.0000E-05 | 2.7364E-04 |
| 26 | Cyp18a1      | Cyp18a1      | X:18582569-18586778  | 3.82              | 5.0000E-05 | 2.7364E-04 |
| 27 | Aph-4        | Aph-4        | 3R:26874653-26878268 | 3.82              | 5.0000E-05 | 2.7364E-04 |
| 28 | CG13041      | CG13041      | 3L:16312053-16312621 | 3.80              | 1.5500E-03 | 5.6919E-03 |
| 29 | Ets21C       | Ets21C       | 2L:547413-552454     | 3.78              | 5.0000E-05 | 2.7364E-04 |
| 30 | Aldh         | Aldh         | 2L:9387388-9391679   | 3.78              | 5.0000E-05 | 2.7364E-04 |
| 31 | Him          | Him          | X:18103463-18104774  | 3.75              | 5.0000E-05 | 2.7364E-04 |
| 32 | ftz-f1       | ftz-f1       | 3L:18745013-18791831 | 3.75              | 5.0000E-05 | 2.7364E-04 |
| 33 | CG1208       | CG1208       | 3R:1655783-1664504   | 3.73              | 5.0000E-05 | 2.7364E-04 |
| 34 | AP-2         | AP-2         | 3L:21591957-21606453 | 3.63              | 5.0000E-05 | 2.7364E-04 |
| 35 | CG30046      | CG30046      | 2R:8201623-8204736   | 3.60              | 4.5000E-04 | 1.9354E-03 |
| 36 | zfh1         | zfh1         | 3R:26591647-26612899 | 3.51              | 5.0000E-05 | 2.7364E-04 |
| 37 | nAcRbeta-21C | nAcRbeta-21C | 2L:545147-547096     | 3.51              | 5.0000E-05 | 2.7364E-04 |
| 38 | CG6579       | CG6579       | 2L:12175447-12177886 | 3.49              | 5.0000E-05 | 2.7364E-04 |

|    |          |          |                      |      |            |            |
|----|----------|----------|----------------------|------|------------|------------|
| 39 | mol      | mol      | 2L:14975746-14997556 | 3.48 | 5.0000E-05 | 2.7364E-04 |
| 40 | CG4998   | CG4998   | 3L:16332098-16338348 | 3.44 | 5.0000E-05 | 2.7364E-04 |
| 41 | CG15279  | CG15279  | 2L:14844992-14851749 | 3.42 | 5.0000E-05 | 2.7364E-04 |
| 42 | CG9737   | CG9737   | 3R:26066984-26069032 | 3.41 | 1.0000E-04 | 5.1606E-04 |
| 43 | Osi14    | Osi14    | 3R:2124853-2126472   | 3.41 | 5.0000E-05 | 2.7364E-04 |
| 44 | SK       | SK       | X:5234270-5295156    | 3.39 | 5.0000E-05 | 2.7364E-04 |
| 45 | Osi15    | Osi15    | 3R:2127527-2129375   | 3.33 | 5.0000E-05 | 2.7364E-04 |
| 46 | fru      | fru      | 3R:14242314-14371308 | 3.32 | 5.0000E-05 | 2.7364E-04 |
| 47 | stumps   | stumps   | 3R:10402940-10433804 | 3.32 | 5.0000E-05 | 2.7364E-04 |
| 48 | CG7365   | CG7365   | 3L:20117395-20120465 | 3.28 | 5.0000E-05 | 2.7364E-04 |
| 49 | CG9338   | CG9338   | 2L:20865226-20867311 | 3.25 | 5.0000E-05 | 2.7364E-04 |
| 50 | Chit     | Chit     | 2R:12560965-12618889 | 3.25 | 5.9000E-03 | 1.7692E-02 |
| 51 | CG13631  | CG13631  | 3R:20595075-20595833 | 3.24 | 4.5500E-03 | 1.4187E-02 |
| 52 | Cpr49Ah  | Cpr49Ah  | 2R:8301466-8302675   | 3.23 | 5.0000E-05 | 2.7364E-04 |
| 53 | Ir87a    | Ir87a    | 3R:9245994-9248862   | 3.20 | 5.0000E-05 | 2.7364E-04 |
| 54 | CG11951  | CG11951  | 3R:25061085-25064394 | 3.19 | 5.0000E-05 | 2.7364E-04 |
| 55 | CG13611  | CG13611  | 3R:20105293-20107299 | 3.16 | 5.0000E-05 | 2.7364E-04 |
| 56 | A3-3     | A3-3     | X:1136772-1168682    | 3.15 | 5.0000E-05 | 2.7364E-04 |
| 57 | Cpr64Aa  | Cpr64Aa  | 3L:4207837-4209178   | 3.12 | 5.0000E-05 | 2.7364E-04 |
| 58 | Oseg5    | Oseg5    | 2L:20831261-20835607 | 3.09 | 7.1000E-03 | 2.0705E-02 |
| 59 | CG30359  | CG30359  | 2R:4350277-4352597   | 3.08 | 2.0000E-04 | 9.4764E-04 |
| 60 | CG18585  | CG18585  | 2L:7647052-7691057   | 3.01 | 5.2500E-03 | 1.5995E-02 |
| 61 | CG9932   | CG9932   | 2L:13022670-13060115 | 2.97 | 5.0000E-05 | 2.7364E-04 |
| 62 | CG1368   | CG1368   | X:14068793-14069703  | 2.96 | 5.0000E-05 | 2.7364E-04 |
| 63 | CG17739  | CG17739  | 2R:8194028-8197917   | 2.93 | 5.0000E-05 | 2.7364E-04 |
| 64 | yellow-e | yellow-e | 3R:9235263-9241006   | 2.92 | 5.0000E-05 | 2.7364E-04 |
| 65 | Cda9     | Cda9     | 2R:13016337-13017839 | 2.91 | 6.6500E-03 | 1.9589E-02 |
| 66 | fu12     | fu12     | 2L:8449690-8463990   | 2.90 | 5.0000E-05 | 2.7364E-04 |
| 67 | CG11670  | CG11670  | 3R:8864134-8870123   | 2.89 | 1.0000E-02 | 2.7615E-02 |
| 68 | CG31103  | CG31103  | 3R:21045068-21047095 | 2.88 | 5.0000E-05 | 2.7364E-04 |
| 69 | CG15155  | CG15155  | 2L:18154863-18155942 | 2.85 | 1.5000E-04 | 7.3812E-04 |
| 70 | Mes2     | Mes2     | 3L:22938758-22945346 | 2.85 | 2.0000E-04 | 9.4764E-04 |
| 71 | CG30039  | CG30039  | 2R:7938479-7939260   | 2.83 | 6.7500E-03 | 1.9833E-02 |
| 72 | Tig      | Tig      | 2L:6412314-6423308   | 2.83 | 5.0000E-05 | 2.7364E-04 |
| 73 | CG15213  | CG15213  | 3L:5125895-5126320   | 2.82 | 1.0900E-02 | 2.9783E-02 |
| 74 | CG6652   | CG6652   | 3L:17013439-17015956 | 2.81 | 5.0000E-05 | 2.7364E-04 |
| 75 | CG8927   | CG8927   | 3R:12006741-12012615 | 2.80 | 1.5000E-04 | 7.3812E-04 |
| 76 | CG18417  | CG18417  | 3L:7393176-7394774   | 2.77 | 1.3500E-03 | 5.0775E-03 |
| 77 | CG32379  | CG32379  | 3L:7389454-7391309   | 2.76 | 7.9000E-03 | 2.2620E-02 |
| 78 | CG17738  | CG17738  | 3R:8084470-8128509   | 2.75 | 2.9500E-03 | 9.8088E-03 |
| 79 | Mhc      | Mhc      | 2L:16766736-16788766 | 2.75 | 5.0000E-05 | 2.7364E-04 |
| 80 | CG31556  | CG31556  | 3R:2132966-2135018   | 2.75 | 2.0000E-04 | 9.4764E-04 |
| 81 | dei      | dei      | 3R:22267048-22274716 | 2.74 | 3.0000E-04 | 1.3573E-03 |

|     |          |          |                      |      |            |            |
|-----|----------|----------|----------------------|------|------------|------------|
| 82  | CG33205  | CG33205  | 3L:9809169-9827447   | 2.74 | 5.0000E-05 | 2.7364E-04 |
| 83  | CG14968  | CG14968  | 3L:3299335-3303108   | 2.74 | 5.0000E-05 | 2.7364E-04 |
| 84  | CG6356   | CG6356   | 3R:20109855-20115540 | 2.69 | 5.0000E-05 | 2.7364E-04 |
| 85  | CG13321  | CG13321  | 2R:8841060-8842675   | 2.69 | 7.2000E-03 | 2.0963E-02 |
| 86  | CG9222   | CG9222   | 2L:6131022-6132484   | 2.68 | 4.0000E-04 | 1.7372E-03 |
| 87  | CG13044  | CG13044  | 3L:16295590-16296260 | 2.67 | 5.0000E-05 | 2.7364E-04 |
| 88  | CG15080  | CG15080  | 2R:14670805-14682105 | 2.64 | 5.0000E-05 | 2.7364E-04 |
| 89  | CG13640  | CG13640  | 3R:20687380-20687884 | 2.64 | 9.7500E-03 | 2.7013E-02 |
| 90  | CG16820  | CG16820  | 2L:13246230-13250193 | 2.63 | 5.0000E-05 | 2.7364E-04 |
| 91  | CG13157  | CG13157  | 2R:8303959-8305647   | 2.63 | 5.0000E-05 | 2.7364E-04 |
| 92  | CG8916   | CG8916   | X:15815987-15818591  | 2.61 | 9.5000E-04 | 3.7311E-03 |
| 93  | CG14304  | CG14304  | 3R:14418739-14447049 | 2.58 | 5.0000E-05 | 2.7364E-04 |
| 94  | Obp99a   | Obp99a   | 3R:25497381-25498056 | 2.58 | 5.0000E-05 | 2.7364E-04 |
| 95  | spz5     | spz5     | 3L:2883637-2892164   | 2.57 | 1.0000E-03 | 3.9012E-03 |
| 96  | scarface | scarface | 2R:1564253-1579200   | 2.56 | 5.0000E-05 | 2.7364E-04 |
| 97  | Cda5     | Cda5     | 2L:25401-59242       | 2.56 | 5.0000E-05 | 2.7364E-04 |
| 98  | zormin   | zormin   | 3L:2117465-2150089   | 2.52 | 5.0000E-05 | 2.7364E-04 |
| 99  | CG3640   | CG3640   | 2R:20527210-20529760 | 2.51 | 1.3500E-02 | 3.5442E-02 |
| 100 | CG6045   | CG6045   | 3R:11368473-11373457 | 2.51 | 5.0000E-05 | 2.7364E-04 |
| 101 | CG13954  | CG13954  | 2R:5257634-5261741   | 2.50 | 1.0000E-04 | 5.1606E-04 |
| 102 | CG31030  | CG31030  | 3R:25990413-25992152 | 2.48 | 5.0000E-05 | 2.7364E-04 |
| 103 | Ect3     | Ect3     | 3R:7819896-7831194   | 2.48 | 5.0000E-05 | 2.7364E-04 |
| 104 | CG18410  | CG18410  | 3R:20617464-20625390 | 2.48 | 5.0000E-05 | 2.7364E-04 |
| 105 | CG6788   | CG6788   | X:17782209-17783437  | 2.48 | 6.5000E-04 | 2.6711E-03 |
| 106 | CG7722   | CG7722   | 2R:6827692-6829206   | 2.48 | 5.0000E-05 | 2.7364E-04 |
| 107 | psh      | psh      | X:18378514-18380954  | 2.48 | 5.0000E-05 | 2.7364E-04 |
| 108 | CG30471  | CG30471  | 2R:11422699-11425155 | 2.46 | 2.1500E-03 | 7.5077E-03 |
| 109 | CG14572  | CG14572  | 3L:21734638-21735541 | 2.44 | 1.3750E-02 | 3.6017E-02 |
| 110 | TwdlM    | TwdlM    | 3R:22444844-22445953 | 2.44 | 1.6000E-03 | 5.8616E-03 |
| 111 | CG11353  | CG11353  | 3L:4533171-4539281   | 2.43 | 5.0000E-05 | 2.7364E-04 |
| 112 | Cpr51A   | Cpr51A   | 2R:10400046-10402713 | 2.42 | 5.0000E-05 | 2.7364E-04 |
| 113 | lbl      | lbl      | 3R:17235700-17259845 | 2.42 | 6.0000E-04 | 2.4964E-03 |
| 114 | CG7532   | CG7532   | 2L:14349113-14351510 | 2.41 | 5.0000E-05 | 2.7364E-04 |
| 115 | CG11370  | CG11370  | 3L:22705256-22706763 | 2.40 | 5.0000E-05 | 2.7364E-04 |
| 116 | CG9411   | CG9411   | X:14366435-14374112  | 2.40 | 5.0000E-05 | 2.7364E-04 |
| 117 | CG34283  | CG34283  | 3R:14531173-14558068 | 2.39 | 1.4550E-02 | 3.7721E-02 |
| 118 | Mur18B   | Mur18B   | X:19107288-19108971  | 2.38 | 3.1000E-03 | 1.0216E-02 |
| 119 | CG2837   | CG2837   | 2L:4904067-4906761   | 2.38 | 5.0000E-05 | 2.7364E-04 |
| 120 | LamC     | LamC     | 2R:10414075-10472826 | 2.37 | 5.0000E-05 | 2.7364E-04 |
| 121 | TwdlBeta | TwdlBeta | 2R:7750041-7750753   | 2.37 | 1.5000E-04 | 7.3812E-04 |
| 122 | CG30203  | CG30203  | 2R:8198193-8201340   | 2.37 | 5.0000E-05 | 2.7364E-04 |
| 123 | CG10175  | CG10175  | 3R:19348422-19356704 | 2.35 | 5.0000E-05 | 2.7364E-04 |
| 124 | Cht7     | Cht7     | 3L:3090984-3106956   | 2.35 | 5.0000E-05 | 2.7364E-04 |

|     |           |           |                      |      |            |            |
|-----|-----------|-----------|----------------------|------|------------|------------|
| 125 | CG31427   | CG31427   | 3R:25064551-25066085 | 2.35 | 5.0000E-05 | 2.7364E-04 |
| 126 | CG6108    | CG6108    | 2L:13261009-13286409 | 2.35 | 1.1500E-03 | 4.4143E-03 |
| 127 | CG34333   | CG34333   | X:2170005-2171743    | 2.35 | 1.5000E-04 | 7.3812E-04 |
| 128 | Obp50b    | Obp50b    | 2R:10258690-10260511 | 2.32 | 6.1500E-03 | 1.8336E-02 |
| 129 | Ubx       | Ubx       | 3R:12482097-12560348 | 2.30 | 5.0000E-05 | 2.7364E-04 |
| 130 | MtnA      | MtnA      | 3R:5609486-5610093   | 2.30 | 5.0000E-05 | 2.7364E-04 |
| 131 | fs(1)Ya   | fs(1)Ya   | X:2618318-2620614    | 2.30 | 5.0000E-04 | 2.1172E-03 |
| 132 | CG17234   | CG17234   | 2L:2253078-2253834   | 2.30 | 1.3900E-02 | 3.6329E-02 |
| 133 | Sp212     | Sp212     | 3R:10047795-10049877 | 2.29 | 2.0000E-04 | 9.4764E-04 |
| 134 | CG3349    | CG3349    | 3L:14973208-14975443 | 2.29 | 5.0000E-05 | 2.7364E-04 |
| 135 | Tsf3      | Tsf3      | 2R:12110718-12121591 | 2.28 | 1.0000E-04 | 5.1606E-04 |
| 136 | CG15353   | CG15353   | 2L:2006762-2007193   | 2.27 | 5.0000E-05 | 2.7364E-04 |
| 137 | CG17752   | CG17752   | 3R:15435946-15438159 | 2.26 | 1.7000E-03 | 6.1650E-03 |
| 138 | dnr1      | dnr1      | 2R:18451011-18480473 | 2.25 | 5.0000E-05 | 2.7364E-04 |
| 139 | CG4301    | CG4301    | X:16303110-16308431  | 2.25 | 5.0000E-05 | 2.7364E-04 |
| 140 | Corin     | Corin     | 2R:3433166-3448759   | 2.25 | 5.0000E-05 | 2.7364E-04 |
| 141 | l(2)03659 | l(2)03659 | 2R:5277962-5282705   | 2.24 | 5.0000E-05 | 2.7364E-04 |
| 142 | Tdc1      | Tdc1      | 2R:2561113-2580099   | 2.24 | 8.4000E-03 | 2.3760E-02 |
| 143 | mid       | mid       | 2L:5461640-5467609   | 2.24 | 5.0000E-05 | 2.7364E-04 |
| 144 | Cyp28d1   | Cyp28d1   | 2L:5210460-5214730   | 2.23 | 7.0000E-04 | 2.8502E-03 |
| 145 | CAP       | CAP       | 2R:6154216-6194529   | 2.22 | 5.0000E-05 | 2.7364E-04 |
| 146 | CG7715    | CG7715    | 3R:14531173-14558068 | 2.22 | 1.0000E-02 | 2.7615E-02 |
| 147 | CG7025    | CG7025    | 2L:7691108-7692683   | 2.21 | 2.3500E-03 | 8.0730E-03 |
| 148 | CG30148   | CG30148   | 2R:16434534-16435186 | 2.21 | 3.9500E-03 | 1.2526E-02 |
| 149 | Obp18a    | Obp18a    | X:19029112-19029901  | 2.21 | 1.0000E-04 | 5.1606E-04 |
| 150 | CG13054   | CG13054   | 3L:16248939-16250291 | 2.20 | 3.3500E-03 | 1.0890E-02 |
| 151 | apt       | apt       | 2R:19452419-19488310 | 2.20 | 5.0000E-05 | 2.7364E-04 |
| 152 | Sr-CI     | Sr-CI     | 2L:4121720-4124002   | 2.20 | 5.0000E-05 | 2.7364E-04 |
| 153 | phm       | phm       | X:18579801-18582257  | 2.20 | 5.0000E-05 | 2.7364E-04 |
| 154 | CG10211   | CG10211   | 2L:18517492-18531782 | 2.19 | 5.0000E-05 | 2.7364E-04 |
| 155 | CG12068   | CG12068   | 3R:25620357-25625055 | 2.19 | 3.0000E-04 | 1.3573E-03 |
| 156 | CG33301   | CG33301   | 2L:10049481-10050956 | 2.18 | 5.0000E-05 | 2.7364E-04 |
| 157 | CG3244    | CG3244    | 2L:4796583-4801923   | 2.18 | 5.0000E-05 | 2.7364E-04 |
| 158 | Ir21a     | Ir21a     | 2L:21918-25151       | 2.18 | 5.0000E-05 | 2.7364E-04 |
| 159 | CG15212   | CG15212   | 3L:5124649-5125227   | 2.17 | 5.0000E-05 | 2.7364E-04 |
| 160 | RluA-1    | RluA-1    | 2L:10463335-10474347 | 2.17 | 1.0000E-04 | 5.1606E-04 |
| 161 | Tsp42Eg   | Tsp42Eg   | 2R:2916417-2920741   | 2.17 | 1.0000E-04 | 5.1606E-04 |
| 162 | Thor      | Thor      | 2L:3478433-3479612   | 2.16 | 5.0000E-05 | 2.7364E-04 |
| 163 | CG7432    | CG7432    | 3R:15490817-15496549 | 2.16 | 5.0000E-05 | 2.7364E-04 |
| 164 | CG31099   | CG31099   | 3R:21135150-21136665 | 2.16 | 1.0000E-03 | 3.9012E-03 |
| 165 | CG3091    | CG3091    | X:2146364-2148163    | 2.16 | 4.5000E-04 | 1.9354E-03 |
| 166 | Gs2       | Gs2       | X:11316887-11324228  | 2.15 | 5.0000E-05 | 2.7364E-04 |
| 167 | CG16727   | CG16727   | 3R:15439102-15441506 | 2.14 | 5.0000E-05 | 2.7364E-04 |

|     |             |             |                      |      |            |            |
|-----|-------------|-------------|----------------------|------|------------|------------|
| 168 | CG31198     | CG31198     | 3R:17580045-17583490 | 2.14 | 5.0000E-05 | 2.7364E-04 |
| 169 | CG13833     | CG13833     | 3R:18859005-18861285 | 2.13 | 1.0000E-04 | 5.1606E-04 |
| 170 | CG31817     | CG31817     | 2L:16330622-16337807 | 2.13 | 5.0000E-05 | 2.7364E-04 |
| 171 | CG9733      | CG9733      | 3R:26069697-26072425 | 2.13 | 5.0000E-05 | 2.7364E-04 |
| 172 | BM-40-SPARC | BM-40-SPARC | 3R:22694953-22697738 | 2.12 | 5.0000E-05 | 2.7364E-04 |
| 173 | Tsp42Eh     | Tsp42Eh     | 2R:2921067-2922424   | 2.12 | 1.8500E-03 | 6.6214E-03 |
| 174 | CG9698      | CG9698      | 3R:26340545-26342641 | 2.11 | 1.1500E-03 | 4.4143E-03 |
| 175 | Hsromega    | Hsromega    | 3R:17122344-17136428 | 2.10 | 5.0000E-05 | 2.7364E-04 |
| 176 | orb         | orb         | 3R:19090363-19106571 | 2.10 | 1.0000E-04 | 5.1606E-04 |
| 177 | CG14879     | CG14879     | 3R:12171854-12174946 | 2.09 | 5.0000E-05 | 2.7364E-04 |
| 178 | CG13278     | CG13278     | 2L:16758349-16760138 | 2.09 | 7.0000E-04 | 2.8502E-03 |
| 179 | ste24c      | ste24c      | 2R:12861464-12886099 | 2.09 | 7.0000E-04 | 2.8502E-03 |
| 180 | CG13035     | CG13035     | 3L:16389661-16393157 | 2.09 | 5.0000E-05 | 2.7364E-04 |
| 181 | beat-IIIc   | beat-IIIc   | 2L:17189809-17260732 | 2.09 | 3.0000E-04 | 1.3573E-03 |
| 182 | CG1136      | CG1136      | 3L:4046610-4059665   | 2.06 | 9.0000E-04 | 3.5694E-03 |
| 183 | CG31445     | CG31445     | 3R:25066301-25070220 | 2.06 | 5.0000E-05 | 2.7364E-04 |
| 184 | CG15531     | CG15531     | 3R:26019926-26021950 | 2.06 | 1.0000E-04 | 5.1606E-04 |
| 185 | CG7458      | CG7458      | 3L:21948210-21951141 | 2.06 | 6.0000E-04 | 2.4964E-03 |
| 186 | CG31924     | CG31924     | 2L:1352969-1355924   | 2.06 | 6.5000E-03 | 1.9213E-02 |
| 187 | Osi2        | Osi2        | 3R:2036720-2039214   | 2.05 | 5.0000E-05 | 2.7364E-04 |
| 188 | CG14946     | CG14946     | 2L:12063522-12066772 | 2.05 | 5.0000E-05 | 2.7364E-04 |
| 189 | Obp57e      | Obp57e      | 2R:16435320-16435796 | 2.05 | 2.8500E-03 | 9.5307E-03 |
| 190 | CG32082     | CG32082     | 3L:11129148-11156742 | 2.04 | 5.0000E-05 | 2.7364E-04 |
| 191 | Ntl         | Ntl         | 2L:7711019-7714032   | 2.03 | 5.0000E-05 | 2.7364E-04 |
| 192 | dpr16       | dpr16       | 3R:976629-995849     | 2.03 | 5.0000E-05 | 2.7364E-04 |
| 193 | fd96Cb      | fd96Cb      | 3R:20920830-20921655 | 2.03 | 5.0000E-05 | 2.7364E-04 |
| 194 | rgn         | rgn         | 3L:21375623-21426267 | 2.02 | 5.0000E-05 | 2.7364E-04 |
| 195 | CG32557     | CG32557     | X:17746990-17750156  | 2.01 | 1.7000E-03 | 6.1650E-03 |
| 196 | SP1173      | SP1173      | 3L:6682424-6696619   | 2.00 | 5.0000E-05 | 2.7364E-04 |
| 197 | CG5953      | CG5953      | 2L:16509119-16532877 | 1.98 | 5.0000E-05 | 2.7364E-04 |
| 198 | CG13177     | CG13177     | 2R:8051179-8051898   | 1.98 | 7.1000E-03 | 2.0705E-02 |
| 199 | dp          | dp          | 2L:4479470-4591963   | 1.97 | 5.0000E-05 | 2.7364E-04 |
| 200 | CG7800      | CG7800      | 3R:4043699-4045456   | 1.97 | 5.0000E-05 | 2.7364E-04 |
| 201 | CG1718      | CG1718      | X:21163740-21171389  | 1.97 | 5.0000E-05 | 2.7364E-04 |
| 202 | CG31028     | CG31028     | 3R:25992352-25996925 | 1.96 | 5.0000E-05 | 2.7364E-04 |
| 203 | CG2269      | CG2269      | 2R:5975075-5983921   | 1.96 | 5.0000E-05 | 2.7364E-04 |
| 204 | CG14606     | CG14606     | 3R:3040060-3042805   | 1.96 | 7.0000E-04 | 2.8502E-03 |
| 205 | CG1623      | CG1623      | 2R:5715605-5724147   | 1.96 | 1.5000E-04 | 7.3812E-04 |
| 206 | CG8564      | CG8564      | 3L:7378747-7380499   | 1.96 | 1.1500E-03 | 4.4143E-03 |
| 207 | B-H2        | B-H2        | X:17208613-17218195  | 1.96 | 5.0000E-05 | 2.7364E-04 |
| 208 | CG42730     | CG42730     | 2L:6127871-6130659   | 1.96 | 5.0000E-04 | 2.1172E-03 |
| 209 | CG4678      | CG4678      | X:16590164-16605178  | 1.96 | 5.0000E-05 | 2.7364E-04 |

|     |         |         |                      |      |            |            |
|-----|---------|---------|----------------------|------|------------|------------|
| 210 | upd3    | upd3    | X:18171265-18178632  | 1.96 | 5.0000E-05 | 2.7364E-04 |
| 211 | bru-2   | bru-2   | 2L:12344380-12397534 | 1.95 | 5.0000E-05 | 2.7364E-04 |
| 212 | CG30377 | CG30377 | 2R:3788457-3802515   | 1.95 | 5.0000E-05 | 2.7364E-04 |
| 213 | CG10550 | CG10550 | 3R:21132128-21134109 | 1.95 | 5.0000E-05 | 2.7364E-04 |
| 214 | CG6643  | CG6643  | 3R:20370440-20382271 | 1.94 | 5.0000E-05 | 2.7364E-04 |
| 215 | CG32815 | CG32815 | X:824963-828792      | 1.92 | 3.0000E-04 | 1.3573E-03 |
| 216 | Tsp42En | Tsp42En | 2R:2940278-2941548   | 1.92 | 3.4500E-03 | 1.1176E-02 |
| 217 | Syn2    | Syn2    | 2R:12439764-12445988 | 1.91 | 5.0000E-05 | 2.7364E-04 |
| 218 | Prestin | Prestin | 3L:17892368-17894853 | 1.91 | 5.0000E-05 | 2.7364E-04 |
| 219 | CG7349  | CG7349  | X:18788539-18790616  | 1.91 | 5.0000E-05 | 2.7364E-04 |
| 220 | CG7742  | CG7742  | 2L:5210460-5214730   | 1.91 | 3.3500E-03 | 1.0890E-02 |
| 221 | CG8925  | CG8925  | 3R:11997730-12006200 | 1.91 | 5.0000E-05 | 2.7364E-04 |
| 222 | nvx     | nvx     | 2R:20163259-20178611 | 1.91 | 5.0000E-05 | 2.7364E-04 |
| 223 | CG5928  | CG5928  | X:5961992-5968890    | 1.91 | 1.1700E-02 | 3.1534E-02 |
| 224 | CG33225 | CG33225 | 2R:17477890-17479089 | 1.90 | 5.0000E-05 | 2.7364E-04 |
| 225 | CG42808 | CG42808 | 2R:9461122-9461747   | 1.89 | 8.0000E-04 | 3.2221E-03 |
| 226 | Act57B  | Act57B  | 2R:16831532-16833945 | 1.89 | 1.7000E-03 | 6.1650E-03 |
| 227 | jdp     | jdp     | 3R:26342773-26352761 | 1.89 | 5.0000E-05 | 2.7364E-04 |
| 228 | LvpD    | LvpD    | 2R:4341136-4343291   | 1.89 | 5.0000E-05 | 2.7364E-04 |
| 229 | CG8547  | CG8547  | 2R:10148710-10155419 | 1.89 | 5.0000E-05 | 2.7364E-04 |
| 230 | Sox15   | Sox15   | 2R:10088887-10099914 | 1.89 | 5.0000E-05 | 2.7364E-04 |
| 231 | CG5565  | CG5565  | 2L:1352969-1355924   | 1.88 | 3.5000E-03 | 1.1303E-02 |
| 232 | CG14709 | CG14709 | 3R:7394971-7404467   | 1.87 | 5.0000E-05 | 2.7364E-04 |
| 233 | CG1143  | CG1143  | 3L:2645375-2646605   | 1.87 | 5.0000E-05 | 2.7364E-04 |
| 234 | CG31755 | CG31755 | 2L:9995560-10002446  | 1.87 | 5.0000E-05 | 2.7364E-04 |
| 235 | CG1572  | CG1572  | X:11449317-11452687  | 1.87 | 5.0000E-05 | 2.7364E-04 |
| 236 | CG13936 | CG13936 | 3L:1850914-1855591   | 1.87 | 2.7500E-03 | 9.2394E-03 |
| 237 | CG13624 | CG13624 | 3R:20385001-20408577 | 1.86 | 5.0000E-05 | 2.7364E-04 |
| 238 | Task7   | Task7   | 3R:5236050-5238015   | 1.86 | 5.0000E-05 | 2.7364E-04 |
| 239 | CG31233 | CG31233 | 3R:17575574-17578959 | 1.86 | 5.0000E-05 | 2.7364E-04 |
| 240 | CG6231  | CG6231  | 3R:15441745-15458440 | 1.86 | 5.0000E-05 | 2.7364E-04 |
| 241 | Cht4    | Cht4    | 2R:16952884-16954592 | 1.85 | 9.5000E-04 | 3.7311E-03 |
| 242 | CG15701 | CG15701 | 2R:12110718-12121591 | 1.85 | 2.0000E-04 | 9.4764E-04 |
| 243 | CG15459 | CG15459 | X:20283367-20284635  | 1.85 | 6.9500E-03 | 2.0318E-02 |
| 244 | CG32262 | CG32262 | 3L:3809145-3810181   | 1.85 | 1.5600E-02 | 3.9888E-02 |
| 245 | PebIII  | PebIII  | 2R:19914055-19915040 | 1.84 | 5.0000E-05 | 2.7364E-04 |
| 246 | CG14275 | CG14275 | 2L:8327457-8332911   | 1.84 | 5.0000E-05 | 2.7364E-04 |
| 247 | CG9119  | CG9119  | 3L:1203315-1204792   | 1.84 | 8.1500E-03 | 2.3208E-02 |
| 248 | CG13856 | CG13856 | 3R:18228376-18230783 | 1.84 | 7.8000E-03 | 2.2396E-02 |
| 249 | Rcd2    | Rcd2    | 3L:20521067-20533514 | 1.83 | 5.0000E-05 | 2.7364E-04 |
| 250 | CG9313  | CG9313  | 2R:16866848-16874000 | 1.83 | 5.0000E-05 | 2.7364E-04 |
| 251 | CG9455  | CG9455  | 2R:2769169-2772378   | 1.82 | 5.0000E-05 | 2.7364E-04 |
| 252 | CG11835 | CG11835 | 2L:560793-563303     | 1.82 | 5.0000E-05 | 2.7364E-04 |

|     |               |               |                      |      |            |            |
|-----|---------------|---------------|----------------------|------|------------|------------|
| 253 | chp           | chp           | 3R:27029903-27036452 | 1.82 | 5.0000E-05 | 2.7364E-04 |
| 254 | CG15414       | CG15414       | 2L:3480754-3491048   | 1.81 | 5.0000E-05 | 2.7364E-04 |
| 255 | CG4562        | CG4562        | 3R:15692861-15700941 | 1.81 | 5.0000E-05 | 2.7364E-04 |
| 256 | Tob           | Tob           | X:15973046-15985369  | 1.80 | 5.0000E-05 | 2.7364E-04 |
| 257 | CG30460       | CG30460       | 2R:12950281-12968762 | 1.80 | 5.0000E-05 | 2.7364E-04 |
| 258 | CG34002       | CG34002       | 3L:17851573-17853582 | 1.79 | 1.2000E-03 | 4.5893E-03 |
| 259 | Tsp42EI       | Tsp42EI       | 2R:2933277-2936050   | 1.79 | 5.0000E-05 | 2.7364E-04 |
| 260 | GstD8         | GstD8         | 3R:8205744-8206537   | 1.79 | 3.6000E-03 | 1.1558E-02 |
| 261 | CG11841       | CG11841       | 3R:24876777-24877989 | 1.78 | 3.7000E-03 | 1.1838E-02 |
| 262 | Btd           | Btd           | X:6111512-6113327    | 1.78 | 6.5000E-04 | 2.6711E-03 |
| 263 | CG11395       | CG11395       | 2R:13024745-13026337 | 1.78 | 1.5000E-04 | 7.3812E-04 |
| 264 | CG6372        | CG6372        | 3L:8610334-8612574   | 1.77 | 5.0000E-05 | 2.7364E-04 |
| 265 | per           | per           | X:2579612-2587919    | 1.77 | 5.0000E-05 | 2.7364E-04 |
| 266 | CG31871       | CG31871       | 2L:10662086-10671489 | 1.76 | 1.5000E-04 | 7.3812E-04 |
| 267 | pdm3          | pdm3          | 2R:4215004-4283785   | 1.75 | 5.0000E-05 | 2.7364E-04 |
| 268 | Nox           | Nox           | 2R:12197071-12203725 | 1.75 | 5.0000E-05 | 2.7364E-04 |
| 269 | Socs36E       | Socs36E       | 2L:18138667-18152410 | 1.75 | 5.0000E-05 | 2.7364E-04 |
| 270 | NLaz          | NLaz          | 2L:1359982-1361732   | 1.75 | 3.0500E-03 | 1.0095E-02 |
| 271 | CG10483       | CG10483       | 3L:5911004-5914398   | 1.75 | 2.0000E-04 | 9.4764E-04 |
| 272 | CG10249       | CG10249       | 2R:10788974-10815585 | 1.75 | 5.0000E-05 | 2.7364E-04 |
| 273 | CG14566       | CG14566       | 3L:21732578-21733409 | 1.74 | 1.0000E-04 | 5.1606E-04 |
| 274 | Cht12         | Cht12         | 2R:16949150-16952491 | 1.74 | 1.4850E-02 | 3.8317E-02 |
| 275 | GstD6         | GstD6         | 3R:8202893-8203629   | 1.74 | 5.0000E-05 | 2.7364E-04 |
| 276 | CG7991        | CG7991        | 3L:1674708-1715541   | 1.74 | 5.0000E-05 | 2.7364E-04 |
| 277 | GstD4         | GstD4         | 3R:8199823-8200546   | 1.73 | 5.0000E-05 | 2.7364E-04 |
| 278 | CG5397        | CG5397        | 2L:1240037-1242205   | 1.72 | 1.0000E-04 | 5.1606E-04 |
| 279 | CG14225       | CG14225       | X:19566668-19569992  | 1.72 | 5.0000E-05 | 2.7364E-04 |
| 280 | ry            | ry            | 3R:8858258-8863748   | 1.71 | 5.0000E-05 | 2.7364E-04 |
| 281 | Drep-3        | Drep-3        | 2R:7940448-7950374   | 1.71 | 5.0000E-05 | 2.7364E-04 |
| 282 | CG17930       | CG17930       | 3R:12153571-12155345 | 1.71 | 3.4000E-03 | 1.1033E-02 |
| 283 | CG9899        | CG9899        | 2R:19046428-19049553 | 1.71 | 5.0000E-05 | 2.7364E-04 |
| 284 | CG13893       | CG13893       | 3L:593245-604001     | 1.71 | 5.0000E-05 | 2.7364E-04 |
| 285 | CG2650        | CG2650        | X:2579612-2587919    | 1.70 | 1.3250E-02 | 3.4914E-02 |
| 286 | CG5561        | CG5561        | 2L:1352969-1355924   | 1.70 | 1.0350E-02 | 2.8438E-02 |
| 287 | CG30456       | CG30456       | 2R:12990371-12995047 | 1.70 | 3.4000E-03 | 1.1033E-02 |
| 288 | Peritrophin-A | Peritrophin-A | X:20115726-20119273  | 1.70 | 5.0000E-05 | 2.7364E-04 |
| 289 | yellow-e3     | yellow-e3     | 3R:9229144-9230590   | 1.70 | 5.0000E-05 | 2.7364E-04 |
| 290 | CG14955       | CG14955       | 3L:3110127-3114248   | 1.69 | 5.0000E-05 | 2.7364E-04 |
| 291 | os            | os            | X:18199376-18203021  | 1.69 | 5.0000E-05 | 2.7364E-04 |
| 292 | Or7a          | Or7a          | X:8058298-8059741    | 1.69 | 3.9000E-03 | 1.2401E-02 |
| 293 | CG5455        | CG5455        | 3R:22287250-22295732 | 1.69 | 5.0000E-05 | 2.7364E-04 |
| 294 | CG8066        | CG8066        | 3R:10393331-10394532 | 1.68 | 1.5000E-04 | 7.3812E-04 |

|     |          |          |                      |      |            |            |
|-----|----------|----------|----------------------|------|------------|------------|
| 295 | CG9454   | CG9454   | 2R:2766822-2768220   | 1.68 | 2.1500E-03 | 7.5077E-03 |
| 296 | CG31002  | CG31002  | 3R:27219303-27221020 | 1.68 | 1.4000E-03 | 5.2360E-03 |
| 297 | nemy     | nemy     | 2R:8557987-8567094   | 1.67 | 5.0000E-05 | 2.7364E-04 |
| 298 | Act87E   | Act87E   | 3R:9251706-9253811   | 1.67 | 5.0000E-05 | 2.7364E-04 |
| 299 | CG31036  | CG31036  | 3R:25733830-25738614 | 1.67 | 5.0000E-05 | 2.7364E-04 |
| 300 | Ahcy89E  | Ahcy89E  | 3R:12804160-12807905 | 1.67 | 3.5000E-04 | 1.5496E-03 |
| 301 | llp6     | llp6     | X:2225525-2227719    | 1.67 | 1.2500E-03 | 4.7454E-03 |
| 302 | CG13032  | CG13032  | 3L:16667063-16669364 | 1.66 | 1.0000E-04 | 5.1606E-04 |
| 303 | CG13183  | CG13183  | 2R:7791827-7800280   | 1.66 | 5.0000E-05 | 2.7364E-04 |
| 304 | CG31324  | CG31324  | 3R:21932591-21955912 | 1.66 | 2.3000E-03 | 7.9393E-03 |
| 305 | CG32392  | CG32392  | 3L:6749722-6756346   | 1.65 | 5.0000E-05 | 2.7364E-04 |
| 306 | CG12934  | CG12934  | 2R:6536387-6537250   | 1.65 | 3.0000E-04 | 1.3573E-03 |
| 307 | Drip     | Drip     | 2R:7299446-7317146   | 1.65 | 5.0000E-05 | 2.7364E-04 |
| 308 | CG8630   | CG8630   | 3R:9105444-9110316   | 1.65 | 2.0000E-04 | 9.4764E-04 |
| 309 | CG32703  | CG32703  | X:9155408-9161731    | 1.64 | 5.0000E-05 | 2.7364E-04 |
| 310 | CG3078   | CG3078   | X:2148431-2153896    | 1.64 | 5.0000E-05 | 2.7364E-04 |
| 311 | btl      | btl      | 3L:14064991-14075985 | 1.64 | 5.0000E-05 | 2.7364E-04 |
| 312 | CG17667  | CG17667  | 3L:12777528-12798214 | 1.64 | 3.5500E-03 | 1.1437E-02 |
| 313 | m6       | m6       | 3R:21858632-21859769 | 1.64 | 5.0000E-05 | 2.7364E-04 |
| 314 | Gr59e    | Gr59e    | 2R:19428576-19429902 | 1.63 | 1.5000E-03 | 5.5542E-03 |
| 315 | CG9447   | CG9447   | 2R:2760836-2763118   | 1.63 | 5.0000E-04 | 2.1172E-03 |
| 316 | fend     | fend     | X:9019164-9029051    | 1.63 | 5.0000E-05 | 2.7364E-04 |
| 317 | CG42235  | CG42235  | 3R:21732751-21748219 | 1.62 | 4.5000E-04 | 1.9354E-03 |
| 318 | CG42755  | CG42755  | 3L:11376483-11377323 | 1.62 | 2.0050E-02 | 4.9344E-02 |
| 319 | CG15005  | CG15005  | 3L:4193992-4204338   | 1.62 | 1.3650E-02 | 3.5796E-02 |
| 320 | CG7886   | CG7886   | 3R:10452394-10468285 | 1.62 | 5.0000E-05 | 2.7364E-04 |
| 321 | Cpr62Bc  | Cpr62Bc  | 3L:1840277-1842080   | 1.62 | 1.6300E-02 | 4.1451E-02 |
| 322 | CG7884   | CG7884   | X:19114656-19129946  | 1.61 | 5.0000E-05 | 2.7364E-04 |
| 323 | ppk12    | ppk12    | 2R:18314983-18317089 | 1.61 | 2.9000E-03 | 9.6632E-03 |
| 324 | Oatp33Ea | Oatp33Ea | 2L:12441399-12445911 | 1.61 | 6.5000E-04 | 2.6711E-03 |
| 325 | kay      | kay      | 3R:25592496-25619838 | 1.61 | 5.0000E-05 | 2.7364E-04 |
| 326 | Tsp42Ed  | Tsp42Ed  | 2R:2897364-2899359   | 1.61 | 2.8000E-03 | 9.3904E-03 |
| 327 | burs     | burs     | 3R:17595272-17595916 | 1.60 | 1.6750E-02 | 4.2364E-02 |
| 328 | yellow-b | yellow-b | 2L:16754335-16758283 | 1.60 | 5.0000E-05 | 2.7364E-04 |
| 329 | CG11872  | CG11872  | 3R:6128611-6133442   | 1.60 | 5.0000E-05 | 2.7364E-04 |
| 330 | Hsc70-1  | Hsc70-1  | 3L:13967276-13970879 | 1.60 | 5.0000E-05 | 2.7364E-04 |
| 331 | Edg91    | Edg91    | 3R:13436577-13437233 | 1.59 | 5.0000E-05 | 2.7364E-04 |
| 332 | CG15611  | CG15611  | 2R:12996351-13001866 | 1.59 | 5.0000E-05 | 2.7364E-04 |
| 333 | CG6967   | CG6967   | 2R:12950281-12968762 | 1.59 | 5.1500E-03 | 1.5742E-02 |
| 334 | Tsp33B   | Tsp33B   | 2L:11791024-11792365 | 1.58 | 3.5000E-04 | 1.5496E-03 |
| 335 | CG8028   | CG8028   | X:19171288-19174381  | 1.58 | 1.5000E-03 | 5.5542E-03 |
| 336 | CG6999   | CG6999   | X:8982399-8983347    | 1.57 | 3.5000E-04 | 1.5496E-03 |
| 337 | CG10126  | CG10126  | 3R:8681259-8684939   | 1.56 | 5.0000E-05 | 2.7364E-04 |

|     |                |                |                      |      |            |            |
|-----|----------------|----------------|----------------------|------|------------|------------|
| 338 | AdoR           | AdoR           | 3R:25960996-25964247 | 1.56 | 1.1500E-03 | 4.4143E-03 |
| 339 | LvpH           | LvpH           | 2R:4334973-4339404   | 1.56 | 3.6000E-03 | 1.1558E-02 |
| 340 | yellow-f2      | yellow-f2      | 3R:8819114-8820869   | 1.56 | 5.0000E-05 | 2.7364E-04 |
| 341 | ort            | ort            | 3R:15485469-15489401 | 1.56 | 2.3000E-03 | 7.9393E-03 |
| 342 | ppk23          | ppk23          | X:17460818-17463168  | 1.56 | 1.8000E-03 | 6.4647E-03 |
| 343 | Cpr57A         | Cpr57A         | 2R:16435871-16437597 | 1.56 | 5.0000E-05 | 2.7364E-04 |
| 344 | Or9a           | Or9a           | X:10352218-10353709  | 1.56 | 2.0000E-04 | 9.4764E-04 |
| 345 | su(r)          | su(r)          | X:9090838-9096770    | 1.55 | 9.5000E-04 | 3.7311E-03 |
| 346 | mwh            | mwh            | 3L:1208424-1232701   | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 347 | ken            | ken            | 2R:19757797-19764965 | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 348 | gd             | gd             | X:11879566-11881780  | 1.55 | 8.0000E-04 | 3.2221E-03 |
| 349 | CG32301        | CG32301        | 3L:2244529-2248483   | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 350 | CG9722         | CG9722         | 3R:9978606-9979551   | 1.55 | 1.7350E-02 | 4.3727E-02 |
| 351 | tup            | tup            | 2L:18859499-18881256 | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 352 | CG1441         | CG1441         | 2R:5786522-5790788   | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 353 | CG42575        | CG42575        | 3L:11116460-11127763 | 1.55 | 5.0000E-05 | 2.7364E-04 |
| 354 | CG10560        | CG10560        | 3R:21144271-21145801 | 1.54 | 5.0000E-05 | 2.7364E-04 |
| 355 | CG2196         | CG2196         | 3R:27577546-27580413 | 1.54 | 5.0000E-05 | 2.7364E-04 |
| 356 | hdc            | hdc            | 3R:26103655-26187891 | 1.54 | 5.0000E-05 | 2.7364E-04 |
| 357 | CG31897        | CG31897        | 2L:8442446-8445660   | 1.54 | 5.0000E-05 | 2.7364E-04 |
| 358 | CG17639        | CG17639        | 3R:8209082-8211348   | 1.54 | 9.0500E-03 | 2.5299E-02 |
| 359 | CG8394         | CG8394         | 2R:10086504-10088226 | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 360 | SNF4Agamm<br>a | SNF4Agamm<br>a | 3R:16966462-17038409 | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 361 | dyl            | dyl            | 3L:4293994-4307711   | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 362 | zfh2           | zfh2           | 4:524476-560418      | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 363 | ab             | ab             | 2L:11210680-11269179 | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 364 | Mef2           | Mef2           | 2R:5801000-5846313   | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 365 | CG8709         | CG8709         | 2R:4024823-4044128   | 1.53 | 5.0000E-05 | 2.7364E-04 |
| 366 | lectin-28C     | lectin-28C     | 2L:7857089-7857931   | 1.53 | 7.3000E-03 | 2.1215E-02 |
| 367 | CG3323         | CG3323         | X:5190113-5201450    | 1.52 | 5.2000E-03 | 1.5864E-02 |
| 368 | Or65a          | Or65a          | 3L:6313710-6315198   | 1.52 | 1.5500E-03 | 5.6919E-03 |
| 369 | CG3706         | CG3706         | X:824963-828792      | 1.52 | 3.2000E-03 | 1.0487E-02 |
| 370 | Cha            | Cha            | 3R:14531173-14558068 | 1.52 | 5.0000E-05 | 2.7364E-04 |
| 371 | CG3841         | CG3841         | 2L:9589475-9591783   | 1.52 | 6.2000E-03 | 1.8461E-02 |
| 372 | CG30345        | CG30345        | 2R:5036331-5038809   | 1.51 | 3.0000E-04 | 1.3573E-03 |
| 373 | CG31547        | CG31547        | 3R:1315226-1328424   | 1.51 | 5.0000E-05 | 2.7364E-04 |
| 374 | CG42249        | CG42249        | X:10990305-11002192  | 1.51 | 4.8500E-03 | 1.5012E-02 |
| 375 | CG7059         | CG7059         | 3R:18215501-18219826 | 1.51 | 2.0000E-04 | 9.4764E-04 |
| 376 | CG31875        | CG31875        | 2L:9995560-10002446  | 1.51 | 2.0500E-03 | 7.2098E-03 |
| 377 | form3          | form3          | 3L:7087917-7118623   | 1.51 | 5.0000E-05 | 2.7364E-04 |
| 378 | CG17669        | CG17669        | 2R:14340241-14341967 | 1.51 | 5.0000E-05 | 2.7364E-04 |
| 379 | CG7227         | CG7227         | 2L:7994836-7998144   | 1.51 | 1.9500E-03 | 6.9182E-03 |

|     |          |          |                      |      |            |            |
|-----|----------|----------|----------------------|------|------------|------------|
| 380 | Cyp12a5  | Cyp12a5  | 3R:14958173-14960429 | 1.50 | 5.0000E-05 | 2.7364E-04 |
| 381 | CG1674   | CG1674   | 4:251355-266529      | 1.50 | 5.0000E-05 | 2.7364E-04 |
| 382 | CG6043   | CG6043   | 2L:13261009-13286409 | 1.50 | 5.0000E-05 | 2.7364E-04 |
| 383 | Ance-2   | Ance-2   | 2L:13909639-13911640 | 1.50 | 5.0000E-05 | 2.7364E-04 |
| 384 | kirre    | kirre    | X:2846239-3026836    | 1.49 | 6.5000E-04 | 2.6711E-03 |
| 385 | CG13995  | CG13995  | 2L:6054306-6060169   | 1.49 | 5.0000E-04 | 2.1172E-03 |
| 386 | CG31676  | CG31676  | 2L:20840799-20849182 | 1.49 | 3.5000E-04 | 1.5496E-03 |
| 387 | CG2254   | CG2254   | X:7972381-7975635    | 1.49 | 1.3650E-02 | 3.5796E-02 |
| 388 | CG42636  | CG42636  | 3L:19712626-19786663 | 1.48 | 1.0000E-04 | 5.1606E-04 |
| 389 | CG10253  | CG10253  | 2R:10817587-10822366 | 1.48 | 4.0000E-04 | 1.7372E-03 |
| 390 | CG10226  | CG10226  | 3L:6227416-6232689   | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 391 | CAH2     | CAH2     | 3L:12172978-12176455 | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 392 | CG4267   | CG4267   | 2L:2242378-2244415   | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 393 | CG13300  | CG13300  | 3L:6324129-6325996   | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 394 | pwn      | pwn      | 2R:3182812-3187907   | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 395 | peb      | peb      | X:4511601-4520256    | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 396 | CG12643  | CG12643  | X:10158256-10159290  | 1.48 | 5.0000E-05 | 2.7364E-04 |
| 397 | CG14441  | CG14441  | X:6593878-6611012    | 1.47 | 5.0000E-05 | 2.7364E-04 |
| 398 | Cyp28c1  | Cyp28c1  | X:11733640-11735414  | 1.47 | 1.3450E-02 | 3.5351E-02 |
| 399 | CG14329  | CG14329  | 3R:13435083-13436255 | 1.47 | 2.2000E-03 | 7.6508E-03 |
| 400 | trpml    | trpml    | 3L:19706959-19711450 | 1.47 | 1.5000E-04 | 7.3812E-04 |
| 401 | CG4907   | CG4907   | 3R:18533507-18536485 | 1.47 | 1.7500E-03 | 6.3168E-03 |
| 402 | CG3884   | CG3884   | 2R:8835852-8839791   | 1.47 | 5.5000E-04 | 2.3101E-03 |
| 403 | CG4096   | CG4096   | X:5593219-5611811    | 1.47 | 5.0000E-05 | 2.7364E-04 |
| 404 | CG5070   | CG5070   | X:17097146-17097958  | 1.46 | 4.7500E-03 | 1.4727E-02 |
| 405 | CG14984  | CG14984  | 3L:3951189-3952420   | 1.46 | 5.0000E-05 | 2.7364E-04 |
| 406 | CG1124   | CG1124   | 3R:791168-794226     | 1.45 | 9.9500E-03 | 2.7501E-02 |
| 407 | Lsp1beta | Lsp1beta | 2L:898646-901320     | 1.45 | 5.0000E-05 | 2.7364E-04 |
| 408 | CG7402   | CG7402   | 3L:17880804-17884504 | 1.45 | 1.8500E-03 | 6.6214E-03 |
| 409 | CG8177   | CG8177   | 3L:9756651-9779365   | 1.45 | 5.0000E-05 | 2.7364E-04 |
| 410 | fz3      | fz3      | X:664060-677344      | 1.44 | 5.0000E-05 | 2.7364E-04 |
| 411 | CG30181  | CG30181  | 2R:19426153-19428296 | 1.44 | 6.4500E-03 | 1.9102E-02 |
| 412 | sls      | sls      | 3L:2040178-2115617   | 1.44 | 5.0000E-05 | 2.7364E-04 |
| 413 | cv-c     | cv-c     | 3R:10217401-10307410 | 1.43 | 5.0000E-05 | 2.7364E-04 |
| 414 | CG13928  | CG13928  | 3L:1618391-1629298   | 1.43 | 4.0000E-04 | 1.7372E-03 |
| 415 | dpp      | dpp      | 2L:2428453-2459609   | 1.43 | 5.0000E-05 | 2.7364E-04 |
| 416 | CG32364  | CG32364  | 3L:8202676-8203771   | 1.43 | 5.0000E-05 | 2.7364E-04 |
| 417 | disco-r  | disco-r  | X:16012820-16042982  | 1.43 | 5.0000E-05 | 2.7364E-04 |
| 418 | CG34265  | CG34265  | 3L:3268494-3268994   | 1.42 | 4.0000E-04 | 1.7372E-03 |
| 419 | dpr17    | dpr17    | 3R:7920599-7937144   | 1.42 | 5.0000E-05 | 2.7364E-04 |
| 420 | CG11155  | CG11155  | 4:1147232-1156547    | 1.42 | 5.0000E-05 | 2.7364E-04 |
| 421 | CG2736   | CG2736   | 2R:20860943-20862894 | 1.42 | 5.0000E-05 | 2.7364E-04 |
| 422 | Arc1     | Arc1     | 2R:10245427-10247799 | 1.42 | 5.0000E-05 | 2.7364E-04 |

|     |                |                |                      |      |            |            |
|-----|----------------|----------------|----------------------|------|------------|------------|
| 423 | gsb            | gsb            | 2R:20949501-20952166 | 1.42 | 2.2000E-03 | 7.6508E-03 |
| 424 | CG12268        | CG12268        | 3R:19769349-19774141 | 1.42 | 5.0000E-05 | 2.7364E-04 |
| 425 | CG31087        | CG31087        | 3R:21136748-21139555 | 1.41 | 1.2200E-02 | 3.2571E-02 |
| 426 | ckd            | ckd            | 3L:3258154-3267845   | 1.41 | 5.0000E-05 | 2.7364E-04 |
| 427 | CG30497        | CG30497        | 2R:3625272-3670119   | 1.41 | 5.0000E-05 | 2.7364E-04 |
| 428 | Cyp6g2         | Cyp6g2         | 2R:8073167-8077882   | 1.41 | 2.7000E-03 | 9.0910E-03 |
| 429 | CG31776        | CG31776        | 2L:3470181-3472368   | 1.41 | 5.0000E-04 | 2.1172E-03 |
| 430 | Ptr            | Ptr            | 2R:2069479-2083512   | 1.40 | 5.0000E-05 | 2.7364E-04 |
| 431 | CG6428         | CG6428         | X:3859458-3862597    | 1.40 | 1.5000E-04 | 7.3812E-04 |
| 432 | Rph            | Rph            | X:10643109-10651699  | 1.40 | 5.0000E-05 | 2.7364E-04 |
| 433 | CG8083         | CG8083         | 2R:4966231-4969879   | 1.40 | 4.0000E-04 | 1.7372E-03 |
| 434 | Gr93d          | Gr93d          | 3R:17671175-17672381 | 1.40 | 1.5000E-04 | 7.3812E-04 |
| 435 | Ccap           | Ccap           | 3R:18526303-18530061 | 1.39 | 5.2000E-03 | 1.5864E-02 |
| 436 | Dhc62B         | Dhc62B         | 3L:1756158-1771650   | 1.39 | 1.1850E-02 | 3.1855E-02 |
| 437 | Cyp4e1         | Cyp4e1         | 2R:4334973-4339404   | 1.39 | 5.0000E-05 | 2.7364E-04 |
| 438 | CG6490         | CG6490         | 3R:22296824-22360939 | 1.38 | 5.0000E-05 | 2.7364E-04 |
| 439 | CG13003        | CG13003        | X:16738839-16747269  | 1.38 | 5.0000E-05 | 2.7364E-04 |
| 440 | Strn-Mlck      | Strn-Mlck      | 2R:11830385-11873458 | 1.38 | 5.0000E-05 | 2.7364E-04 |
| 441 | tio            | tio            | 2L:22019315-22024313 | 1.38 | 5.0000E-05 | 2.7364E-04 |
| 442 | CG2187         | CG2187         | 3R:27581077-27584359 | 1.38 | 3.5000E-04 | 1.5496E-03 |
| 443 | CG13299        | CG13299        | 3L:6224904-6225461   | 1.37 | 9.0500E-03 | 2.5299E-02 |
| 444 | CG11321        | CG11321        | 2L:6760526-6770949   | 1.37 | 3.0000E-04 | 1.3573E-03 |
| 445 | C901           | C901           | X:10858239-10861165  | 1.37 | 1.2000E-03 | 4.5893E-03 |
| 446 | Fmo-1          | Fmo-1          | 2R:19850497-19852175 | 1.37 | 8.5500E-03 | 2.4103E-02 |
| 447 | itp            | itp            | 2R:20419122-20446273 | 1.37 | 5.0000E-05 | 2.7364E-04 |
| 448 | Esp            | Esp            | 3R:20667764-20676134 | 1.37 | 3.9500E-03 | 1.2526E-02 |
| 449 | GstD5          | GstD5          | 3R:8201485-8202136   | 1.37 | 3.5000E-04 | 1.5496E-03 |
| 450 | Ance-5         | Ance-5         | 2R:20776150-20778545 | 1.37 | 5.0000E-05 | 2.7364E-04 |
| 451 | Cht6           | Cht6           | X:9924144-9938633    | 1.37 | 5.0000E-05 | 2.7364E-04 |
| 452 | CG8398         | CG8398         | 3L:6602424-6611280   | 1.37 | 2.5000E-04 | 1.1552E-03 |
| 453 | CG13036        | CG13036        | 3L:16384221-16384781 | 1.36 | 4.2500E-03 | 1.3364E-02 |
| 454 | RhoGAP100<br>F | RhoGAP100<br>F | 3R:27638796-27670966 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 455 | osp            | osp            | 2L:14599775-14689325 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 456 | ss             | ss             | 3R:12200147-12229405 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 457 | Dr             | Dr             | 3R:25382108-25391007 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 458 | DAT            | DAT            | 2R:12446061-12452763 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 459 | Ddr            | Ddr            | 2L:6253122-6322251   | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 460 | CG42335        | CG42335        | 3R:17584495-17595023 | 1.36 | 1.0000E-04 | 5.1606E-04 |
| 461 | lmd            | lmd            | 3R:18846943-18852435 | 1.36 | 5.0000E-05 | 2.7364E-04 |
| 462 | cry            | cry            | 3R:15037914-15041166 | 1.35 | 9.5000E-04 | 3.7311E-03 |
| 463 | puc            | puc            | 3R:3931056-3948023   | 1.35 | 5.0000E-05 | 2.7364E-04 |
| 464 | disco          | disco          | X:16104630-16110767  | 1.35 | 5.0000E-05 | 2.7364E-04 |

|     |            |            |                      |      |            |            |
|-----|------------|------------|----------------------|------|------------|------------|
| 465 | Gr59f      | Gr59f      | 2R:19430032-19431408 | 1.35 | 2.5500E-03 | 8.6706E-03 |
| 466 | CG14949    | CG14949    | 3L:2642183-2643424   | 1.35 | 1.0000E-04 | 5.1606E-04 |
| 467 | CG15117    | CG15117    | 2R:15009734-15016746 | 1.35 | 3.7000E-03 | 1.1838E-02 |
| 468 | Cpr64Ad    | Cpr64Ad    | 3L:4215386-4216414   | 1.35 | 2.7000E-03 | 9.0910E-03 |
| 469 | CG17991    | CG17991    | 3R:23066988-23068052 | 1.35 | 1.4500E-03 | 5.3927E-03 |
| 470 | CG34043    | CG34043    | 2L:10278950-10280846 | 1.34 | 7.8000E-03 | 2.2396E-02 |
| 471 | CG11293    | CG11293    | 2R:19573201-19575503 | 1.34 | 1.0250E-02 | 2.8222E-02 |
| 472 | CG42637    | CG42637    | 3L:19712626-19786663 | 1.34 | 2.5000E-04 | 1.1552E-03 |
| 473 | stg        | stg        | 3R:25077539-25081502 | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 474 | CG8100     | CG8100     | 3L:14076727-14078834 | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 475 | Phlpp      | Phlpp      | 2L:19059646-19063049 | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 476 | CG15196    | CG15196    | X:11303979-11305700  | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 477 | neur       | neur       | 3R:4846067-4868072   | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 478 | CG8908     | CG8908     | 2R:16152436-16158290 | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 479 | dac        | dac        | 2L:16466509-16485984 | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 480 | ths        | ths        | 2R:7677873-7699520   | 1.34 | 5.0000E-05 | 2.7364E-04 |
| 481 | ttm2       | ttm2       | 3L:275163-276661     | 1.33 | 1.2350E-02 | 3.2905E-02 |
| 482 | tld        | tld        | 3R:20575455-20579234 | 1.33 | 5.0000E-05 | 2.7364E-04 |
| 483 | Faa        | Faa        | 3L:4072031-4073949   | 1.33 | 2.0000E-04 | 9.4764E-04 |
| 484 | CG11381    | CG11381    | X:1097811-1099468    | 1.33 | 7.5000E-03 | 2.1681E-02 |
| 485 | CG15093    | CG15093    | 2R:14663173-14664481 | 1.33 | 5.0000E-05 | 2.7364E-04 |
| 486 | CG14567    | CG14567    | 3L:21730704-21731530 | 1.33 | 5.0000E-05 | 2.7364E-04 |
| 487 | Orct       | Orct       | 3R:20101981-20104515 | 1.33 | 5.0000E-05 | 2.7364E-04 |
| 488 | CG13771    | CG13771    | 2L:6662059-6663614   | 1.33 | 5.5000E-04 | 2.3101E-03 |
| 489 | CG13891    | CG13891    | 3L:433145-433906     | 1.32 | 1.9900E-02 | 4.9040E-02 |
| 490 | CG3759     | CG3759     | 2L:9416592-9426342   | 1.32 | 2.3000E-03 | 7.9393E-03 |
| 491 | CG10936    | CG10936    | 2R:13492455-13526639 | 1.32 | 5.0000E-05 | 2.7364E-04 |
| 492 | CG12065    | CG12065    | X:8468336-8482561    | 1.32 | 5.0000E-05 | 2.7364E-04 |
| 493 | CG31792    | CG31792    | 2L:18997994-19002483 | 1.31 | 5.0000E-05 | 2.7364E-04 |
| 494 | CG12964    | CG12964    | 2R:11373456-11384712 | 1.31 | 5.0000E-05 | 2.7364E-04 |
| 495 | pncr003:2L | pncr003:2L | 2L:16838592-16841887 | 1.31 | 2.3000E-03 | 7.9393E-03 |
| 496 | CG8620     | CG8620     | 3L:7151198-7152010   | 1.31 | 1.1500E-03 | 4.4143E-03 |
| 497 | CG32521    | CG32521    | X:21076336-21152198  | 1.31 | 5.0000E-05 | 2.7364E-04 |
| 498 | pxb        | pxb        | 3R:11491907-11513658 | 1.31 | 5.0000E-05 | 2.7364E-04 |
| 499 | CG13692    | CG13692    | 2L:421799-422435     | 1.31 | 2.9000E-03 | 9.6632E-03 |
| 500 | GstD7      | GstD7      | 3R:8204260-8204977   | 1.31 | 2.5500E-03 | 8.6706E-03 |
| 501 | pros       | pros       | 3R:7197708-7219326   | 1.31 | 5.0000E-05 | 2.7364E-04 |
| 502 | PHDP       | PHDP       | 2R:19770707-19771835 | 1.31 | 3.6000E-03 | 1.1558E-02 |
| 503 | CG1698     | CG1698     | 2R:5653866-5694370   | 1.30 | 5.0000E-05 | 2.7364E-04 |
| 504 | CG7016     | CG7016     | 3R:20688653-20690502 | 1.30 | 5.0000E-04 | 2.1172E-03 |

# Supplementary material for: The Drosophila Duox maturation factor is a key component of a positive feedback loop that sustains regeneration signaling
**Source:** PLoS Genet. 2017 Jul 28;13(7):e1006937. doi: 10.1371/journal.pgen.1006937
**Supplement:** S2 Table

**Table S2: List of Downregulated genes (log2 fold change  $\leq$  -1.3, p<0.05)**

| #  | gene_id | gene    | locus                | log2(fold<br>change) | p_value    | q_value    |
|----|---------|---------|----------------------|----------------------|------------|------------|
| 1  | Osi1    | Osi1    | 3R:1999366-2000555   | -inf                 | 5.0000E-05 | 2.7364E-04 |
| 2  | Obp46a  | Obp46a  | 2R:6198676-6199528   | -6.14                | 2.6500E-03 | 8.9486E-03 |
| 3  | Optix   | Optix   | 2R:3919137-3930041   | -5.96                | 5.0000E-05 | 2.7364E-04 |
| 4  | Hr46    | Hr46    | 2R:6092958-6124853   | -5.52                | 5.0000E-05 | 2.7364E-04 |
| 5  | CG32372 | CG32372 | 3L:7512587-7521116   | -5.40                | 5.0000E-05 | 2.7364E-04 |
| 6  | Tsp42Ei | Tsp42Ei | 2R:2922631-2925174   | -4.92                | 5.0000E-05 | 2.7364E-04 |
| 7  | CG1139  | CG1139  | 3L:1971661-1974285   | -4.73                | 5.0000E-05 | 2.7364E-04 |
| 8  | CG16884 | CG16884 | 2L:13914724-13955757 | -4.64                | 2.0000E-04 | 9.4764E-04 |
| 9  | NetA    | NetA    | X:14498044-14547864  | -4.61                | 5.0000E-05 | 2.7364E-04 |
| 10 | CG42527 | CG42527 | X:1891619-1898128    | -4.58                | 5.0000E-05 | 2.7364E-04 |
| 11 | Poxn    | Poxn    | 2R:11714197-11722280 | -4.53                | 5.0000E-05 | 2.7364E-04 |
| 12 | CG14915 | CG14915 | 2L:11071026-11071532 | -4.44                | 5.0000E-05 | 2.7364E-04 |
| 13 | CG1342  | CG1342  | 3R:26516365-26518490 | -4.36                | 5.0000E-05 | 2.7364E-04 |
| 14 | sm      | sm      | 2R:15417413-15519007 | -4.34                | 5.0000E-05 | 2.7364E-04 |
| 15 | Cpr78E  | Cpr78E  | 3L:21659553-21660080 | -4.19                | 5.0000E-05 | 2.7364E-04 |
| 16 | Lkr     | Lkr     | 3L:5505516-5522441   | -4.14                | 9.0000E-04 | 3.5694E-03 |
| 17 | ImpE2   | ImpE2   | 3L:3510973-3512677   | -3.97                | 5.0000E-05 | 2.7364E-04 |
| 18 | ana     | ana     | 2R:4956605-4965059   | -3.65                | 5.0000E-05 | 2.7364E-04 |
| 19 | Blimp-1 | Blimp-1 | 3L:5624082-5642049   | -3.57                | 5.0000E-05 | 2.7364E-04 |
| 20 | CG8483  | CG8483  | 3R:9034469-9040187   | -3.50                | 5.0000E-05 | 2.7364E-04 |
| 21 | CG10205 | CG10205 | 2R:10720337-10721460 | -3.47                | 2.0000E-04 | 9.4764E-04 |
| 22 | hoe1    | hoe1    | 2L:4908744-4932296   | -3.43                | 5.0000E-05 | 2.7364E-04 |
| 23 | CG16733 | CG16733 | 3R:5077574-5078687   | -3.37                | 5.0000E-05 | 2.7364E-04 |
| 24 | CG16885 | CG16885 | 2L:13914724-13955757 | -3.36                | 5.0000E-05 | 2.7364E-04 |
| 25 | CG13082 | CG13082 | 2L:19538428-19539910 | -3.35                | 5.0000E-05 | 2.7364E-04 |
| 26 | Doc2    | Doc2    | 3L:9005785-9012340   | -3.31                | 5.0000E-05 | 2.7364E-04 |
| 27 | CG8420  | CG8420  | 3R:5073172-5077160   | -3.30                | 5.0000E-05 | 2.7364E-04 |
| 28 | dve     | dve     | 2R:18131467-18173982 | -3.21                | 5.0000E-05 | 2.7364E-04 |
| 29 | CG31975 | CG31975 | 2L:138383-140992     | -3.15                | 5.0000E-05 | 2.7364E-04 |
| 30 | CG4586  | CG4586  | X:6863973-6866302    | -3.11                | 5.0000E-05 | 2.7364E-04 |
| 31 | Doc1    | Doc1    | 3L:9034476-9038144   | -3.00                | 5.0000E-05 | 2.7364E-04 |
| 32 | Wnt2    | Wnt2    | 2R:5381673-5390695   | -2.99                | 5.0000E-05 | 2.7364E-04 |
| 33 | CG7888  | CG7888  | 3L:11047136-11054319 | -2.95                | 3.0000E-04 | 1.3573E-03 |
| 34 | CG3823  | CG3823  | X:6198022-6200778    | -2.90                | 5.0000E-05 | 2.7364E-04 |
| 35 | CG7201  | CG7201  | 3L:8283385-8288422   | -2.88                | 5.0000E-05 | 2.7364E-04 |
| 36 | CG7367  | CG7367  | 2L:8026913-8039788   | -2.85                | 2.0100E-02 | 4.9415E-02 |
| 37 | CG31728 | CG31728 | 2L:13255407-13257426 | -2.82                | 5.0000E-05 | 2.7364E-04 |
| 38 | CG10029 | CG10029 | 3R:3141445-3142929   | -2.75                | 1.5000E-04 | 7.3812E-04 |
| 39 | ImpE3   | ImpE3   | 3R:3839545-3856505   | -2.72                | 5.0000E-05 | 2.7364E-04 |
| 40 | CG30080 | CG30080 | 2R:11586230-11589199 | -2.71                | 5.0000E-05 | 2.7364E-04 |
| 41 | CG15765 | CG15765 | X:5712596-5733606    | -2.66                | 5.0000E-05 | 2.7364E-04 |
| 42 | trh     | trh     | 3L:366523-392633     | -2.58                | 5.0000E-05 | 2.7364E-04 |
| 43 | CR42861 | CR42861 | X:13638960-13639509  | -2.58                | 5.0000E-05 | 2.7364E-04 |
| 44 | Os-C    | Os-C    | 3R:3804680-3806044   | -2.56                | 5.0000E-05 | 2.7364E-04 |
| 45 | CG30380 | CG30380 | 2R:3826705-3827144   | -2.56                | 2.6000E-03 | 8.7988E-03 |
| 46 | spz     | spz     | 3R:22890791-22895790 | -2.51                | 5.0000E-05 | 2.7364E-04 |
| 47 | al      | al      | 2L:378115-387439     | -2.50                | 5.0000E-05 | 2.7364E-04 |
| 48 | CG2930  | CG2930  | X:3766453-3774329    | -2.50                | 5.0000E-05 | 2.7364E-04 |

|     |         |         |                      |          |            |            |
|-----|---------|---------|----------------------|----------|------------|------------|
| 151 | Atox1   | Atox1   | 3L:21634141-21635699 | -1.33    | 5.0000E-05 | 2.7364E-04 |
| 152 | sens    | sens    | 3L:13389328-13394225 | -1.33    | 5.0000E-05 | 2.7364E-04 |
| 153 | Nrt     | Nrt     | 3L:16759173-16772844 | -1.32    | 5.0000E-05 | 2.7364E-04 |
| 154 | CG13023 | CG13023 | 3L:16917437-16920534 | -1.32    | 5.0000E-05 | 2.7364E-04 |
| 155 | Spn43Aa | Spn43Aa | 2R:3035202-3036757   | -1.31    | 5.0000E-05 | 2.7364E-04 |
| 156 | Mmp2    | Mmp2    | 2R:5498643-5571356   | -1.30591 | 5.0000E-05 | 2.7364E-04 |

# Supplementary material for: The Drosophila Duox maturation factor is a key component of a positive feedback loop that sustains regeneration signaling
**Source:** PLoS Genet. 2017 Jul 28;13(7):e1006937. doi: 10.1371/journal.pgen.1006937
**Supplement:** S1 Text

Supplementary Materials:

**qPCR:**

For quantitative PCR (qPCR), 30-40 wing imaginal discs were collected in Schneider’s medium and stored at -80^0^c. RNA was extracted using Qiagen RNeasy Mini Kit (#74104) and cDNA synthesis was performed using the Superscript III First Strand Synthesis kit (#11752-050). QPCR reactions were set up using the Power SYBR Green MasterMix (ABI) and run on the ABI Step One Plus Real Time PCR System. The experiments consisted of 3 (S7 Fig) or 4 (S3 Fig) biological replicates. For each biological replicate there were three technical replicates. Gene expression was analyzed by ΔΔC_t_ method and normalized to Gapdh2 expression. Following primers were used:

| **Gene** | **Forward Primer** | **Reverse primer** | **Source** |
| --- | --- | --- | --- |
| *mol* | TGACGGCGATTCCCATTGG | ACTCATGTCATTGGCTCCCTC | FlyPrimerBank |
| *Duox* | ATGGCTGGTACAATAACCTGGC | AACCCCATCCGAATAGGAGGG | FlyPrimerBank |
| *Nox* | TACCAGAGGGATCCTCGATAAG | GGAGTTGGTCAGATGAGAGATG |  |
| *Ets21C* | ACTGCTCCATTCCAAGGTGG | GGTCGTAGTTTCCCGCAGAA | Toggweiler et al., 2016 |
| *Gapdh2* | GTGAAGCTGATCTCTTGGTACGAC | CCGCGCCCTAATCTTTAACTTTTAC | Classen et al., 2009 |

**ROS detection through H_2_-DCFDA:**

The protocol described in Owusu-Ansah et al. was followed with slight modifications. Briefly, CM-H_2_-DCFDA (Invitrogen Molecular Probes, #C6827) was reconstituted in DMSO and then mixed with 1XPBS to make 10nM, immediately before incubation. Larvae were dissected in 1XPBS, and incubated in CM-H_2_-DCFDA solution for 5 mins on a shaker followed by three quick washes in 1XPBS. Samples were rinsed twice in 1X PBS and imaginal discs immediately dissected out to mount in Vectashield with DAPI. The samples were imaged on the confocal immediately to avoid oxidation of the dye by the environment.

**pH3 Quantification:**

pH3 positive cells in the pouch region marked by Nubbin expression were counted as previously described (Fortezza et al., 2016) with slight modifications. To count pH3 cells masks of pH3 events were generated by using ‘Threshold’ (settings: ‘Li’, ‘B&W’, ‘Dark background’, ‘Stack histogram’) and ‘Remove Outliers’ (settings: radius 2.0, threshold 50, outliers ‘Dark’) functions in ImageJ. ROI drawn on the pouch region was superimposed on the pH3 masks and cells counted using ‘Analyze particles’ (settings: size ‘0 – infinity’, circularity ‘0.0- 1.0’, show ‘outliers’) function. The total numbers of particles detected were counted as pH3 positive mitotic cells.

How the deposited data were processed for this re-analysis (not part of the article)

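The data are mRNA-seq values of sorted nub-GFP cells from wing discs of 2 groups, a control group of 3 mock-ablated replicates and an ablated group of 3 replicates collected 24 h after the end of ablation. The authors trimmed the reads and removed adaptor sequences, aligned them with Tophat2 to build 5.41 of the Drosophila melanogaster genome with the gene models of that build, and estimated FPKM with Cufflinks, with bias correction and correction for reads that map to several places. The authors' Cuffdiff run normalized the libraries geometrically and gave, for each gene, 1 FPKM per group, the log2 fold change of the ablated against the control group, a test statistic (a score that divides the log2 fold change by its estimated standard error), a p-value and a q-value. The deposited FPKM are group values over the replicates. The deposited log2 fold change differed from the log2 ratio of the deposited FPKM by more than 0.001 for 13 genes, so the ratio was computed again for all genes. The deposited test statistic was used for standard errors and for 1 alternative set of p-values. The deposited p-values were adjusted again by the Benjamini-Hochberg method over the 9320 tested genes, and the deposited q-values were used as an alternative. Cuffdiff's p-values have a floor of 5e-05.

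Each replicate was sequenced to about 27000000 reads by the paper's account. The values carry no counts, so the depth of a gene, and a binomial interval or a smallest detectable share, could not be given. No replicate value was used, so no spread between replicates, no fit that leaves out a replicate, no pairing of replicates and no other split of the 6 samples was computed.

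A gene was called when its adjusted p-value was under 0.05, and counted as upregulated or downregulated past the threshold when its log2 fold change was also at least 1.3 or at most -1.3, as in the paper. No pseudocount was used, so a gene listed at 0 in 1 group has an infinite log2 fold change. The genes named are every gene the paper names in connection with the profile, and the 5 largest finite rises and 5 largest falls among called genes with at least 1 FPKM in the higher group. Members of the gene lists are named where a list is described member by member.

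Gene lists (21 in all) were written before the data were examined, from general knowledge of the genes, and matched to the symbols of the table or to a synonym in the RefSeq gene table of release 6 that pointed to 1 gene only. The median log2 fold change of the members with a mean FPKM of at least 1 was placed among 10000 random lists of the same size, drawn within 20 bins of mean FPKM. A list below percentile 2.5 or above percentile 97.5 was counted as standing apart. The percentiles describe the 2 groups' values, were not adjusted for the number of lists, and are not tests across replicates. Exon lengths came from the annotation BDGP6.54 (longest transcript per gene) and were found for 96.6% of the 8437 genes with a mean FPKM of at least 1. Coordinates are those of build 5.41, counted from 1, except for the structure of mol, which is given in release 6 coordinates.

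A pair of genes was counted as sharing a locus when the table gives both the same locus. Of the 14239 genes, 5155 share their locus with at least 1 other gene. The library kit was stranded, but the paper does not state whether Cuffdiff used the strand, so values of overlapping genes are uncertain, as are those of close paralogs such as the GstD genes.

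The adjustment and the list test were tested on simulated data. With 200 of 9320 genes changed by 1.5 on the log2 scale, 199 were called and 3.86% of the calls were on unchanged genes. Of 200 random lists with no shift, 6 lay outside the central 95% of matched lists, and of 200 lists with a shift of 0.6, 189 lay above percentile 97.5. The simulated genes had independent normal noise, with the same standard error for every gene in the test of the adjustment. The simulation therefore checks the code. It does not test Cuffdiff's own p-values, or lists whose genes vary together.

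The alternatives chosen before the data were examined were an adjusted p-value under 0.01, unadjusted p-values, p-values from the test statistic read as a normal deviate, the deposited q-values, a mean FPKM of at least 1, thresholds of 1.0 and 1.5, pseudocounts of 0.1 and 1, centring on the median, and leaving out genes that share a locus, and for gene lists a mean FPKM of at least 0.1 or 5, a pseudocount of 1, no matching, matching on locus length, and leaving out the genes of the S1 and S2 Tables, which removes members by the size of their own change and so moves a list towards the middle. Subtracting the median of genes of similar mean FPKM (and locus length), and matching lists on exon length, were added after the values were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

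GO term enrichment was not repeated, and TRE sites near genes were not analysed here. The phenotype, staining and qPCR experiments of the paper are not part of these data.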

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

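The gene lists below stood above their matched random lists and are not discussed as lists in the paper. Matching on exon length and the split of the hinge and notum list were chosen after the result was seen. Matching on locus length, lists without matching, and lists without the genes of the S1 and S2 Tables were set before the data were examined, the first 2 as alternatives that were put to use as tests of an explanation only after the result was seen. With 21 lists examined, about 1 would fall outside the central 95% by chance if members varied as independently as randomly drawn genes. Genes of a list may vary together, which would raise that number. The design gives ablation as the biological explanation for each.

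Myoblast genes were higher in the blastema sample. Of 27 genes listed, 17 had a mean FPKM of at least 1, with a median log2 fold change of 1.28 at percentile 100 of lists matched on mean FPKM, and 13 were called as higher against 2 as lower. They include twi, Him, stumps and Mef2. Myoblasts lie under the notum epithelium and do not make wing pouch, so a candidate explanation is that cells other than pouch epithelium were sorted with the blastema. Left without the genes of the S1 and S2 Tables, 14 myoblast markers with a mean FPKM of at least 0.1 had a median of 0.52 at percentile 91.7, inside the central 95%. Taking out the tabled genes takes out the largest rises, which works against this test. The same test put 7 hemocyte markers at a median of 2.85 and percentile 100, and 13 tracheal markers at 0.41 and percentile 78.6. The hemocyte median is that of Pxn, which Cuffdiff did not test. With a mean FPKM of at least 1 and tabled genes left out, none of the 4 remaining hemocyte genes was called. That list was at percentile 61.5. Leaving out tabled genes there removed CG8193, the 1 hemocyte gene called as higher. It is listed at 0 FPKM in the control group and 10.5 FPKM in the ablated group (adjusted p = 0.000274 from the authors' Cuffdiff test with Benjamini-Hochberg adjustment). The paper found hemocytes at only a few damaged discs. Gene length does not account for the myoblast rise, which stayed at percentile 100 of lists matched on locus length and at percentile 100 of lists matched on exon length. RNA from other cells in the ablated sample is neither shown nor ruled out. For the myoblast genes it cannot be told apart from expression of the same genes in blastema cells, since sorted cells of each kind were not measured separately. By the paper's account, an earlier qPCR check of pouch and non-pouch genes in sorted cells found the sorting accurate. The values of that check are not part of these data. The paper reports no elevated staining for twi and zfh1 in discs.

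Hinge and notum genes were higher, with a median log2 fold change of 0.71 over 14 genes at percentile 100. Of these, 9 were called as higher and 3 as lower. The list stayed at percentile 100 when matched on locus length and at percentile 100 when matched on exon length. The 8 notum genes alone had a median of 0.77 at percentile 99.96, with 6 called as higher and none as lower. Cells of the notum sorted with the blastema would give this, and so would a change of fate in blastema cells, and the values cannot tell these apart. The 6 hinge genes were split. zfh2 (1.53), tsh (1.01) and hth (0.36) were higher, and Doc1, Doc2 and Doc3 were lower, Doc3 by the least (-1.59), for a median of -0.62 at percentile 0.14. The paper proposes that hinge cells that turn on nub carry hinge expression into the profile. With 3 genes moving each way, the median cannot tell whether that is so. Over the same comparison, 17 wing pouch genes had a median of -0.64 at percentile 0, with 10 called as lower and 4 as higher, although without the tabled genes, the largest changes, it was -0.18 at percentile 32.4. The pouch gene nub, which marks the sorted cells, fell from 89.9 to 51.8 FPKM, and rn from 31.0 to 18.9 FPKM, so less pouch RNA in the ablated sample and lower pouch expression in each cell are both possible.

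Cell cycle genes had a median log2 fold change of 0.15 over 30 genes, at percentile 100 of lists matched on mean FPKM, whose own median was -0.22. Of the 30, 9 were called as higher and 4 as lower. Gene length does not account for the position, at percentile 100 with locus length and 99.97 with exon length matched. It depends on the matching itself: with no matching the list was at percentile 95.3, inside the central 95%. The genes thus stand apart from other genes of their expression level, which fell, and less clearly from all genes. The general fall of highly expressed genes goes the other way, with 22 of the 30 genes higher, and does not account for their rise. The paper shows high EdU incorporation in the blastema. Whether proliferation accounts for the position of this list was not tested.

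Growth factor genes of the wing disc had a median log2 fold change of 0.28 over 16 genes, at percentile 99.0, with 9 called as higher and 4 as lower. With locus length matched the list fell to percentile 89.1, and with exon length matched it was at percentile 98.0. The position therefore depends on how length is matched. With exon length, the closer control for a bias with transcript length, the list stays just above the central 95%, so such a bias does not fully account for it.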

How the results depend on the processing

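No paired analysis was possible because the values are given per group and not per replicate. For the same reason the fits that leave out a replicate and the fit with the replicate as a block were not run, and other splits of the samples were not counted. The share of upregulated genes with a TRE within 1 kb was not run, since no genome sequence was used.

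The number of differentially expressed genes stayed within 1.5 times of 3798 under 5 alternatives, from 2809 with an adjusted p-value under 0.01 to 4518 with an unadjusted p-value under 0.05. It fell to 1844 when p-values were taken from the test statistic, and 1792 of these were among the 3798. The cause was not tested.

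The 660 genes past the threshold became 265 with a pseudocount of 1, and the 504 upregulated genes became 147. The upregulated genes numbered 306 with a mean FPKM of at least 1, and 327 and 314 after the median of genes of similar mean FPKM, or of similar mean FPKM and locus length, was subtracted. With a pseudocount of 1, the 105 upregulated genes under 1 FPKM in the ablated group fall below the threshold by arithmetic. The cause of the other changes was not tested. The 156 downregulated genes stayed within 1.5 times, from 118 with a pseudocount of 1 to 211 at a threshold of 1.0. Upregulated genes outnumbered downregulated genes under each alternative run, least with a pseudocount of 1, where 55.5% were upregulated against 76.4%.

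Of 54 named genes with finite values, every one kept its direction with either pseudocount and with centring. NLaz was no longer called at an adjusted p-value under 0.01, and Stat92E, rpr and Gapdh2 were no longer called with p-values from the test statistic. After subtraction of the median of genes of similar mean FPKM, CG9027 changed sign (0.14). With locus length matched as well, so did CG9027 (0.067), Duox (-0.0040), rpr (0.042) and Gapdh2 (0.00017). The first 2 were not called in any case.

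Among gene lists, the respiratory chain median of -0.47 stayed below percentile 2.5 under all 7 alternatives. The TCA cycle median of -0.36 passed percentile 2.5 only with no matching (percentile 0.59). The tracheal list, at 0.41, fell inside the central 95% without the genes of the S1 and S2 Tables (0.0934) and with exon length matched (0.25, percentile 93.7). The ecdysone-response list, at percentile 2.96, passed percentile 2.5 with a mean FPKM of at least 0.1 (-0.25, percentile 1.86), with no matching (-0.26, percentile 1.25), with locus length matched (-0.26, percentile 0.27) and with exon length matched (-0.25, percentile 0.05), and moved to the other side of the middle without the tabled genes (-0.14, percentile 51.9). The ROS gene list, at percentile 46.0, moved to the other side of the middle with exon length matched (-0.20, percentile 63.8). Other lists that moved to the other side of the middle were hemocyte genes with a mean FPKM of at least 5 (-0.0747), heat and protein stress genes (-0.0447) and ribosomal protein genes (-0.29) with no matching, and antimicrobial peptide genes with a mean FPKM of at least 0.1 (1.01) or 5 (0.76) and with no matching (0.0599). The cause was not tested for these lists.

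Depth limits the genes of low expression. With no counts the sampling error of an FPKM below 1 is unknown, and the log2 fold change of a gene such as zfh1 depends on the pseudocount (0.80 with a pseudocount of 1 against 3.51).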

Other observations

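The correlations and the lists matched on exon length in this part were chosen after the pattern was seen. Lists matched on mean FPKM or locus length were set before the data were examined and used as tests of an explanation only after it, and the tests of the ecdysone-response genes, the GstD genes, the balance of upregulated and downregulated genes (with centring and with a mean FPKM of at least 1) and shared loci were chosen before the data were examined. Correlations here are across genes, which are not independent replicates.

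The log2 fold changes follow the level and the length of a gene. In the 20% of genes with the lowest mean FPKM (median 2.18) the median log2 fold change was 0.43, and 492 genes were called as higher against 70 as lower. In the 20% with the highest mean FPKM (median 112) it was -0.31, with 104 called as higher and 864 as lower. By locus length, the median went from -0.24 in the shortest 20% to 0.22 in the longest 20%. Across 8402 genes, Spearman's rho of the log2 fold change was -0.46 with mean FPKM and 0.25 with locus length. Level alone does not account for the relation with length, since rho with locus length was 0.286 within 20 bins of mean FPKM. Long introns do not account for it either: across 4834 genes, rho with locus length was 0.0542 within 20 bins of exon length. Mean FPKM was not binned there. A bias with transcript length is what remains of the technical explanations tested, since in 1712 genes with at most 200 bp of intron rho with exon length was 0.195 within bins of mean FPKM. Differences in RNA integrity or in the number of cells per library could give such a bias, and so could regulation that favours long genes, and the group values cannot tell these apart.

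This trend bears on the metabolic genes. The respiratory chain list lay below lists matched on mean FPKM (percentile 0.05), on mean FPKM and locus length (percentile 0.16) and on mean FPKM and exon length (percentile 2.40), so neither trend fully explains its fall, though the last value is close to the limit. The TCA cycle list, with a median of -0.36, lay at percentile 22.9 of lists matched on mean FPKM, whose own median was -0.29. Its fall is thus inside the random range for genes of its level. Glycolysis genes, which the paper does not report as changed, had a median of -0.44 over 15 genes, with 11 called as lower and 1 as higher. They lay at percentile 2.21 with mean FPKM matched, 2.57 with locus length and 0.59 with exon length matched. With a mean FPKM of at least 0.1 required instead of 1, and mean FPKM matched, they were at percentile 2.6. The values of 2.57 and 2.6 are just inside the random range and those of 2.21 and 0.59 are outside it. With mean FPKM alone matched, the list is therefore at the limit. Since the trend follows exon length more than introns, exon length is the closer control, and it does not account for their fall. Ribosomal protein genes had a median of -0.29 over 80 genes, at percentile 90.2 with mean FPKM matched. With locus length matched as well they were at percentile 98.7 and with exon length at 99.95, so they fell less than genes of similar level and length. A fall of Gapdh2 from 692 to 511 FPKM, the transcript the paper uses to normalize qPCR, belongs to the same trend.

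The excess of upregulated over downregulated genes past the threshold may be partly technical. There were 3.23 upregulated genes per downregulated gene, 2.19 with a mean FPKM of at least 1 and 1.25 with a pseudocount of 1, and 1.92 and 1.77 after subtraction of the median of genes of similar mean FPKM and of similar mean FPKM and locus length. Centring gave 3.57, but with a median of -0.04 before it centring could only raise the ratio, so it does not bear on whether normalization caused the excess. Of the upregulated genes, 20.4% share a locus, against a central 95% of 44.8% to 53.4% in random sets of uncalled genes of similar mean FPKM. Because the random sets hold only uncalled genes, this does not bear on the excess. Among genes at a locus of their own the ratio was 3.26.

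Ecdysone-response genes outside the S1 and S2 Tables were in the middle of their random lists (percentile 51.9). This test takes out members by the size of their own change, so a return to the middle is partly built in. The full list was lower than its random lists when locus length (percentile 0.27) or exon length (percentile 0.05) was matched. A difference in developmental stage between the groups remains possible.

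Genes of the GstD family, glutathione S-transferases, rose together. The paper images a reporter of GstD1 and has GstD4 to GstD8 in its S1 Table. Over 11 genes the median log2 fold change was 1.06 at percentile 99.99, with 7 called as higher and none as lower. GstD4 to GstD8 had a median of 1.73, while GstD1, at 1325 FPKM the most expressed of the family, did not change (log2 fold change -0.15). The members are similar in sequence and lie side by side. Sequences were not compared, so this cannot be told apart from reads shared between the members, and a response of the family to ROS remains a hypothesis.

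The ablation transgene carries rpr, and rpr was at 70.3 FPKM in the mock-ablated controls and 55.2 FPKM in the ablated group (log2 fold change -0.35, standard error 0.17). The heat shock genes Hsp23 and Hsp26, chosen after their values were seen, were among the most expressed genes in both groups, Hsp23 with rank 3 in each, and had log2 fold changes of -0.04 and 0.05. Other Hsp genes were called: Hsp70Bb (1.03), Hsp67Bc (0.79), Hsp68 (0.59) and Hsp22 (0.39) as higher and Hsp27 (-0.57) and Hsp67Ba (-0.52) as lower. The list of 19 heat and protein stress genes was at percentile 99.98 of lists matched on mean FPKM, with 6 called as higher and 6 as lower, and at percentile 48.3 with no matching. Both groups went through the thermal shift. Genes of a list of JNK targets had a median log2 fold change of 1.27 over 27 genes, at percentile 100, with 19 called as higher and 2 as lower.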
